# Nrf2 alleviates spaceflight-induced immunosuppression and thrombotic microangiopathy in mice

**DOI:** 10.1038/s42003-023-05251-w

**Published:** 2023-08-25

**Authors:** Ritsuko Shimizu, Ikuo Hirano, Atsushi Hasegawa, Mikiko Suzuki, Akihito Otsuki, Keiko Taguchi, Fumiki Katsuoka, Akira Uruno, Norio Suzuki, Akane Yumoto, Risa Okada, Masaki Shirakawa, Dai Shiba, Satoru Takahashi, Takafumi Suzuki, Masayuki Yamamoto

**Keywords:** Coagulation system, Chronic inflammation

## Abstract

Spaceflight-related stresses impact health via various body systems, including the haematopoietic and immune systems, with effects ranging from moderate alterations of homoeostasis to serious illness. Oxidative stress appears to be involved in these changes, and the transcription factor Nrf2, which regulates expression of a set of cytoprotective and antioxidative stress response genes, has been implicated in the response to spaceflight-induced stresses. Here, we show through analyses of mice from the MHU-3 project, in which Nrf2-knockout mice travelled in space for 31 days, that mice lacking Nrf2 suffer more seriously from spaceflight-induced immunosuppression than wild-type mice. We discovered that a one-month spaceflight-triggered the expression of tissue inflammatory marker genes in wild-type mice, an effect that was even more pronounced in the absence of Nrf2. Concomitant with induction of inflammatory conditions, the consumption of coagulation-fibrinolytic factors and platelets was elevated by spaceflight and further accelerated by Nrf2 deficiency. These results highlight that Nrf2 mitigates spaceflight-induced inflammation, subsequent immunosuppression, and thrombotic microangiopathy. These observations reveal a new strategy to relieve health problems encountered during spaceflight.

## Abstract (web summary)

A spaceflight study shows that Nrf2 contributes to the maintenance of the immune system during spaceflight and suggests that improving the level of baseline Nrf2 activity alleviates the degree of immune suppression during spaceflight.

## Introduction

Recent studies on spaceflight biology have led to progress in the understanding that under unusual environmental conditions, such as the extreme radiation and microgravity conditions in space, animals suffer from a variety of pathophysiologic disturbances. To prepare for the next era of extended space travel, precise assessment of the impact of space travel on the human body becomes crucial. The radiation exposure dose during a stay at the International Space Station (ISS) is estimated to be 150 mSv/year^1^, which is 70 times higher than the average dose in Japan. Persistent low-dose irradiation causes the accumulation of reactive oxygen species (ROS)^2–4^. Considering the many lines of evidence for ROS-triggered cellular inflammation and subsequent immune dysfunction^5^, regulating ROS metabolism seems to be one of the most beneficial strategies to protect the body from persistent radiation injuries during space travel.

Microgravity causes alterations in fluid distribution in the body. While incremental changes in arterial pressure are well controlled when the body is in an upright position under normal gravity, this gradient becomes uniform throughout the body in space, which puts a burden on the central cardiovascular system^6,7^. This gives rise to a fluid shift, elicits significant elevation of the microvascular pressure in the central compartment and head, and causes symptoms in the central nervous system through intracranial hypertension^8^. Notably, previous studies revealed that the overall circulating plasma volume is reduced during spaceflights, resulting in increases in red blood cell (RBC) parameters as a result of haemoconcentration^9^, while RBC destruction is accelerated by spaceflight stress^10^. The polycythemic state is gradually reversed through haematopoietic adaptation to microgravity during a stay in space^11^. In contrast, as a result of fluid redistribution during adaptation to ground gravity, astronauts returning from space develop genuine anaemia^12^.

It has been shown that in addition to cosmic radiation, alterations in gravity also generate ROS in cells^13^, which may lead to the initiation and progression of inflammation^5^. Taken together, these observations from space biology studies support the notion that microgravity-induced mechanical stress and radiation-induced oxidative stress converge to affect the body, and the combined impact of these two stresses may lead to sequelae after the space mission, such as a higher incident rate of cardiovascular disease^14^, neuro-ocular disease^15^ and/or persistent haemolysis^10^.

The transcription factor Nrf2 (NF-E2-related factor-2) is a master regulator of defence pathways that respond to various stresses, including oxidative, mechanical and toxic chemical (often electrophilic) stresses^16^. Upon an increase in cellular ROS levels, Keap1 (Kelch-like ECH-associated protein 1) senses the increase in ROS levels and stops the ubiquitination of Nrf2; therefore, Nrf2 escapes proteasomal proteolysis and rapidly accumulates in the nucleus. Nrf2 upregulates a set of cytoprotective genes encoding detoxification enzymes and antioxidant enzymes that scavenge ROS^16^.

We hypothesised that Nrf2 may protect against space-related stresses. To address this hypothesis, we designed and conducted the Mouse Habitat Unit-3 [MHU-3] project, in which six Nrf2-knockout (KO)^17^ and six wild-type (WT) mice travelled to the ISS and stayed there for 31 days^18^. Initial analyses of the mice demonstrated that spaceflight indeed significantly increased the expression of Nrf2 target genes. The analyses further revealed that Nrf2 differentially affects spaceflight-triggered signalling pathways^18^. For instance, we found that Nrf2 preserves homoeostasis of skeletal muscle, kidney tissue and epididymal white adipose tissue^19–21^.

In this regard, while it has been shown that space travel influences red cell indices and immune system^10,12,22^, the details of the underlying mechanisms remain to be clarified. Furthermore, the relationship between haematopoietic and immunological changes and Nrf2 function has not been addressed. In this study, therefore, we aimed to extend the analyses of the mice from the MHU-3 mission, with a special focus on haematological and immunological assessments, along with a number of experimental challenges to overcome difficulties inherent to the space study. Interestingly, the haemoconcentration caused by microgravity in astronauts was not observed in quadruped mice during spaceflight, while an increase in RBC mass and repression of erythroid-gene expression were evident after returning to the ground, irrespective of Nrf2 expression. Spaceflight markedly changed platelet physiology, concomitant with an increase in platelet turnover status. In stark contrast, the expression of immune-related genes was repressed by spaceflight in an Nrf2-dependent manner. This study unequivocally demonstrates that Nrf2 alleviates spaceflight-mediated inflammation and subsequent immune repression and thrombotic microangiopathy.

## Results

### Haematocrit values increased in mice after spaceflight

In the MHU-3 mission, we sent 6 male wild-type and 6 male Nrf2-KO mice to space (FL-WT and FL-KO mice, respectively) (Fig. 1a)^18^. These mice stayed at the ISS for 31 days. As a ground control, we used the same number of male wild-type and Nrf2-KO mice (GC-WT and GC-KO mice, respectively). The ground control experiment was conducted with utmost precision to simulate the conditions of the flight experiment, which was achieved by employing identical single cage housing technology, laboratory food and water supply, as well as the same system to monitor mouse food consumption and water intake^18,21^. Tail blood samples from the FL mice were collected into capillary tubes 17 days before launch (L-17), 18 days after launch while in space (L + 18), and 2 days after landing (R + 2). Tail blood samples from GC mice were also collected on the corresponding days. Blood samples could not be collected from one FL-WT mouse at L + 18 due to a minor tail injury and the veterinarian’s decision^21^. After collecting the blood, the capillary tubes were immediately centrifuged in the ISS. We took pictures of the centrifuge tubes (Fig. 1b) to measure the lengths of whole blood and packed red blood cells (RBCs), as shown by red and blue lines, respectively (Fig. 1b, Supplementary Fig. 1). We referred to the percent length of packed RBCs (red line vs. blue line) as the tail haematocrit value (t-Hct) (Fig. 1b).

**Fig. 1:**
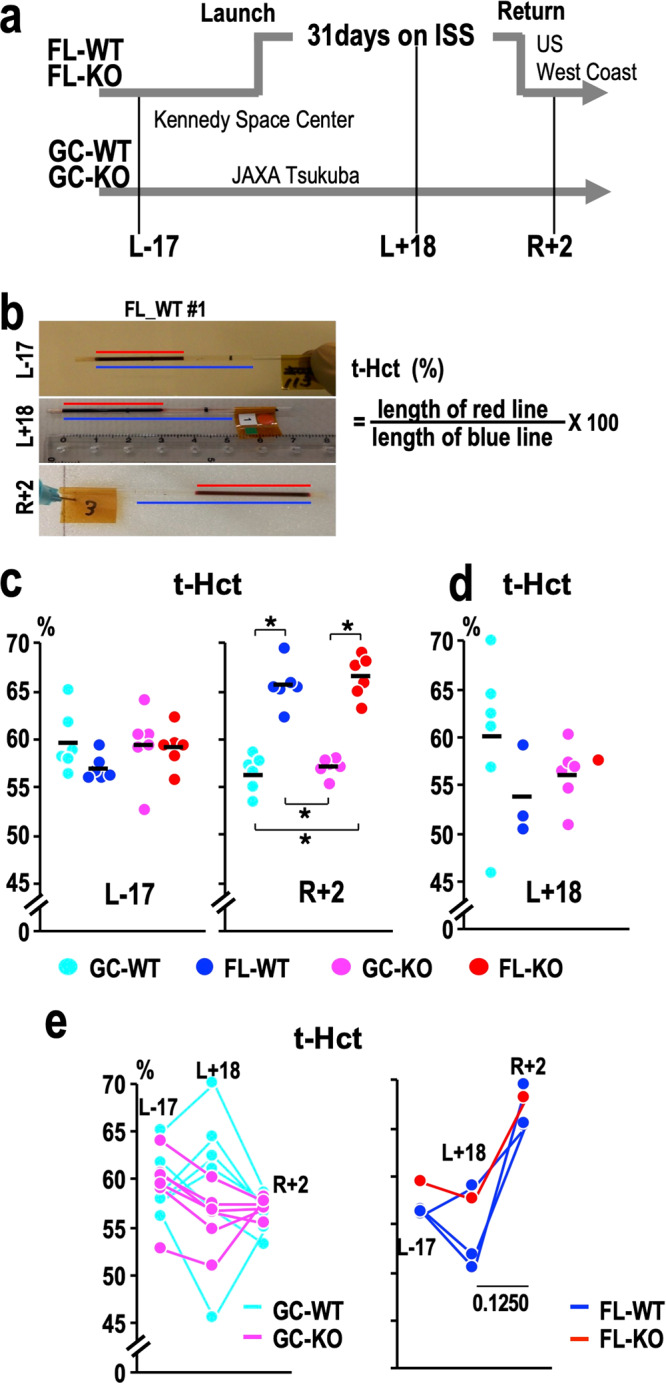
Haematocrit of tail vein blood. **a** Overview of the MHU-3 project, in which tail vein blood samples were collected from mice. **b** Representative pictures of the centrifuge tubes used for measuring tail-HCT values (t-Hct). Red and blue lines indicate the lengths of packed RBCs and whole blood, respectively. **c** Dot plots of t-Hct at L-17 (left) and R + 2 (right). *p < 0.05. **d** Dot plots of t-Hct at L + 18. **e** Time course of the changes in t-Hct at L-17, L + 18 and R + 2. Data from 6 GC-WT and 6 GC-KO mice are shown in the left panel, and those from 3 FL-WT and 1 FL-KO mice are shown in the right panel. The *P*-value obtained with the two-tailed Wilcoxon signed-rank test for the comparison between the values obtained at L + 18 and R + 2 in FL mice is shown. Dots represent individual animals in (**c**) (**d**) and (**e**). Means are shown in the plots in (**d**) and (**e**).

Of note, the t-Hct of the FL mice at R + 2 was significantly increased compared with that of the GC mice at R + 2 (Fig. 1c). This change was also observed in Nrf2-KO mice, but the t-Hct before launch (L-17) did not change substantially in all four groups of mice (Fig. 1c). As we obtained tail blood from the same set of mice during their stay at the ISS (L + 18), we attempted to examine the HCT at L + 18. Regrettably, however, the t-Hct of seven FL mice could not be determined since the edges of the whole blood were inadvertently hidden by labels (Supplementary Fig. 1). Nonetheless, we could measure the t-Hct of three FL-WT and one FL-KO mice. As shown in Fig. 1d, the t-Hct of these mice at L + 18 was comparable to that of the GC-WT and GC-KO mice. The time-course alterations of the four FL mice demonstrated a trend of increasing t-Hct after landing but no substantial changes in t-Hct between L-17 and L + 18 (Fig. 1e). These findings demonstrate that the transition from normal gravity to microgravity and continued exposure to microgravity do not alter t-Hct, but the transition from microgravity to normal gravity gives rise to an increase in t-Hct.

### Increases in RBC number and RDW in mice after spaceflight

To verify the changes in the haematopoietic indices of mice after spaceflight, we collected blood from the inferior vena cava (IVC) of anaesthetised mice using EDTA-coated syringes immediately before euthanasia after the return to ground at R + 2. The blood samples were kept on ice, and the haematopoietic indices of the FL mice were measured with a haemocytometer in a laboratory located on the US West Coast within 6.5 h after blood collection, while those of the GC mice were measured in Japan.

The haematopoietic indices are shown in Fig. 2a. Consistent with the t-Hct results, the haematocrit (Hct) values of the IVC samples were significantly elevated concomitant with the RBC count in the FL mouse groups, regardless of the genotype (Fig. 2b). Importantly, the values of red blood distribution width (RDW), which is an index of the heterogeneity of RBC size, were significantly elevated in FL-WT and FL-KO mice, accompanied by a decrease in mean corpuscular volume (MCV) (Fig. 2b). These results suggest that the RBCs of FL mice exhibit the features of microcytosis and anisocytosis. The increase in RDW is known to be a prognostic marker for various diseases, such as oncologic diseases^23^, chronic kidney diseases^24^, cardiovascular diseases^25^, and severe infection^26,27^. In contrast, we did not observe substantial changes in the white blood cell (WBC) count (Fig. 2c). These results thus demonstrate that spaceflight causes abnormalities in RBC size and number in mice.

**Fig. 2:**
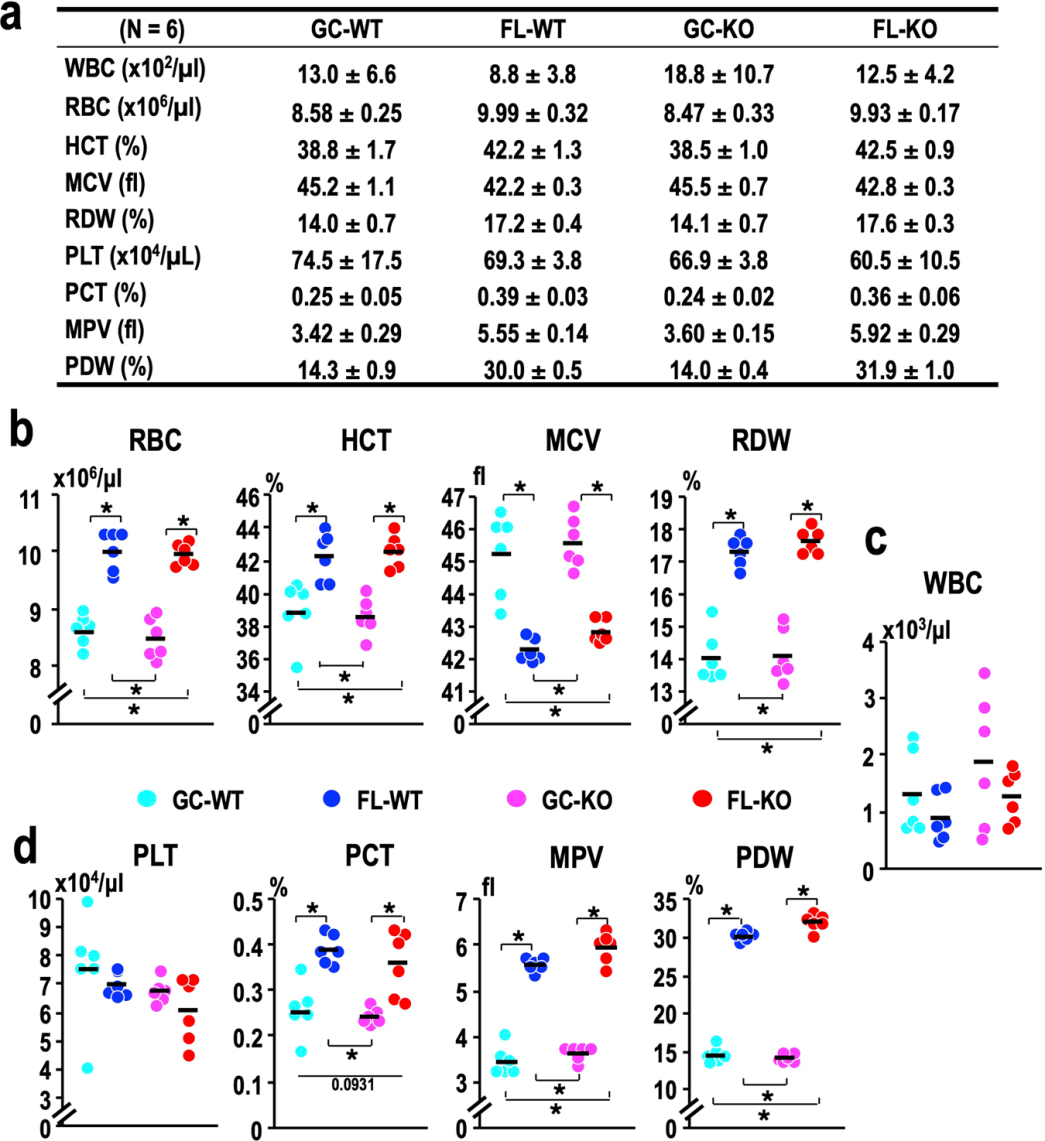
Evaluation of inferior vena cava blood parameters. **a** Summary of haematopoietic indices. Mean values and standard deviations are shown. **b–d** Dot plots of the indicated values for erythroid parameters (**b**), white blood cell counts (**c**), and platelet parameters (**d**). Dots represent individual animals. Means are shown in the plots. *p < 0.05.

Unfortunately, the haemocytometer in the US laboratory could not properly evaluate the haemoglobin concentration due to an unknown problem(s). Therefore, we could not determine the other two Wintrobe’s indices.

### Increase in platelet size in mice after spaceflight

We next examined platelet indices. The number of platelets did not change substantially in response to spaceflight or Nrf2 gene knockout (Fig. 2d, left panel). This observation is in contrast to the previous observation, in which the platelet count was increased after landing^28^. The reason for this difference is not clear at present, but we surmise that the following points may be pertinent. While both studies were conducted utilising the C57BL/6 line of mice, the latter study carried out 12 days of spaceflight utilising female mice^28^, whereas our study carried out 31 days of spaceflight utilising male mice.

We also found that the plateletcrit (PCT), which represents the volume occupied by platelets within the blood, was conspicuously elevated by spaceflight, and consequently, the mean platelet volume (MPV) was significantly elevated in FL mice, regardless of the presence or absence of Nrf2 (Fig. 2d). Furthermore, the platelet distribution width (PDW), an index of the heterogeneity of platelet size, was elevated in the FL samples from both WT and Nrf2-KO mice compared with the corresponding GC samples (Fig. 2d).

Throughout this study, we applied the Kruskal‒Wallis test to evaluate differences among the GC-WT, FL-WT, GC-KO and FL-KO groups, and subsequently employed Steel-Dwass multiple comparisons to evaluate differences of multiple pairs of groups. Given the considerable impact of spaceflight on the parameters tested, we aimed to integrate evaluations of the effects of Nrf2 status by Wilcoxon rank sum test, comparing the GC-WT vs. GC-KO and FL-WT vs. FL-KO, individually.

To evaluate the impact of Nrf2 states on platelet parameters in both ground and spaceflight conditions, we contrasted platelet parameter values between WT and Nrf2-KO mice under GC and FL conditions independently (Supplementary Fig. 3). Our alternative analysis produced consistent results, indicating that alterations in MPV and PVD values were specifically amplified by the Nrf2-KO status under spaceflight conditions. Taken together, these results confirm that spaceflight significantly impacts erythrocyte and platelet homoeostasis.

### Elevated expression of genes involved in coagulation and fibrinolysis in FL mice

The significant elevations in MPV and PDW suggested the presence of increased platelet turnover in FL mice^29^. In this regard, it should be noted that spaceflight changes lipid metabolism in mice, with elevated glycerophospholipid and sphingolipid levels in the plasma during spaceflight^21^. High plasma lipid concentrations have been suggested to correlate with a risk of venous thrombosis^30^. We further found in the integrated Biobank for Space Life Science (ibSLS) database (https://ibsls.megabank.tohoku.ac.jp/)^31^ that trimethylamine N-oxide (TMAO), a phosphatidylcholine-containing food-derived metabolite, is increased in the plasma during spaceflight (Supplementary Fig. 2). TMAO is associated with a risk of thrombotic events in humans via the induction of endothelial inflammatory injury and platelet activation^32,33^. Taking these wide-ranging observations into consideration, we hypothesised that spaceflight stress may activate thrombosis.

To address this hypothesis, we first examined the expression of the *vWF* gene encoding von Willebrand factor (vWF) in nonhaematopoietic tissues, i.e., the thymus, interscapular brown adipose tissues (iBAT), and temporal (Tp) bone areas, including the inner ear tissue, eWAT, liver and cerebrum, of mice in the ibSLS database. vWF is mainly produced in endothelial cells and megakaryocytes, and plasma vWF is concurrently increased with inflammation and involved in the pathogenesis of intravascular diseases^34^. We found that the expression level of *vWF* tended to be increased in a few WT-FL mouse tissues compared to WT-GC tissues (Fig. 3a). Notably*, vWF* gene expression was significantly elevated in the thymus and iBAT of FL-KO mice compared with GC-KO mice (Fig. 3b). This result was consistent in an alternative statistical analysis that directly compared the effect of Nrf2-KO under GC and FL conditions (Supplementary Fig. 4).

**Fig. 3:**
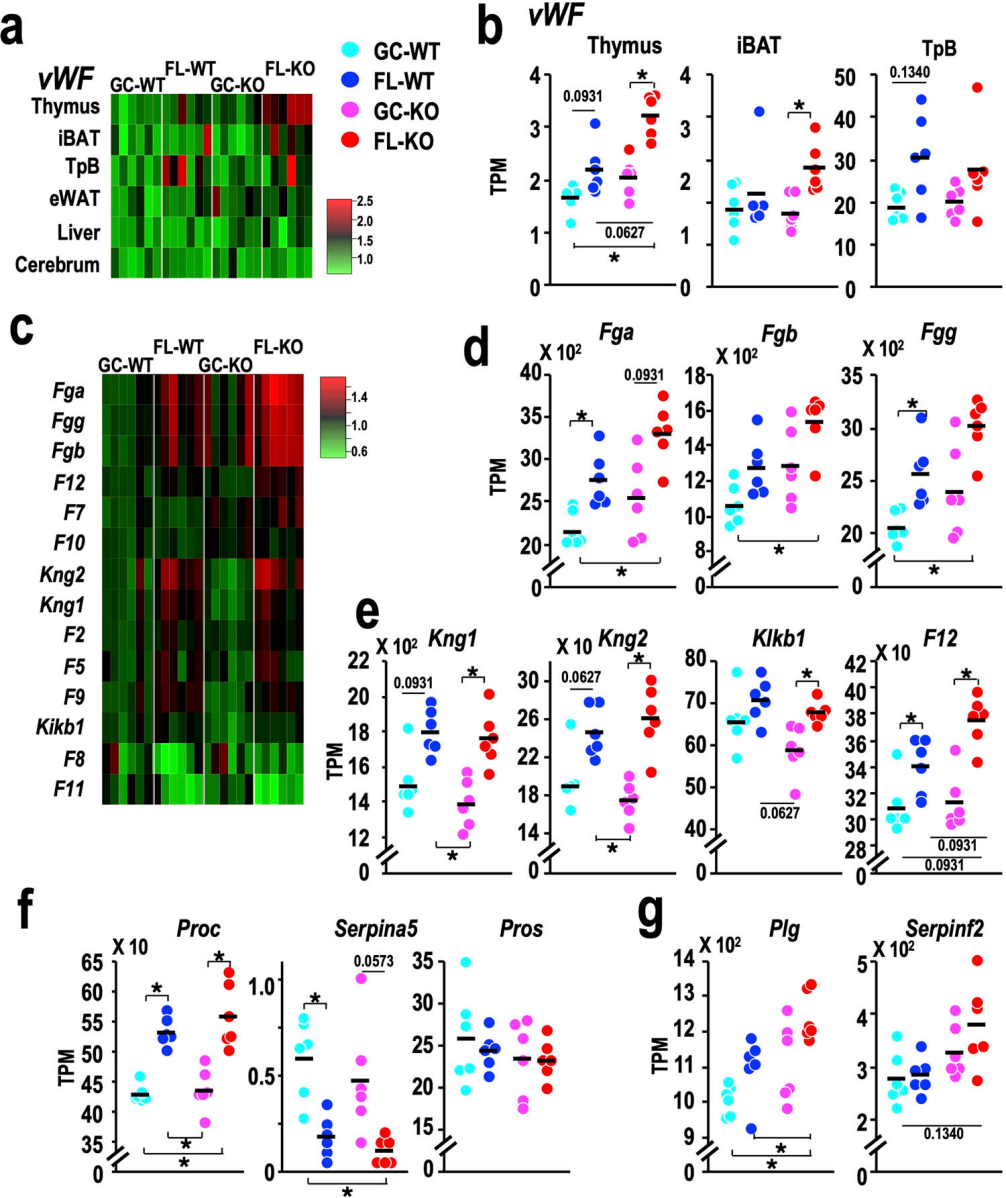
Gene expression changes related to coagulation and fibrinolysis. **a** Heatmap of the relative expression of the *vWF* gene in the thymus, interscapular brown adipose tissue (iBAT), temporal bone (TpB), epididymal white adipose tissue (eWAT), liver, and cerebrum of GC-WT, FL-WT, GC-KO and FL-KO mice. The mean value obtained for each gene in GC-WT mice was set to one. **b** Dot plot of *vWF* gene expression in the thymus, iBAT and TpB. **c** Heatmap of the relative expression of coagulation factor genes in the livers of GC-WT, FL-WT, GC-KO and FL-KO mice. The mean value obtained for each gene in GC-WT mice was set to one. **d** Dot plot of the expression of fibrinogen genes in the liver. **e** Dot plot of the expression of the *Kng1*, *Kng2*, *Klkb1* and *F12* genes in the liver. **f** Dot plot of the expression of the *Proc*, *Serpina5* and *Pros* genes in the liver. **g** Dot plot of the expression of the *Plg* and *Serpinf2* genes in the liver. Dots represent individual animals. Means are shown in the plots. *p < 0.05.

We then examined the expression of genes encoding tissue factor (coagulation factor III; F3), intercellular adhesion molecule 1 (ICAM1) and vascular cell adhesion molecule 1 (VCAM1), all of which are involved in endothelial activation^35,36^. Similar to the results obtained for the *vWF* gene, the expression of *Icam*1 and *Vcam1* tended to be elevated in the thymus and iBAT of FL-KO mice compared with GC-KO mice, and this trend was also clear in Nrf2-KO mice (Supplementary Fig. 5).

As the liver plays a pivotal role in the clotting process by synthesising coagulation factors, anticoagulants and fibrinolysis proteins, we next analysed the expression of coagulation factors in the liver using the ibSLS database. The expression of a variety of coagulation factors was found to be elevated in both FL-WT and FL-KO mice, and the elevations were markedly prominent in the FL-KO mice (Fig. 3c).

Upon examination of individual genes, we found that the levels of fibrinogen genes (α, β and γ) were increased by the spaceflight and the elevation of these genes became especially prominent in response to the combination of spaceflight and Nrf2-KO (Fig. 3d). This result appeared to be reproducible in the alternative statistical analysis (Supplementary Fig. 6a), indicating that spaceflight-induced fibrinogen gene activation was actually enhanced on the Nrf2-KO background. Elevated expression of the *Kng1*/*Kng2*, *Klkb1* and *F12* genes, which encode molecular kininogens, prekallikrein and coagulation factor XII, respectively, was also noted in the FL mice compared to the GC mice and was especially prominent on the Nrf2-KO background (Fig. 3e). Importantly, the alternative statistical analysis revealed that the changes in *F12* gene expression were specifically intensified by the Nrf2-KO status under spaceflight conditions (Supplementary Fig. 6b). These findings prompted us to hypothesise that the turnover of coagulation factors, especially factors involved in the early phase of the intrinsic coagulation cascade, is markedly increased in FL mice and the increase is magnified in the Nrf2-KO condition. Furthermore, expression of the *Proc* gene encoding protein C was significantly elevated in the livers of FL mice, while expression of the S*erpina5* gene encoding a protein C inhibitor was downregulated in the FL mice compared to the GC mice, and the expression of *ProS* encoding protein S was not changed among the four groups (Fig. 3f).

Intriguingly, expression of the *Plg* (plasminogen) gene was activated by spaceflight, and this activation was enhanced on the Nrf2-KO background. The expression of *Serpinf2* encoding α2-antiplamin also appeared to be increased by the combination of spaceflight and Nrf2-KO (Fig. 3g, Supplementary Fig. 6c). Taken together, these data show that spaceflight induces perturbations in congealing-fibrinogenolytic pathway gene expression, and these perturbations occur *en bloc*, leading to the activation of thrombosis and fibrinolytic susceptibility in FL mice, which appears to be worsened in the absence of Nrf2 activity.

### Spleen shrinkage accompanied by a reduction in cell number in the white pulp

As RBC numbers and Hct values were increased by spaceflight, we next examined spleen mass in FL mice. Unexpectedly, spleen weight was decreased by spaceflight, and the decrease was significant between FL-KO mice and GC-KO mice (Fig. 4a). Consistent with this observation, a decrease in the ratio of spleen weight to total body weight after spaceflight was also observed^37^.

**Fig. 4:**
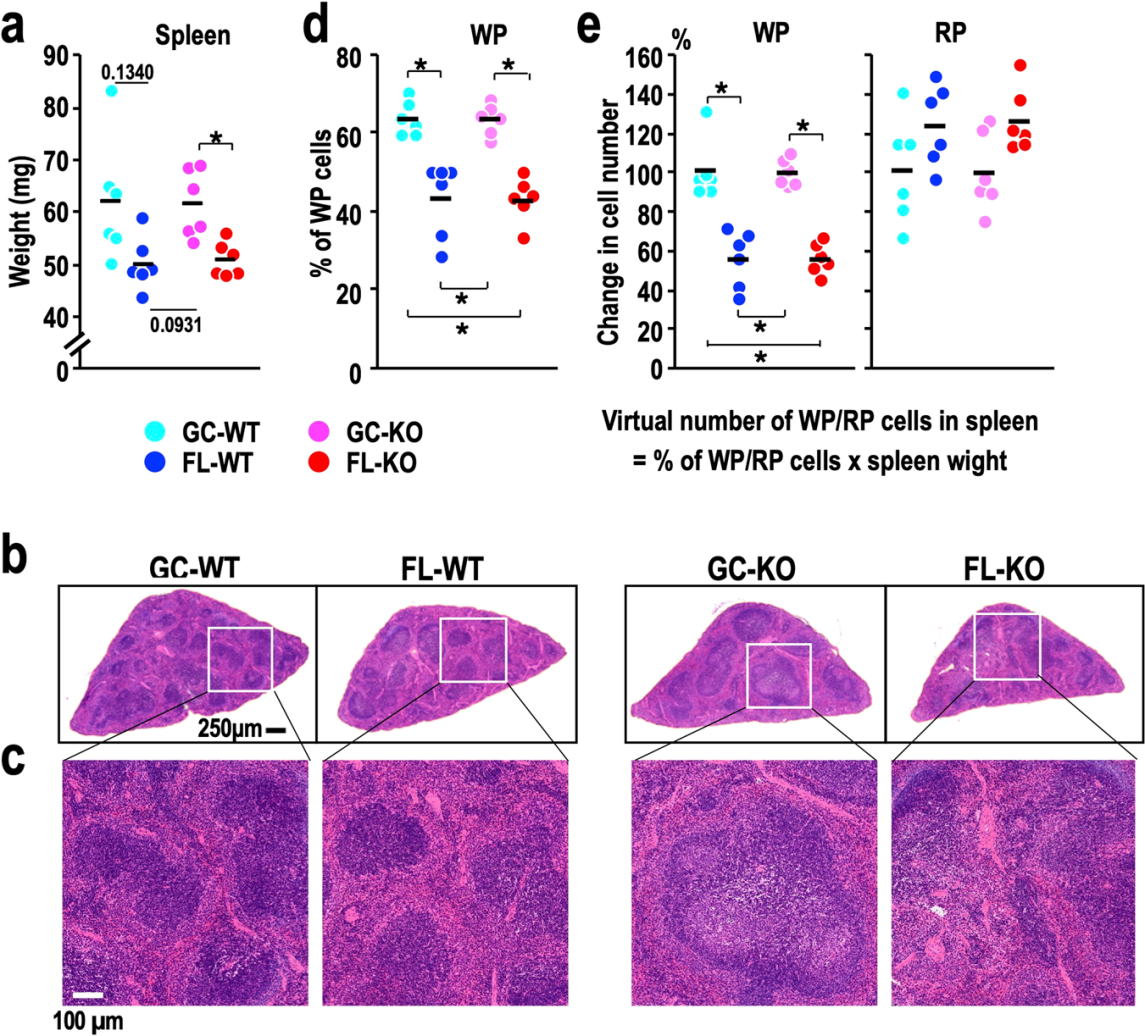
Changes in spleen size parameters. **a** Dot plot of spleen weight. Note that a reduction in spleen size becomes evident in the FL-KO mice. **b** Representative images showing HE staining of paraffin-embedded splenic cross sections from mice with the indicated genotypes. **c** Enlarged views of the selected regions (white boxes) from the images in (**b**). Note that shrinkage of the white pulp (WP) is obvious in FL-WT and FL-KO mice. **d** Frequency of WP cells in cross sections. **e** Calculated numbers of cells residing in WP (left) and red pulp (RP, right) areas in individual spleens. The mean value obtained for GC-WT mice in each group was set to 100%. Dots represent individual animals. Means are shown in the plots. *p < 0.05.

To address the reason for the decrease in spleen weight, we examined splenic cross sections by haematoxylin-eosin (HE) staining. We noticed a marked decline in white pulp (WP) areas compared with red pulp (RP) areas in the spleens of FL mice (Fig. 4b, c). Quantification of the numbers of WP and RP cells in the cross-sections was conducted by using QuPath software^38^. The results demonstrated that the percentage of WP cells was significantly decreased in the spleens of both FL-WT and FL-KO mice compared to those of the respective GC mice (Fig. 4d, Supplementary Fig. 7). We then calculated the numbers of WP and RP cells residing in individual spleens by multiplying the percentages of WP and RP cells obtained from the cross-sections by the spleen weight (Fig. 4e). We set the numbers of WP and RP cells in GC-WT mouse spleens as 100. The results indicate that the number of WP cells in the spleen was significantly decreased in FL mice, while the number of RP cells remained unchanged or increased. Thus, the decline in spleen weight appears to be due to the reduction in WP cells. Since WP cells consist largely of immune cells, including lymphocytes and macrophages, these results support our contention that spaceflight reduces the abundance of splenic immune cells, which leads to enhanced cytoprotection in space.

### Spaceflight has a strong impact on erythroid-gene expression in the spleen

We performed differentially expressed gene (DEG) analysis of splenic genes using integrated differential expression and pathway analysis (iDEP.95)^39^ based on the RNA-seq data obtained in our previous report^18^. We discovered that the expression of 13 genes was lower in FL-WT compared to GC-WT. Interestingly, the number of genes affected by the decrease due to spaceflight rose to 41 in the Nrf2-KO background (Fig. 5a). Most of the genes downregulated by spaceflight in WT mice overlapped with those downregulated in the Nrf2-KO background (12 out of 13; Fig. 5a), suggesting that the downregulation of splenic genes during spaceflight was extended if Nrf2 function was abrogated. Notably, consistent with a previous study^37^, the top three Gene Ontology (GO) terms associated with downregulated DEGs in FL-WT vs. GC-WT and FL-KO vs. GC-KO were all involved in “erythrocyte function” (Fig. 5b).

**Fig. 5:**
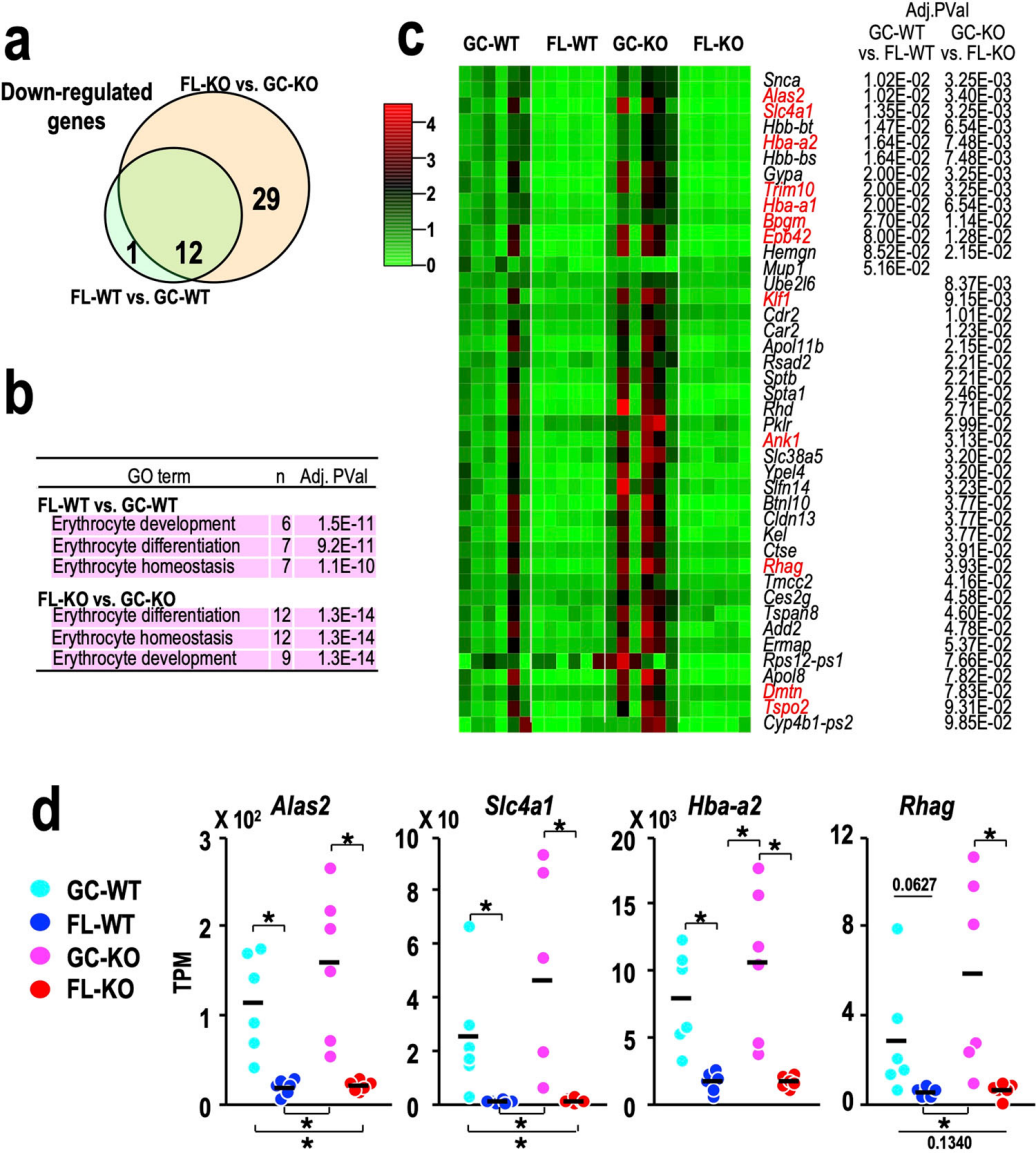
Genes downregulated in the spleen after spaceflight. **a** Venn diagram of downregulated differentially expressed genes (DEGs) in the spleen for the FL-WT vs. GC-WT (green) and FL-KO vs. GC-KO (orange) comparisons. **b** Gene Ontology (GO) analysis of downregulated DEGs for the FL-WT vs. GC-WT (upper rows) and FL-KO vs. GC-KO (lower rows) comparisons. GO terms related to erythropoiesis are marked with a pink background. The number of genes and the adjusted *p* values are shown. **c** Heatmap of the relative expression of downregulated genes in the FL-WT vs. GC-WT or FL-KO vs. GC-KO comparison. The mean value obtained for each gene in GC-WT mice was set to one. Erythroid-related genes are coloured in red. Adjusted *P* values for the FL-WT vs. GC-WT and FL-KO vs. GC-KO comparisons are shown. **d** Dot plot of the expression of representative erythroid-related genes. Dots represent individual animals. Means are shown in the plots. *p < 0.05.

As shown in the heatmap of all 42 downregulated genes, the expression levels of the genes varied across individual GC-WT and GC-KO mice (Fig. 5c). In the heatmap, the mean value of gene expression for six GC-WT mice is set as 1, and erythrocyte genes are shown in red. While the expression of these 42 genes showed an increasing tendency in GC-KO mice compared with GC-WT mice, their expression was substantially decreased in both FL-WT and FL-KO mice. We confirmed that the expression of the *Alas2*, *Slc41a*, *Hba-a2* and *Rhag* genes decreased substantially after spaceflight, regardless of Nrf2 expression (Fig. 5d). These results thus demonstrate that space-related stress has a strong negative impact on the expression of erythroid-related genes in the spleen, which surpasses the contribution of Nrf2 to gene regulation.

### Immunophenotypic analyses of cryopreserved spleen cells by flow cytometry

To examine the changes in haematopoietic cell populations induced by spaceflight, we performed flow cytometry analyses. While fresh samples are preferred for flow cytometry analysis, experimental limitations in the space mouse study did not allow us to perform sampling in the same place for FL and GC mice. Therefore, to address this issue, we decided to utilise cryopreserved samples that were thawed concomitantly (Fig. 6a).

**Fig. 6:**
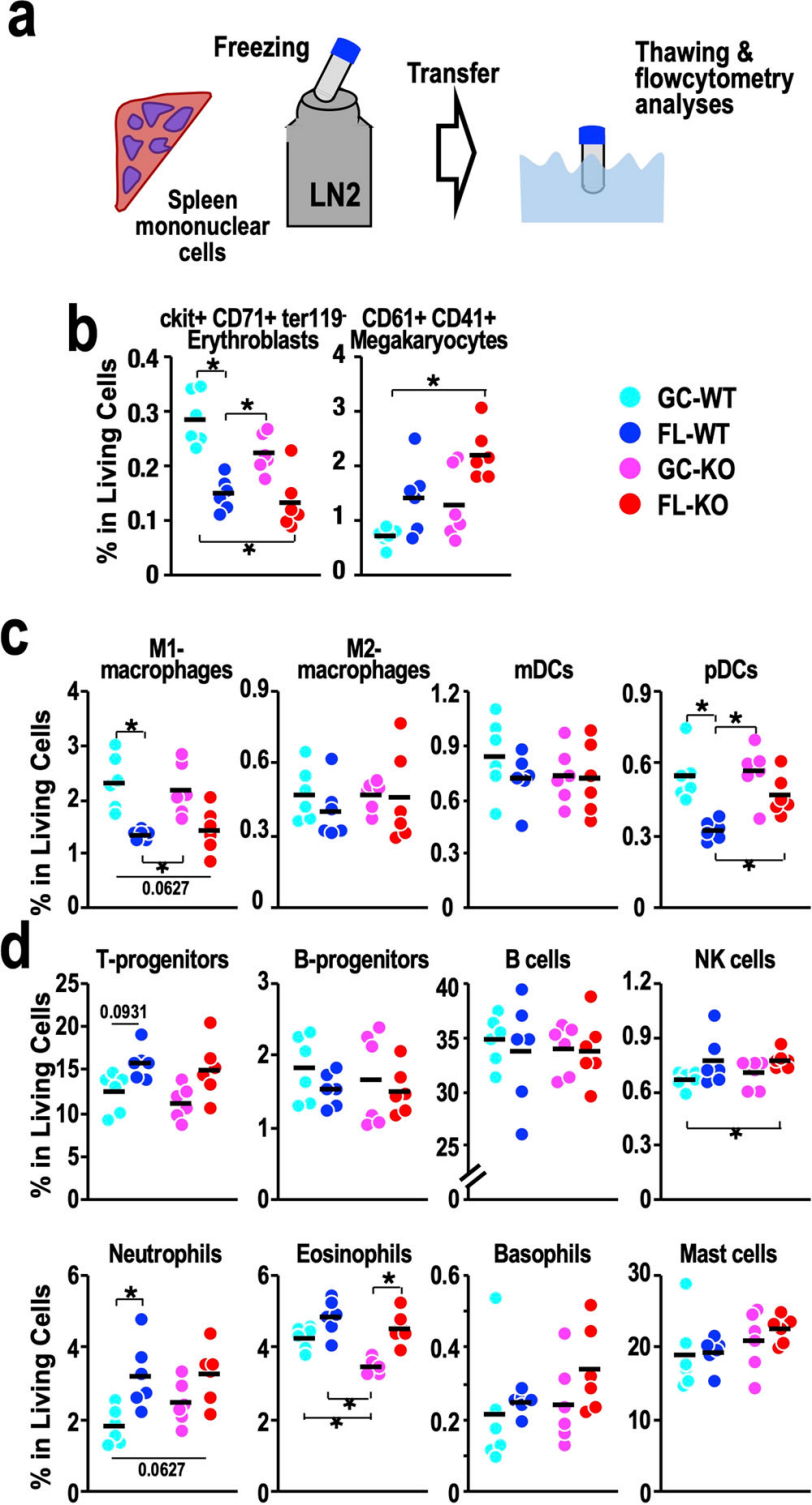
Populations of lineage-committed cells in the spleen. **a** Schematic diagram of flow cytometry analyses of spleen mononuclear cells. LN2, liquid nitrogen. **b** Dot plot of the frequencies of ckit^+^CD71^+^Ter119^-^ erythroblasts and CD61^+^CD41^+^ megakaryocytes in live cells from the spleen. **c** Dot plot of the frequencies of M1 and M2 macrophages, myeloid dendritic cells (mDCs) and plasmacytoid DCs (pDCs) in live cells from the spleen. **d** Dot plot of the frequencies of T-prognitors, B-progenitors, B cells, natural killer (NK) cells, neutrophils, eosinophils, basophils and mast cells in live cells from the spleen. Dots represent individual animals. Means are shown in the plots. *p < 0.05.

We first measured the viability of the total and lineage-negative cells recovered from cryovials of splenic and bone marrow cells. We found that the viabilities of the fresh splenic and bone marrow cells were approximately 60% and 90%, respectively, and the viabilities of the cryopreserved cells varied across samples. The cryopreserved cells exhibited 50–90% viability compared to that of the fresh cells, with little difference between cryopreserved splenic and bone marrow cells (Supplementary Fig. 8a, b).

A surprising observation was that when we analysed the frequency of lineage-committed cells by surface marker expression, cells positive for Ter119, a marker for erythroid cells from the early proerythroblast to mature erythrocyte stages, showed very poor survival. The number of Ter119-positive cells was reduced to approximately 0% in all mice (Supplementary Fig. 8c). Thus, we excluded Ter119-positive cells from the experiment. Nonetheless, we found that cKit^+^CD71^+^Ter119^-^ erythroid progenitors and CD41^+^CD61^+^ megakaryocytes were viable (Supplementary Fig. 8d, e) and could be analysed. The abundance of cKit^+^CD71^+^Ter119^-^ erythroid progenitors was significantly reduced in both FL-WT and FL-KO mice (Fig. 6b). In contrast, the abundance of CD41^+^CD61^+^ megakaryocytes was increased in FL-WT and FL-KO mice, indicating that erythroid-megakaryocytic bifurcation is inclined towards the megakaryocytic linage in the spleens of mice in space.

Regarding immune-related cell populations, we found significant changes in the frequencies of two cell populations in the spleen. One was the M1 macrophage fraction (Fig. 6c), and the other was plasmacytoid dendritic cells (pDCs) (Fig. 6c). Both cell populations showed markedly decreased abundance after spaceflight. In contrast, we did not find substantial differences in the frequencies of M2 macrophages or myeloid DCs (mDCs) (Fig. 6c, middle two panels). Similarly, we did not find significant changes in the frequencies of lymphoid cells, granulocytes or mast cells in the spleen between the GC and FL groups, except for two cell populations (Fig. 6d). One such change was an increase in the abundance of neutrophils in FL-WT mice compared with GC-WT mice, and the other was an increase in eosinophil abundance in FL-KO mice compared with GC-KO mice (Fig. 6d). These results thus demonstrate that spaceflight alters the distribution of haematopoietic cell populations in the spleen within the Ter119-negative cell-gated fraction.

We then examined the frequencies of haematopoietic stem/progenitor cells (HSPCs) in the spleen, including lineage-negative/Sca1-positive/cKit-positive cells (LSKs), lineage-negative/Sca1-negative/cKit-positive cells (LKs), common myeloid progenitors (CMPs), granulocyte-macrophage progenitors (GMPs), megakaryocyte/erythrocyte progenitors (MEPs), long-term haematopoietic stem cells (LT-HSCs), short-term HSCs (ST-HSCs), multipotent progenitors subset 2 (MPP2s), multipotent progenitors subset 3 (MPP3s), and lymphoid-primed multipotent progenitors (LMPPs). These progenitor populations did not change substantially during spaceflight, except for LMPPs, whose abundance was moderately decreased in FL-WT mice compared with GC-WT mice (Supplementary Fig. 9a).

### Analyses of cryopreserved bone marrow cells by flow cytometry

We next performed similar flow cytometry analyses for frozen bone marrow samples (Fig. 7a). As shown in the previous section, the viability of the bone marrow cells exceeded that of the spleen cells (Supplementary Fig. 8a). As observed for the spleen samples, the frequencies of HSPCs in the bone marrow did not change substantially among the four mouse groups (Supplementary Fig. 9b), indicating that spaceflight does not influence the distribution of HSPCs.

**Fig. 7:**
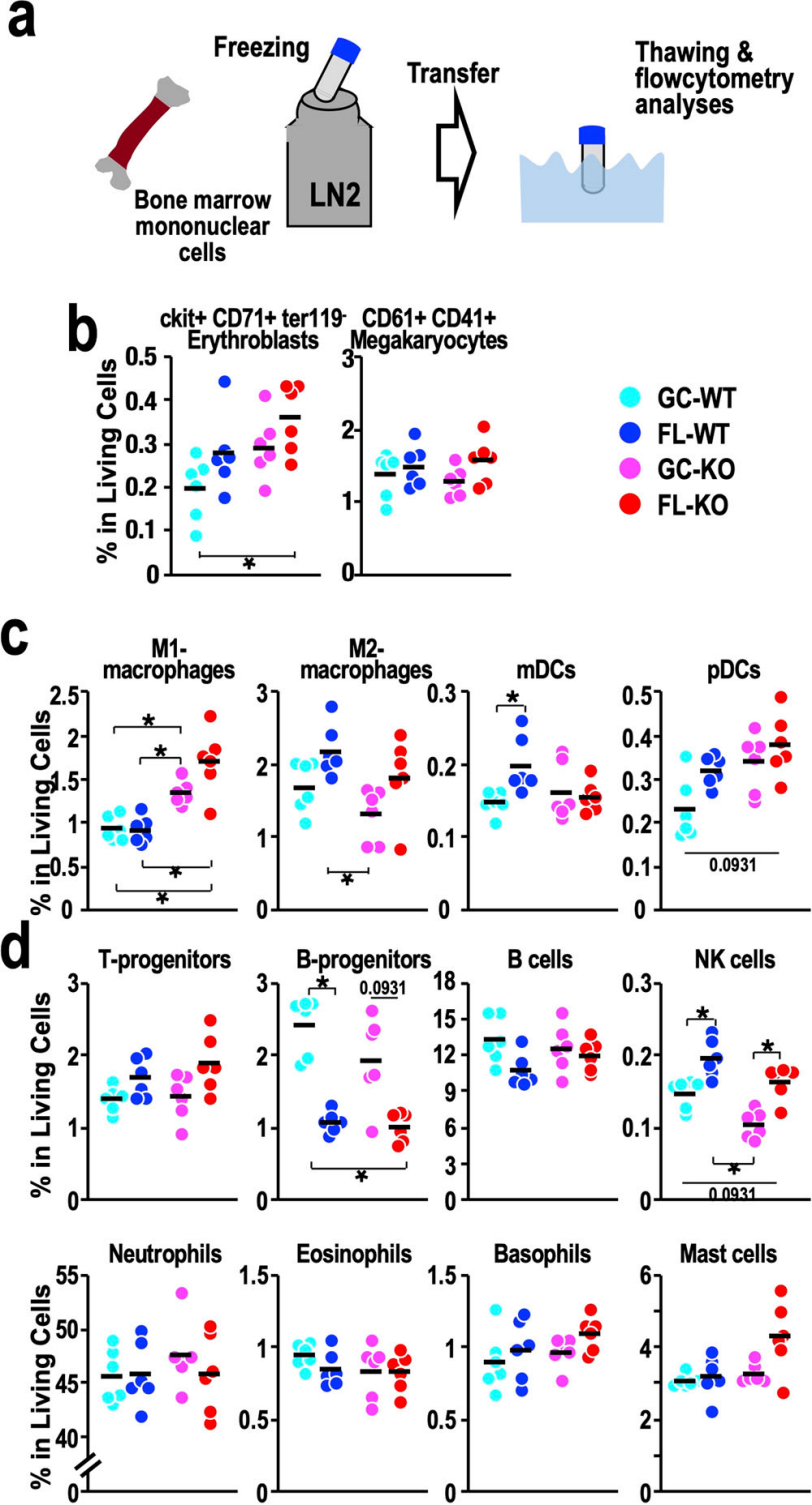
Populations of lineage-committed cells in the bone marrow. **a** Schematic diagram of flow cytometry analyses of bone marrow mononuclear cells. **b** Dot plot of the frequencies of ckit^+^CD71^+^Ter119^-^ erythroblasts and CD61^+^CD41^+^ megakaryocytes in live cells from the bone marrow. **c** Dot plot of the frequencies of M1- and M2 macrophages, mDCs and pDCs in live cells from the bone marrow. **d** Dot plot of the frequencies of T-progenitors, B-progenitors, B cells, NK cells, neutrophils, eosinophils, basophils and mast cells in live cells from the bone marrow. Dots represent individual animals. Means are shown in the plots. *p < 0.05.

We then analysed lineage-committed cells in the bone marrow and compared the results with those obtained for the spleen. Strikingly, we found that the frequencies of cKit^+^CD71^+^Ter119^-^ erythroid progenitors in the bone marrow were increased in FL-WT and FL-KO mice, while those of CD41^+^CD61^+^ megakaryocytes did not change substantially (Fig. 7b). These changes were completely different from those observed in the spleen (Fig. 6b).

Similarly, the distributions of immune-related cells were changed in the bone marrow after spaceflight, but the directions of the changes were quite different from those observed in the spleen. The frequencies of M1 macrophages did not change much after spaceflight. In contrast, Nrf2 deficiency strongly increased the frequency of M1 macrophages (Fig. 7c). The frequencies of mDCs were increased in FL-WT mice compared with GC-WT mice, while the frequencies of pDCs in FL-WT mice did not change much compared with those in GC-WT mice (Fig. 7c).

We also found a significant reduction in B-progenitor abundance and an increase in NK cell abundance in FL-WT and FL-KO mice compared with GC-WT and GC-KO mice, respectively, while the frequencies of T-progenitors, mature B cells, granulocytes and mast cells did not change much (Fig. 7d). Since the interaction between NK cells and B lymphocytes plays an important role in the immune system^40^, these changes may contribute, at least in part, to the impairment of the immune system during spaceflight. These results thus demonstrate that spaceflight indeed disrupts haematopoietic homoeostasis by affecting the distributions of cell populations, especially lineage-committed cell populations. This disruption is a complex phenomenon influenced by various regulatory cues, including the Nrf2 regulatory cascade.

### Nrf2 deficiency incites spaceflight-induced erythroid-gene suppression in the bone marrow

To address the molecular basis of these spaceflight-induced gene expression changes, we then performed RNA-seq analysis of bone marrow samples. 

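The RNA-seq data of the bone marrow cover 24 mice, 6 in each of the GC-WT, FL-WT, GC-KO and FL-KO groups, with a library per mouse. The flight mice had stayed in space for 31 days, and their cells were collected 2 days after landing. The paper states that flight and ground mice could not be sampled at a common site. Site and handling therefore go with flight in every comparison of flight with ground. The authors isolated RNA from cryopreserved bone marrow cells, prepared libraries from 200 ng of RNA with the MGIEasy RNA Directional Library Prep Set and sequenced them on the DNBSEQ-G400. They mapped the reads to mm10 with STAR 2.6.1 and obtained TPM with RSEM 1.3.1. The deposited table gives TPM for 54752 genes, and each library sums to between 999999.5 and 1000001.1, so no further scaling between libraries had been applied. It holds no read counts. The depth of each library is therefore unknown, and no interval for counting error can be given. Of these genes, 12373 had a TPM above 1 in at least 1 library and were tested. Differences were tested with limma on log2(TPM + 1), with a mean per group in a fit of all 24 libraries. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 2 on this scale, the thresholds of the paper's methods. Adding 1 to TPM makes the fold changes of genes at a few TPM smaller than their ratios of TPM. Nfe2l2, the gene of Nrf2 (ENSMUSG00000015839.6, chromosome 2 of GRCm38, 75675513 to 75704641), was at 21.3 ± 3.19 TPM (SD, n = 6) in GC-WT mice and at 4.97 ± 1.25 TPM (SD, n = 6) in GC-KO mice. In flight, it was at 18.6 ± 5.93 TPM (SD, n = 6) in FL-WT mice and at 3.06 ± 0.794 TPM (SD, n = 6) in FL-KO mice. All 6 Nrf2-KO mice were below all 6 WT mice on the ground and in flight (exact two-sided permutation test of the rank sum, p = 0.00216 for each, the smallest p that 6 mice against 6 allow). A few genes held most of the TPM. The 100 most abundant genes held 83.9% ± 1.84 (SD, n = 6) of TPM in GC-KO mice and 87.1% ± 1.28 (SD, n = 6) in FL-KO mice (exact permutation test, p = 0.00216, adjusted over 44 tests 0.0238). The same share was 82.2% ± 1.71 (SD, n = 6) in GC-WT mice and 83.9% ± 3.24 (SD, n = 6) in FL-WT mice (exact permutation test, p = 0.394). The small RNAs Rn7s1, Rn7s2, Rn7sk, Rpph1 and Rmrp alone held 35.4% to 59.6% of TPM across the libraries. Most genes were lower in flight and in Nrf2-KO mice. The median log2 fold change of all tested genes was -0.24 in FL-WT vs. GC-WT, -0.29 in FL-KO vs. GC-KO, -0.22 in GC-KO vs. GC-WT and -0.25 in FL-KO vs. FL-WT. With median-of-ratios scaling of TPM between libraries, these medians lay between -0.0012 and 0.0254. Fold changes of gene lists are therefore given relative to the median of all genes in the same comparison, and those of single genes as measured at TPM as deposited. Fold changes also followed the GC content of the gene, with a Spearman's rho across 10419 genes of -0.45 in GC-KO vs. GC-WT and -0.54 in FL-KO vs. FL-WT. They followed transcript length as well, with a rho of -0.39 in FL-WT vs. GC-WT. These are correlations across genes, which are not independent replicates.

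**Figure D1:**
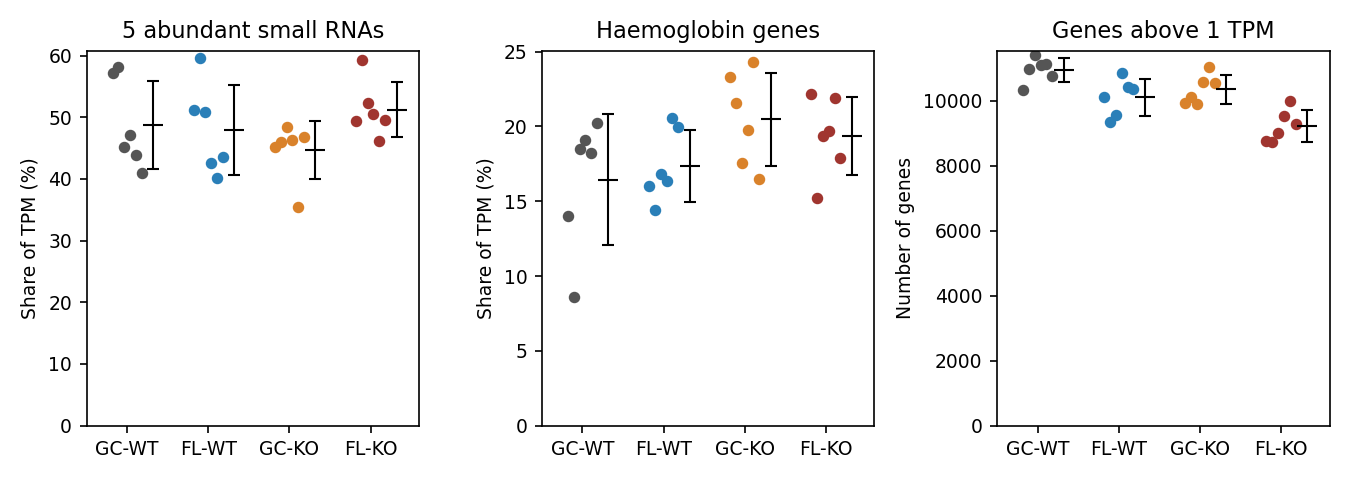
Percent of TPM in 5 abundant small RNAs, percent of TPM in haemoglobin genes, and the number of genes above 1 TPM in each of the 24 libraries by group. Points are mice and bars are the mean with SD (n = 6); FL-KO libraries held between 8748 and 9996 genes above 1 TPM, and GC-WT libraries between 10325 and 11413.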

To the best of our knowledge, this is the first study to examine gene expression in the bone marrow of animals after spaceflight. We also examined the influence of genetic Nrf2 depletion on gene expression in the bone marrow of mice after spaceflight.

We applied the top 2,000 genes that were differentially expressed among the four groups to the k-means algorithm of the iDEP.95 application and divided them into three groups (Fig. 8a). 

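The genes for clustering were the 2000 with the highest SD of log2(TPM + 1) over the 24 libraries. Each gene was standardized to a mean of 0 and an SD of 1, and k-means was run with 3 clusters and 50 starts. No test is given for the clusters, since the genes were chosen for their spread. The clusters held 1460, 284 and 256 genes. The size of the largest cluster moved most when the 2000 genes were chosen by the limma F statistic over the 4 groups, which left 837 genes in it. The patterns also changed with the scaling between libraries. With median-of-ratios scaling, a cluster of 550 genes rose from a mean of -0.95 SD units in GC-WT mice to 0.87 in FL-KO mice, a pattern that none of the clusters showed at TPM as deposited. With quantile normalization, a cluster of 632 genes likewise rose from -0.70 to 0.70.

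**Figure D2:**
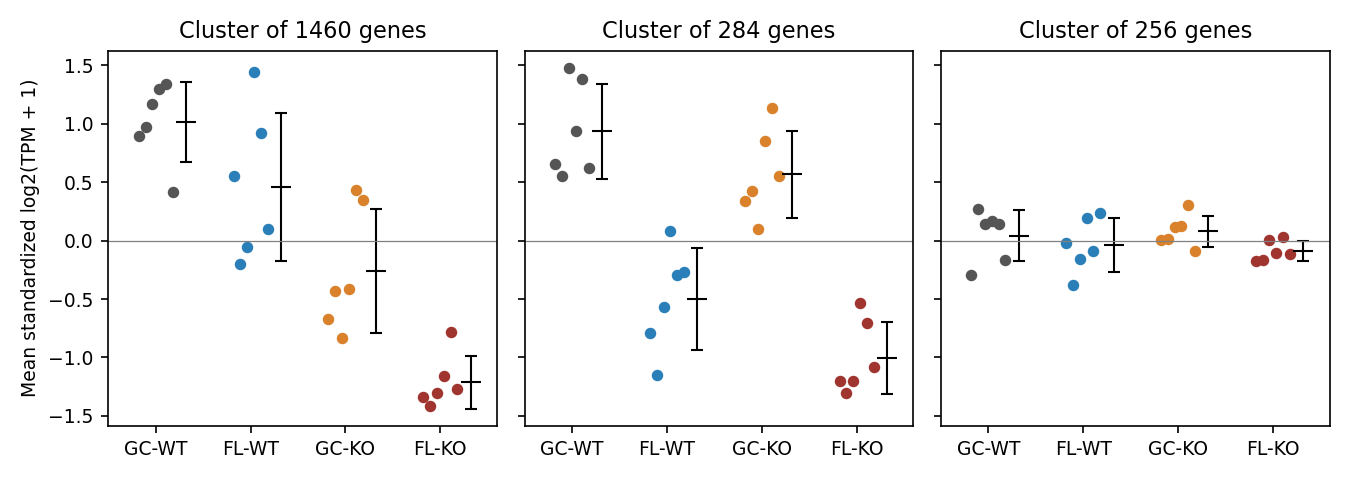
Mean standardized log2(TPM + 1) of the genes of each k-means cluster in each mouse, by group, at TPM as deposited. Points are mice and bars are the mean with SD (n = 6); the cluster of 1460 genes has means of 1.01 in GC-WT and -1.21 in FL-KO mice, the cluster of 284 genes has means of -0.50 and -1.0 in WT and Nrf2-KO flight mice, and with median-of-ratios scaling a cluster that rises in FL-KO mice appears instead.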

Cluster I included genes whose expression levels were almost equivalent in GC-WT and GC-KO mice as well as in FL-WT and FL-KO mice (*n* = 339). 

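The cluster with this profile held 284 genes, with a mean standardized expression of 0.94 in GC-WT mice, 0.57 in GC-KO mice, -0.50 in FL-WT mice and -1.0 in FL-KO mice. The values of single mice ranged from 0.55 to 1.48 in the GC-WT group and from 0.10 to 1.13 in the GC-KO group, so the genotypes overlapped on the ground. In flight, WT mice ranged from -1.15 to 0.08 and Nrf2-KO mice from -1.30 to -0.53, which also overlapped. Every flight mouse was below every ground mouse of both genotypes. The cluster held 96 of the genes downregulated in FL-WT vs. GC-WT, and 4 of those downregulated in GC-KO vs. GC-WT. Its genes had a median GC content of 52.2% and a median transcript length of 3362.5 nt.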

Cluster II included genes that were moderately downregulated in FL-WT mice and markedly downregulated in GC-KO mice compared with GC-WT mice, but this cluster of genes was even more downregulated in FL-KO mice than in GC-KO mice (*n* = 1465). 

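The largest cluster, of 1460 genes, had mean standardized values of 1.01 in GC-WT, 0.46 in FL-WT, -0.26 in GC-KO and -1.21 in FL-KO mice. FL-WT mice spread from -0.20 to 1.44 and overlapped the GC-WT mice, which spread from 0.42 to 1.34. GC-KO mice spread from -0.83 to 0.43, and all 6 FL-KO mice lay at -0.79 or below. Of the 1034 genes downregulated in FL-KO vs. FL-WT, 1003 were in this cluster, as were 364 of the 376 downregulated in GC-KO vs. GC-WT. It held 12 of the genes downregulated in FL-WT vs. GC-WT. The median GC content of its genes was 54.7%, and their median transcript length was 3860.0 nt.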

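A cluster of 256 genes had group means of 0.04 in GC-WT, -0.04 in FL-WT, 0.08 in GC-KO and -0.09 in FL-KO mice. The spread between the mice of a group, from -0.38 to 0.30 SD units over all 24, was larger than any difference between these means. The median transcript length in this cluster was 351 nt. It held 7 of the genes downregulated in FL-WT vs. GC-WT, 7 of those downregulated in GC-KO vs. GC-WT and 12 of those downregulated in FL-KO vs. FL-WT.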

Cluster III included genes without such specific characteristics (*n* = 196).

**Fig. 8:**
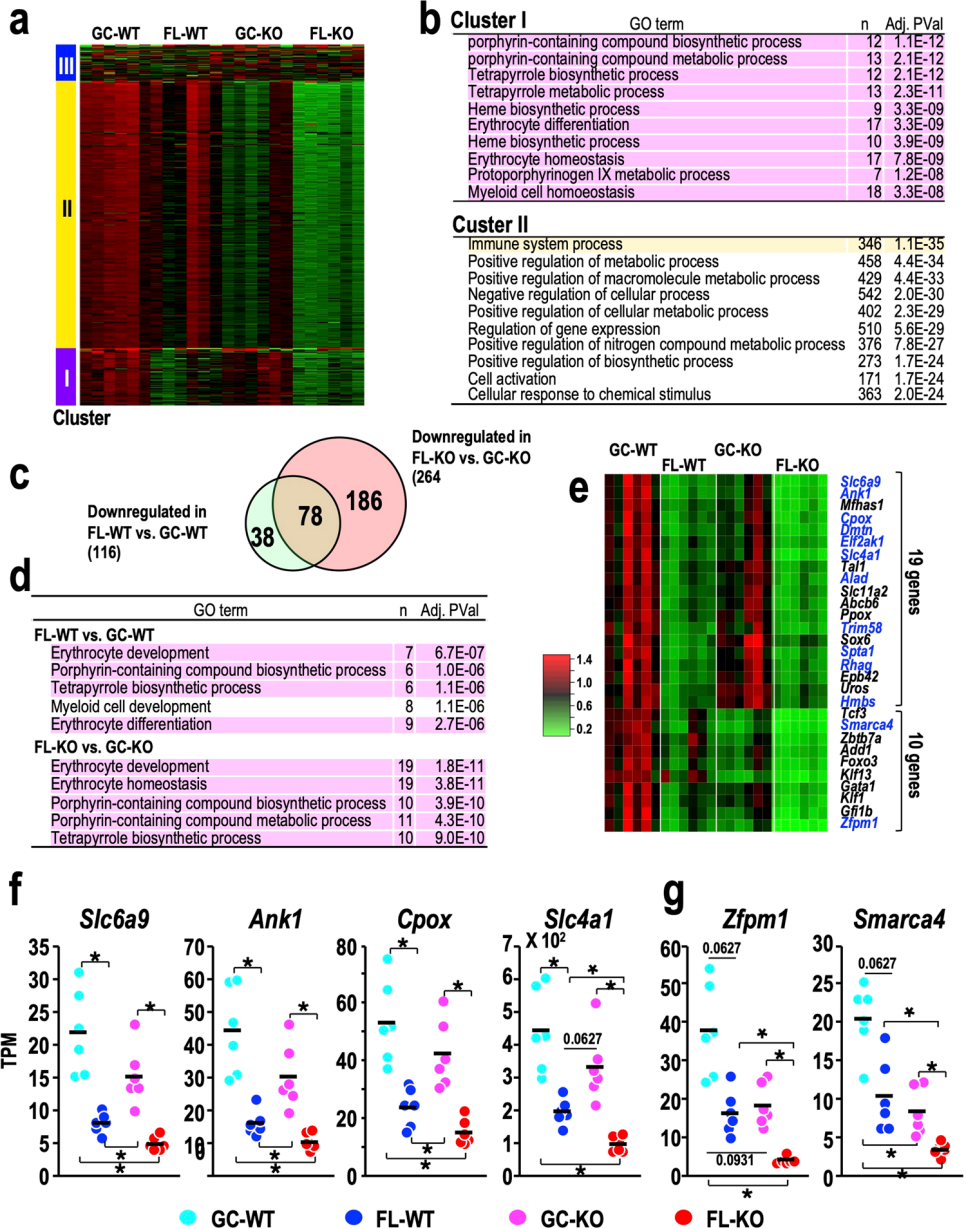
RNA-seq analysis of bone marrow samples focusing on the comparison between GC and FL mice. **a** Cluster analysis of DEGs based on the k-means method. **b** Cluster-specific GO enrichment analysis. GO terms related to erythropoiesis (marked with a pink background) and the immune system (marked with an orange background) are enriched in Clusters I and II, respectively. The number of genes and the adjusted *p* values are shown. **c** Venn diagram of downregulated DEGs in the bone marrow for the FL-WT vs. GC-WT (green) and FL-KO vs. GC-KO (orange) comparisons. **d** GO analysis of downregulated DEGs for the FL-WT vs. GC-WT (upper rows) and FL-KO vs. GC-KO (lower rows) comparisons. GO terms related to erythropoiesis are marked with a pink background. The number of genes and the adjusted *p* values are shown. **e** Heatmap of the relative expression of erythroid-related genes downregulated in comparisons of FL-WT vs. GC-WT (left two columns) and FL-KO vs. GC-KO (right two columns). The mean value obtained for each gene in GC-WT mice was set to one.　Downregulated DEGs in both the FL-WT vs. GC-WT and FL-KO vs. GC-KO comparisons are coloured blue. **f**, **g** Dot plot of the expression of representative erythroid-related genes. Dots represent individual animals. Means are shown in the plots. *p < 0.05.

We then performed pathway analyses based on the data. An intriguing observation was that GO terms related to erythropoiesis were enriched *en bloc* in Cluster I (Fig. 8b), while a GO term corresponding to immune system process was most strongly enriched in Cluster II (Fig. 8b). 

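GO terms were not tested, since no GO annotation was at hand. In their place, 16 gene lists were compared with the clusters, 11 of them marker genes of bone marrow cell types and 5 taken from the paper's figures. Each list was tested in each cluster against the 2000 clustered genes with one-sided Fisher's exact tests, adjusted over 48 tests. Of the 8 genes of heme biosynthesis, 6 were clustered, and all 6 lay in the cluster of 284 genes (adjusted p = 0.000125 from Fisher's exact test). All 5 clustered genes of the 14 erythroid marker genes lay there as well (adjusted p = 0.000672). So did all 8 clustered genes of the 10 megakaryocyte marker genes (adjusted p = 3.65e-06). All 19 genes that Fig. 8e shows as slightly reduced by Nrf2-KO lay in it too (adjusted p = 2.21e-15), but the study chose them on these libraries, so their place is not independent evidence. The cluster of 1460 genes holds most of the 2000, so the test cannot detect an enrichment of short lists in it. All 4 clustered secondary granule genes, all 3 promyelocyte genes, both mature neutrophil genes and both monocyte and macrophage genes lay there, with unadjusted p-values of 0.284, 0.389, 0.533 and 0.533, the smallest that so few genes allow. Of the plasma cell genes, 3 of 4 lay there (unadjusted p = 0.704). The B progenitor genes were spread, with 6 of 10 in this cluster (unadjusted p = 0.897) and 4 in that of 284 genes (unadjusted p = 0.0414, adjusted p = 0.331). The 3 Stfa genes lay in the cluster of 256 genes (adjusted p = 0.02).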

No GO term was identified for Cluster III.

In parallel, we also conducted DEG analyses. We found 116 and 264 genes that were downregulated in the FL-WT vs. GC-WT and FL-KO vs. GC-KO comparisons, respectively (Fig. 8c). 

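At an unadjusted p under 0.05, 5155 genes were lower and 136 higher in FL-WT vs. GC-WT, and 6456 were lower and 36 higher in FL-KO vs. GC-KO. In FL-WT vs. GC-WT, 531 genes (4.29% of those tested) had all 6 mice of a group above all 6 of the other, where chance gives 0.216%. There were 2286 such genes (18.5%) in FL-KO vs. GC-KO. Of the DEGs in either direction, 91 and 228 were separated in this way. The largest decreases among separated genes with a mean of at least 5 TPM in FL-WT vs. GC-WT were those of 5430401H09Rik, Sptb, Ank1, Btnl10 and Hemgn. Sptb (ENSMUSG00000021061.15, chromosome 12 of GRCm38, 76580488 to 76710547) fell from 50.5 ± 16.5 TPM (SD, n = 6) in GC-WT mice to 17.5 ± 4.70 TPM (SD, n = 6) in FL-WT mice, a log2 fold change of -1.45 (SE 0.22, adjusted p = 6.43e-05 from limma). Hemgn (ENSMUSG00000028332.13, chromosome 4, 46393989 to 46413506) fell from 82.8 ± 24.8 to 32.0 ± 9.05 TPM (SD, n = 6 each), a log2 fold change of -1.34 (SE 0.20, adjusted p = 6.21e-05 from limma). The largest decreases in FL-KO vs. GC-KO were those of Zfpm1, the small nuclear RNA Gm26316, Ube2o, Slc4a1 and Slc7a5. Ube2o (ENSMUSG00000020802.8, chromosome 11, 116537740 to 116581447) fell from 29.3 ± 11.8 TPM in GC-KO mice to 7.49 ± 2.59 TPM in FL-KO mice (SD, n = 6 each), a log2 fold change of -1.79 (SE 0.26, adjusted p = 3.06e-05 from limma). These counts depend on the processing. The setting that moved them most was to require no minimum fold change, with 4821 and 6565 downregulated genes. Median-of-ratios scaling left 15 and 22, all of them among the DEGs at TPM as deposited. A pseudocount of 0.1 in place of 1 gave 494 and 925. The larger count in Nrf2-KO mice held under 9 of the 10 other settings planned for both comparisons and in each of the 24 fits that left out a library. It did not hold with quantile normalization, which gave 32 in FL-WT vs. GC-WT and 25 in FL-KO vs. GC-KO. Nor did it hold under either setting chosen after seeing the data, with 230 and 189 without the 5 small RNAs and 25 and 17 with the GC content and length trends removed. Single libraries also moved them. The count for FL-WT vs. GC-WT was 77 without FL-WT mouse 05 and 193 without FL-WT mouse 07. The count for FL-KO vs. GC-KO was 172 without GC-KO mouse 11.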

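The comparisons of flight with ground in WT and in Nrf2-KO mice share no mice. By chance, the downregulated DEGs of one would share 2.48 genes with those of the other (one-sided hypergeometric, that is Fisher's exact, p = 5.98e-106 for the number observed, with genes taken as independent, which they are not). In 100 simulations of unchanged groups, as many genes with the lowest t statistic were taken from each comparison. They shared a median of 7 genes (5th to 95th percentile 1 to 24.05). Of the 116 downregulated DEGs of FL-WT vs. GC-WT, 114 were lower in FL-KO vs. GC-KO too. Their median log2 fold change there was -0.84 relative to all genes. The fold changes of both comparisons had a Spearman's rho of 0.72 across 10421 genes, which are not independent replicates. The number of shared genes was 2 with median-of-ratios scaling and 7 with quantile normalization. It ranged from 55 to 113 with each library left out in turn.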

As 78 genes were downregulated in both comparisons, 38 and 186 genes were specifically downregulated in the FL-WT vs. GC-WT and FL-KO vs. GC-KO comparisons, respectively. 

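The genes of heme biosynthesis were tested as a list fixed before the data were examined. Their median log2 fold change relative to all genes was -0.73 in FL-WT vs. GC-WT (adjusted p = 9.6e-06) and -0.74 in FL-KO vs. GC-KO (adjusted p = 2.7e-07). These p-values come from limma's camera test against all other tested genes with a preset inter-gene correlation of 0.01, adjusted over the tests of 16 lists in 4 comparisons and the interaction. Of its 80 tests, 37 passed 0.05. Of these, 21 also passed in limma's self-contained fry test, and 2 passed with the correlation estimated from the data, those of the 3 Stfa genes in both comparisons of flight with ground. Of the 8 heme biosynthesis genes, 3 and 5 were DEGs in the respective comparisons, and 3 and 5 when adjusted over the list alone. The list of 14 erythroid marker genes, among them the haemoglobin genes, had a median of -0.27 relative to all genes in FL-WT vs. GC-WT (adjusted p = 0.173 from camera, 0.018 from fry) and of -0.40 in FL-KO vs. GC-KO (adjusted p = 0.0334 from camera). In each comparison, 4 of the 14 were DEGs, and 4 when adjusted over the list alone. Haemoglobin genes held 16.4% ± 4.38 (SD, n = 6) of TPM in GC-WT mice and 17.4% ± 2.41 (SD, n = 6) in FL-WT mice (exact permutation test, p = 0.937). They held 20.5% ± 3.11 (SD, n = 6) in GC-KO mice and 19.4% ± 2.60 (SD, n = 6) in FL-KO mice (exact permutation test, p = 0.589).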

GO analysis of the downregulated genes in FL-WT and FL-KO mice revealed that several subcategories related to erythropoiesis, including “erythrocyte development”, “porphyrin-containing compound biosynthetic process” and “tetrapyrrole biosynthetic process”, were associated with decreased expression in the FL groups, irrespective of whether the mice had the WT or Nrf2-KO background (Fig. 8d).

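The erythroid-related genes of Fig. 8e were all lower after spaceflight in both genotypes. Their log2 fold changes ranged from -1.39 for Ank1 to -0.43 for Klf13 in FL-WT vs. GC-WT, and from -1.94 for Zfpm1 to -0.97 for Sox6 in FL-KO vs. GC-KO. The median of the genes was -0.74 relative to all genes in FL-WT vs. GC-WT and -0.90 in FL-KO vs. GC-KO. Of them, 14 were DEGs in the former comparison and 28 in the latter. The study picked these genes among its DEGs on these libraries, so a set test of their decrease is not independent evidence. With median-of-ratios scaling, 1 and 6 of the genes were DEGs, and their medians were -0.65 and -0.76 relative to all genes. Removing the GC content and length trend of each library, a setting chosen after seeing the data, left 0 and 4 DEGs, with medians of -0.74 and -0.75 relative to all genes.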

Among the DEGs downregulated by spaceflight, we found 29 genes that were categorised as erythropoiesis-related genes according to GO terms. When we conducted heatmap visualisation of the 29 genes, we found that Nrf2-KO reduced slightly the expression of 19 genes out of the 29 genes (Fig. 8e). For instance, spaceflight substantially decreased the expression of the *Slc6a9*, *Ank1*, *Cpox* and *Slc4a1* genes (Fig. 8f). In contrast, the absence of Nrf2 severely reduced the expression of the remaining 10 genes, and spaceflight further suppressed the expression of these genes (Fig. 8e). For instance, the absence of Nrf2 strongly decreased the expression of the *Zfpm1* and *Smarca4* genes, and spaceflight exacerbated these decreases (Fig. 8g).

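Of the 19 genes, 16 were lower in GC-KO than in GC-WT mice, with a median log2 fold change of -0.22, the same as that of all genes. Relative to all genes, their median was 0.0014 (adjusted p = 0.727 from camera). In FL-KO vs. FL-WT, 17 of the 19 were lower, with a median log2 fold change of -0.37, which is -0.12 relative to all genes (adjusted p = 0.986 from camera). The DEGs among them were 0 on the ground and 1 in flight, Slc4a1, with the same numbers when adjusted over the list alone. At an unadjusted p under 0.05, there were 6 genes on the ground and 11 in flight. The ground value relative to all genes ranged from -0.057 without GC-WT mouse 05 to 0.045 without GC-KO mouse 12. Scaling between libraries removes the shift of all genes, so the values relative to all genes are the ones to compare. They were 0.064 in GC-KO vs. GC-WT and -0.075 in FL-KO vs. FL-WT with median-of-ratios scaling, and 0.044 and -0.019 with quantile normalization. With no filter they were -0.21 and -0.36, and with the GC content and length trends removed, a setting chosen after seeing the data, 0.22 and 0.23.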

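Slc6a9 (ENSMUSG00000028542.17, chromosome 4 of GRCm38, 117834506 to 117875198) was at 21.6 ± 6.44 TPM in GC-WT and 7.91 ± 1.5 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -1.31 (SE 0.18, adjusted p = 4.46e-05 from limma). In Nrf2-KO mice, it was at 15.1 ± 4.47 TPM on the ground and 4.76 ± 1.03 TPM in flight (SD, n = 6 each), a log2 fold change of -1.45 (SE 0.18, adjusted p = 1.45e-05 from limma). Ank1 (ENSMUSG00000031543.18, chromosome 8, 22974844 to 23150497) was at 43.8 ± 13.4 TPM in GC-WT and 15.8 ± 3.96 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -1.39 (SE 0.20, adjusted p = 5.98e-05 from limma). In Nrf2-KO mice, it was at 29.8 ± 9.75 TPM on the ground and 10.3 ± 2.55 TPM in flight (SD, n = 6 each), a log2 fold change of -1.42 (SE 0.20, adjusted p = 2.68e-05 from limma). Cpox (ENSMUSG00000022742.6, chromosome 16, 58670292 to 58717636) was at 52.9 ± 14.3 TPM in GC-WT and 23.5 ± 6.61 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -1.14 (SE 0.20, adjusted p = 0.000346 from limma). In Nrf2-KO mice, it was at 42.2 ± 11.7 TPM on the ground and 14.8 ± 4.33 TPM in flight (SD, n = 6 each), a log2 fold change of -1.45 (SE 0.20, adjusted p = 2.4e-05 from limma). Slc4a1 (ENSMUSG00000006574.15, chromosome 11, 102348824 to 102366203) was at 438 ± 125 TPM in GC-WT and 194 ± 38.3 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -1.15 (SE 0.20, adjusted p = 0.000274 from limma). In Nrf2-KO mice, it was at 328 ± 106 TPM on the ground and 93.1 ± 22.5 TPM in flight (SD, n = 6 each), a log2 fold change of -1.78 (SE 0.20, adjusted p = 8.3e-06 from limma). For each of the 4 genes, all 6 flight mice were below all 6 ground mice in both genotypes (exact two-sided permutation tests, p = 0.00216 each). The fall in WT mice fell short of a fold change of 2 with median-of-ratios scaling, with log2 fold changes of -0.95 for Slc6a9, -0.77 for Cpox and -0.76 for Slc4a1. Ank1 remained a DEG there. With the GC content and length trends removed, a setting chosen after seeing the data, the log2 fold changes in WT mice were -0.98, -0.91, -0.86 and -0.77 for Slc6a9, Ank1, Cpox and Slc4a1. Their falls in Nrf2-KO mice under that setting were past the thresholds for Cpox and Slc4a1, while Slc6a9 was at -0.88 and Ank1 at -0.77. The interaction of flight and genotype for Slc4a1 was -0.63 (unadjusted p = 0.0328, adjusted p = 1 from limma).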

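The remaining 10 genes of Fig. 8e, Tcf3, Smarca4, Zbtb7a, Add1, Foxo3, Klf13, Gata1, Klf1, Gfi1b and Zfpm1, were all lower in GC-KO than in GC-WT mice. Their median log2 fold change was -0.56 relative to all genes (adjusted p = 0.00181 from camera). It was -0.91 in FL-KO vs. FL-WT (adjusted p = 2.4e-05). After spaceflight, it was -0.64 in WT mice (adjusted p = 6.91e-05) and -0.89 in Nrf2-KO mice (adjusted p = 4.11e-10). The DEGs among the 10 genes numbered 3 in GC-KO vs. GC-WT, 8 in FL-KO vs. FL-WT, 2 in FL-WT vs. GC-WT and 10 in FL-KO vs. GC-KO, and the numbers were the same when adjusted over the list alone. The study chose this list on these libraries, so these tests are not independent evidence. With the GC content and length trends removed, a setting chosen after seeing the data, the median relative to all genes was -0.22 in GC-KO vs. GC-WT and -0.41 in FL-KO vs. FL-WT, and 0 and 1 of the genes were DEGs. With median-of-ratios scaling, these medians were -0.48 and -0.83, and 0 and 3 of the genes were DEGs.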

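Zfpm1 (ENSMUSG00000049577.15, chromosome 8 of GRCm38, 122282141 to 122337251) was at 37.5 ± 12.1 TPM in GC-WT, 16.0 ± 5.68 in FL-WT, 18.2 ± 5.59 in GC-KO and 3.91 ± 0.994 in FL-KO mice (SD, n = 6 each). Its log2 fold change was -0.99 in GC-KO vs. GC-WT (SE 0.21, adjusted p = 0.001 from limma), just short of a fold change of 2, with 4 of 6 GC-KO mice below every GC-WT mouse (exact permutation test, p = 0.0152). In FL-KO vs. FL-WT it was -1.75 (adjusted p = 1.19e-06), with all 6 FL-KO mice below every FL-WT mouse. Flight lowered it by -1.18 log2 units in WT mice and by -1.94 in Nrf2-KO mice. The difference between these falls was -0.76 (unadjusted p = 0.0194, adjusted p = 1 from limma). FL-KO mouse 11 stood apart in this gene, at 5.88 TPM against 3.15 to 3.75 in the other FL-KO mice. Smarca4 (ENSMUSG00000032187.16, chromosome 9, 21616169 to 21704230) was at 20.4 ± 4.42 TPM in GC-WT, 10.2 ± 4.74 in FL-WT, 8.27 ± 3.02 in GC-KO and 3.42 ± 0.791 in FL-KO mice (SD, n = 6 each). Its log2 fold change was -1.24 in GC-KO vs. GC-WT (adjusted p = 0.000416) and -1.27 in FL-KO vs. FL-WT (adjusted p = 4.86e-05 from limma). Flight changed it by -1.002 in WT and -1.03 in Nrf2-KO mice, an interaction of -0.02, which ranged from -0.14 without FL-WT mouse 05 to 0.15 without FL-WT mouse 07. With median-of-ratios scaling, Smarca4 was not a DEG in any of the 4 comparisons, with log2 fold changes between -0.94 and -0.64, and the same held with quantile normalization, between -0.93 and -0.63.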

Upon comparing erythroid-gene expression between WT and Nrf2-KO mice under GC and FL conditions separately, we observed that the reduction of erythroid genes in FL condition was amplified by the Nrf2-KO status. This observation was made irrespective of the influence of Nrf2-KO on erythroid-gene expression in ground conditions (Supplementary Fig. 10). 

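Whether Nrf2-KO changed the effect of flight was tested as an interaction, the log2 fold change of FL-KO vs. GC-KO minus that of FL-WT vs. GC-WT. For all 29 genes of Fig. 8e, the median interaction relative to all genes was -0.11 (adjusted p = 0.00785 from camera over 10 tests). A value per mouse was taken as the median deviation of the list from its mean over all libraries, relative to all genes, and the residuals of the 24 mice were permuted. On these values the interaction was -0.16 (SE 0.16, permutation p = 0.315). For the 19 genes slightly reduced by Nrf2-KO, the median interaction was -0.046 relative to all genes, and that of the values per mouse was -0.10 (SE 0.17, permutation p = 0.561). Its sign changed with the processing, to 0.036 with quantile normalization and to 0.0046 with the GC content and length trends removed, a setting chosen after seeing the data. Without GC-WT mouse 05 it was 0.013. For the 10 genes strongly reduced by Nrf2-KO, the median interaction was -0.37 (adjusted p = 0.000118 from camera, 0.221 from fry), and that of the values per mouse was -0.39 (SE 0.17, permutation p = 0.0336, adjusted over 17 lists 0.203). It was -0.37 with median-of-ratios scaling, -0.28 with quantile normalization and -0.25 with the trends removed.

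**Figure D3:**
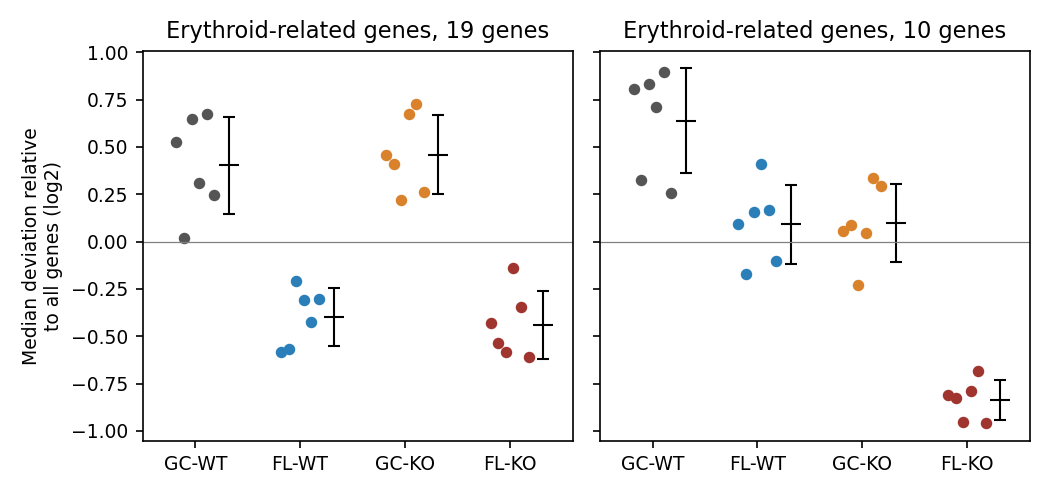
Median log2 deviation of the 19 and of the 10 erythroid-related genes of Fig. 8e from their mean over all libraries, relative to all genes, in each mouse by group. Points are mice and bars are the mean with SD (n = 6); the 10 genes have means of 0.64, 0.09, 0.10 and -0.84 in GC-WT, FL-WT, GC-KO and FL-KO mice, while the 19 genes have means of 0.40 and 0.46 on the ground and -0.40 and -0.44 in flight.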

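Within the ground mice, the median log2 fold change of the 29 genes in GC-KO vs. GC-WT was -0.15 relative to all genes, with 19 of the 29 below the median of all genes (adjusted p = 0.163 from camera). Within the flight mice, the median in FL-KO vs. FL-WT was -0.33, with 23 of the 29 below the median of all genes (adjusted p = 0.0209). The DEGs among them numbered 3 and 9. With the GC content and length trends removed, a setting chosen after seeing the data, the medians were 0.094 and 0.085, above that of all genes. With median-of-ratios scaling, they were -0.090 and -0.22, with 0 and 3 DEGs.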

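For single genes, the interaction of flight and genotype was past the thresholds for 2 of the 12373 tested genes, neither of which is among the erythroid-related genes, and for 0 of the 90 genes named from the paper or by a rule set in advance. The median interaction of all tested genes was -0.059 at TPM as deposited, -0.029 with median-of-ratios scaling and -0.10 with a pseudocount of 0.1. It also stayed below 0 with the other filters. It was 0.016 with quantile normalization, and 0.095 without the 5 small RNAs and 0.025 with the trends removed, settings chosen after seeing the data. At an unadjusted p under 0.05, 375 genes had a lower and 53 a higher value in the interaction at TPM as deposited, and 17 of the 90 named genes were past it. Of the genes of Fig. 8e, these were Slc4a1 among the 19, and Klf1 and Zfpm1 among the 10, each with a lower value. The number of genes past the thresholds was 0 without GC-WT mouse 03 and 4 without FL-WT mouse 05. It was 10 with the mouse number as a block. In Slc6a9, Ank1 and Cpox, the interaction was -0.14, -0.04 and -0.30 (SE 0.25, 0.29 and 0.29, unadjusted p = 0.584, 0.897 and 0.298 from limma). The 264 downregulated DEGs of FL-KO vs. GC-KO had a median interaction of -0.26 relative to all genes. These genes were selected on mice that enter the interaction.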

Taken together, these results demonstrate that spaceflight suppressed the expression of a group of erythroid-related genes and that Nrf2 deficiency amplified the spaceflight-induced erythroid-gene suppression in the bone marrow.

In contrast, spaceflight-induced upregulation of gene expression was quite rare. 

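The upregulated DEGs numbered 8 in FL-WT vs. GC-WT and 0 in FL-KO vs. GC-KO. Of all tested genes, 86.4% were lower in FL-WT than in GC-WT mice, and 93.5% were lower in FL-KO than in GC-KO mice. The share of DEGs that are higher depends on the scaling between libraries. With median-of-ratios scaling, 22 genes were upregulated in FL-WT vs. GC-WT, 59.5% of the DEGs of that comparison in place of 6.5%. It left 8 upregulated genes in FL-KO vs. GC-KO, 26.7% of the DEGs. Without FL-KO mouse 04, 2 genes were upregulated there at TPM as deposited. With quantile normalization, 10 and 7 genes were upregulated, 23.8% and 21.9% of the DEGs.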

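Stfa1 (ENSMUSG00000071562.6, chromosome 16 of GRCm38, 36276951 to 36285373) was at 5.93 ± 2.04 TPM in GC-WT and 15.1 ± 3.64 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of 1.24 (SE 0.18, adjusted p = 5.96e-05 from limma). Stfa2 (ENSMUSG00000022902.8, chromosome 16, 36403992 to 36408457) was at 0.492 ± 0.402 TPM in GC-WT and 2.21 ± 0.790 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of 1.12 (SE 0.17, adjusted p = 6.43e-05 from limma). Stfa3 (ENSMUSG00000054905.2, chromosome 16, 36450537 to 36455392) was at 3.02 ± 1.31 TPM in GC-WT and 7.3 ± 1.43 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of 1.09 (SE 0.16, adjusted p = 6.43e-05 from limma). For each of the 3 genes, all 6 FL-WT mice were above all 6 GC-WT mice (exact permutation tests, p = 0.00216 each). Stfa2 stood apart in FL-WT mouse 10, at 3.74 TPM against 1.51 to 2.31 in the others. The genes lie within a cluster of paralogs on chromosome 16, and reads shared between them are split by RSEM, so how much each changed is uncertain. All 3 remained DEGs with median-of-ratios scaling and with quantile normalization. Their log2 fold changes in FL-KO vs. GC-KO were 0.80, 0.62 and 0.72 (adjusted p = 0.00158, 0.00557 and 0.00155 from limma), short of a fold change of 2. With quantile normalization they were 1.17, 1.01 and 1.12 there and past the thresholds. As a list, the 3 genes had a median of 1.36 relative to all genes in WT mice (adjusted p = 1.94e-14 from camera) and of 1.01 in Nrf2-KO mice (adjusted p = 3.31e-12). The study chose them on these libraries. The other upregulated DEGs of FL-WT vs. GC-WT were BC100530, mt-Atp8, Gm23946, Acot1 and Tmsb15b2, of which only BC100530 was named by the rule set in advance, and the rest were named after their values were seen.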

Through closer inspection, we found 7 genes that were upregulated in FL-WT mice compared with GC-WT mice, including three different variants of *Stfa* genes encoding Stefin A1, A2 and A3 (Supplementary Fig. 11). Stefin A acts as a cysteine protease inhibitor and plays important roles in many biological processes, such as the immune response, inflammation^41^ and platelet-dependent thrombus formation^42^. This imbalance in proteolytic activity might be involved in the pathophysiological changes caused by spaceflight.

### Nrf2 deficiency exacerbates spaceflight-induced immunosuppression

We next wanted to investigate how Nrf2 depletion influences gene expression profiles in bone marrow cells from spaceflight mice. To this end, we performed two sets of DEG analyses utilising genes downregulated in the bone marrow of Nrf2-KO mice: GC-KO vs. GC-WT and FL-KO vs. FL-WT. 

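In the comparisons of Nrf2-KO with WT mice, the largest decreases among genes with separated groups and a mean of at least 5 TPM included that of Mmp9 on the ground and in flight. Mmp9 (ENSMUSG00000017737.2, chromosome 2 of GRCm38, 164940780 to 164955850) was at 151 ± 40.1 TPM in GC-WT and 44.0 ± 27.9 TPM in GC-KO mice (SD, n = 6 each), a log2 fold change of -1.92 (SE 0.33, adjusted p = 0.000411 from limma). In flight, it was at 141 ± 80.2 TPM in FL-WT and 16.8 ± 5.12 TPM in FL-KO mice (SD, n = 6 each), a log2 fold change of -2.85 (SE 0.33, adjusted p = 8.54e-07 from limma). On the ground, Nfe2l2 itself, Fmnl1, Cyfip2 and Tle3 followed, with log2 fold changes between -1.91 and -1.48. In flight, Zyx, Laptm5 and Mpo were among those that followed, with log2 fold changes between -2.57 and -2.39. All 6 Nrf2-KO mice were below all 6 WT mice in these genes (exact permutation tests, p = 0.00216 each). At an unadjusted p under 0.05, 5373 genes were lower and 407 higher in GC-KO vs. GC-WT, and 5857 were lower and 236 higher in FL-KO vs. FL-WT. The upregulated DEGs numbered 16 and 12, and in flight 7 without FL-KO mouse 11. The groups were separated in 1159 genes (9.37%) on the ground and 2587 genes (20.9%) in flight, where chance gives 0.216%. Among them were 142 and 1004 of the DEGs in either direction. With no minimum fold change, 5306 and 5844 genes were downregulated. With median-of-ratios scaling, 70 and 424 were, all among the DEGs at TPM as deposited, and with quantile normalization 86 and 309. The downregulated DEGs had a median GC content of 55.0% on the ground and 55.7% in flight, against 48.9% and 48.4% in the other genes. Removing the GC content and length trends, a setting chosen after seeing the data, left 40 and 129 downregulated genes. The ground count was 248 without GC-KO mouse 04 and 605 without GC-KO mouse 11. The flight count ranged from 729 without FL-WT mouse 07 to 1251 without FL-WT mouse 05.

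**Figure D4:**
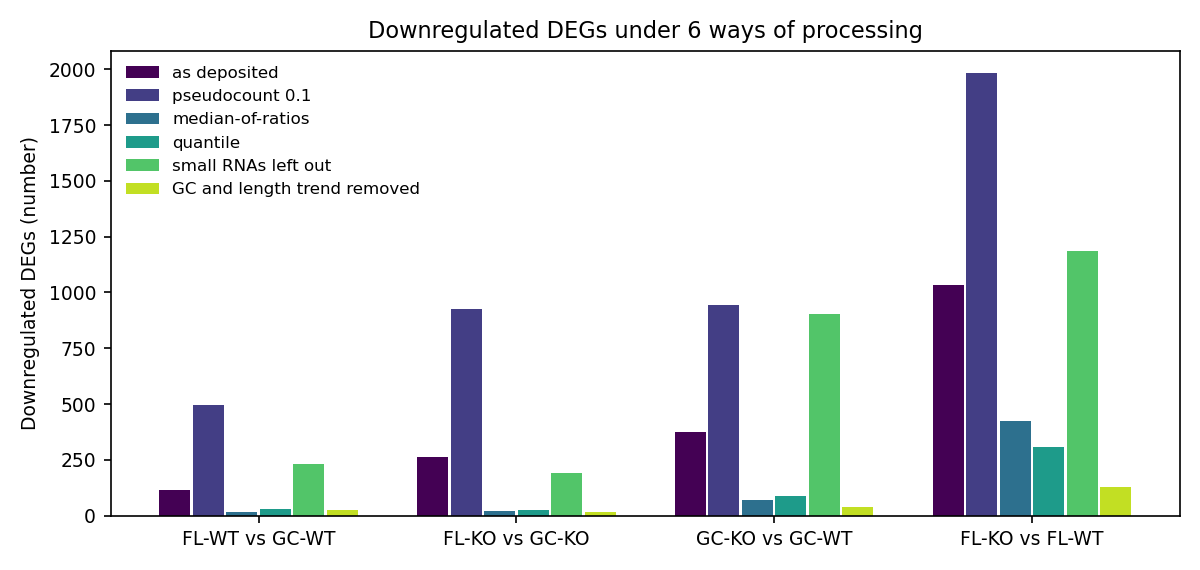
Number of downregulated DEGs in the 4 comparisons under 6 ways of processing, with bars from 0. At TPM as deposited the counts are 116, 264, 376 and 1034; with median-of-ratios scaling they are 15, 22, 70 and 424, and with the GC content and length trend of each library removed they are 25, 17, 40 and 129.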

We found that 376 and 1034 genes were decreased due to Nrf2-KO under GC and FL conditions, respectively (Fig. 9a). 

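The order of the counts of the genotype comparisons was examined under the other settings. The number of downregulated DEGs was larger in GC-KO vs. GC-WT than in FL-WT vs. GC-WT under each of the 9 settings planned for both, with a ratio from 1.1 to 4.67, against 3.24 at TPM as deposited. It was also larger in each of the 24 fits that left out a library, with a ratio from 1.95 to 5.17. Both comparisons use the same GC-WT mice. The number in FL-KO vs. FL-WT was larger than that in GC-KO vs. GC-WT under the same 9 settings, with a ratio from 1.1 to 6.06, against 2.75 at TPM as deposited. A count of genes past a threshold is not a test of the difference between the comparisons.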

The number of genes downregulated by Nrf2-KO was much larger than that downregulated by spaceflight, which was 116 (Fig. 9a).

**Fig. 9:**
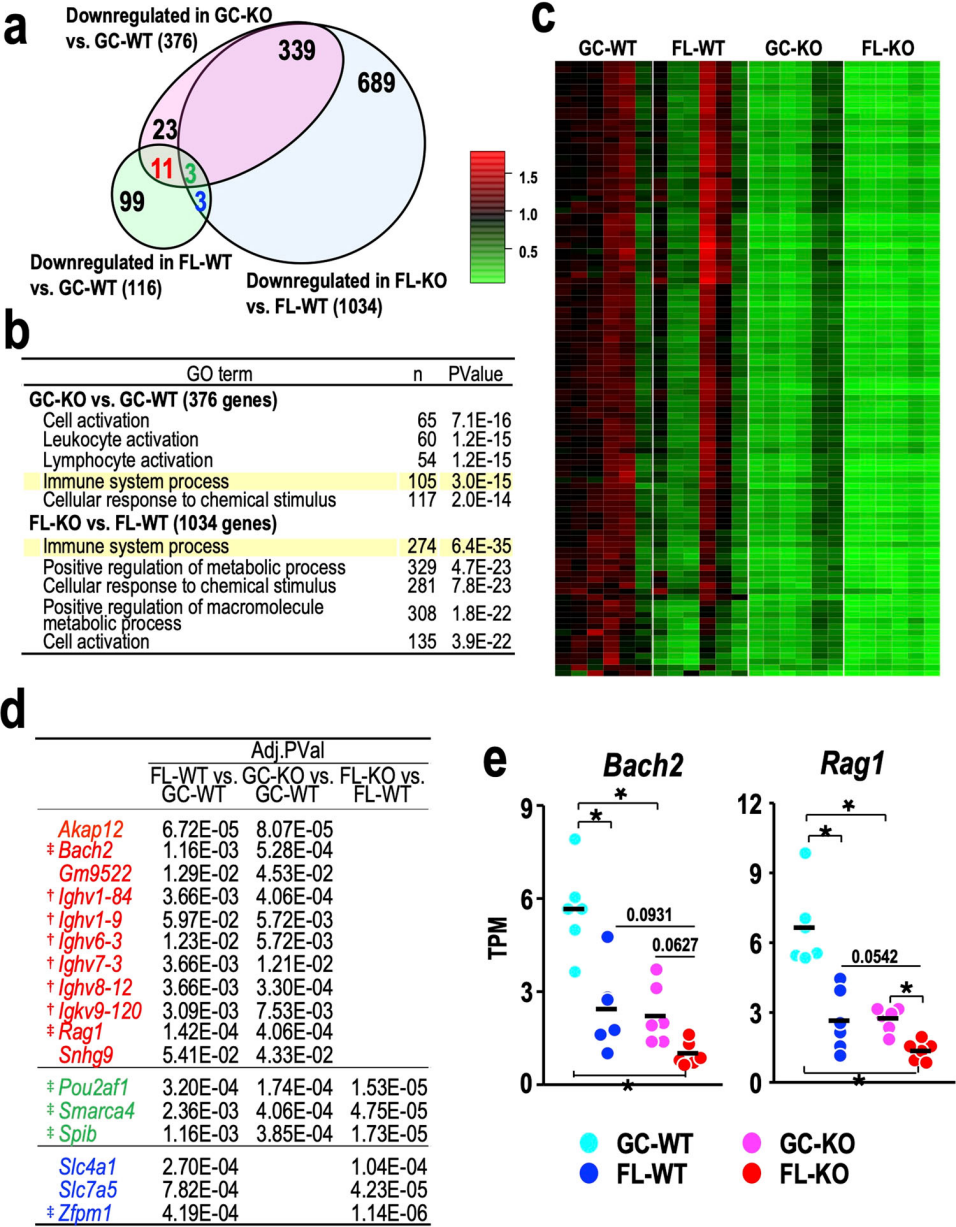
RNA-seq analysis of bone marrow samples focusing on the comparison between WT and Nrf2-KO mice. **a** Venn diagram of three sets of downregulated DEGs from the GC-KO vs. GC-WT (pink), FL-KO vs. FL-WT (blue) and FL-WT vs. GC-WT (green) comparisons. The numbers of genes in each section are shown. The green number represents the number of overlapping DEGs among all three comparisons. The number of downregulated genes in the FL-WT vs. GC-WT comparison that overlap with those in the GC-KO vs. GC-WT (pink) and FL-KO vs. FL-WT (blue) comparisons, excluding DEGs in the triple overlapping region, are indicated by red and blue, respectively. **b** GO analysis of downregulated DEGs from the GC-KO vs. GC-WT (upper rows) and FL-KO vs. FL-WT (lower rows) comparisons. The number of genes and the adjusted *p* values are shown. **c** Heatmap of the relative expression of 105 genes categorised as “immune system process” among the downregulated DEGs from the GC-KO vs. GC-WT comparison. **d** Overlapping downregulated DEGs with adjusted *P* values for the FL-WT vs. GC-WT, GC-KO vs. GC-WT, and FL-KO vs. FL-WT comparisons. Red, blue and green correspond to the genes in (**a**). Daggers indicate genes encoding immunoglobulin, and double daggers indicate genes encoding factors related to immune system processes. **e** Dot plot of the expression levels of the *Back2* and *Rag1* genes. Dots represent individual animals. Means are shown in the plots. *p < 0.05.

Of note, 342 out of 376 genes that were decreased in the Nrf2-KO mice under GC conditions were concomitantly downregulated in the FL-KO mice, indicating that the genes downregulated due to Nrf2-KO under GC conditions were almost all involved in the gene cluster of 1034 downregulated genes under FL conditions. This result demonstrates that genetic Nrf2 depletion more severely affects bone marrow homoeostasis under spaceflight conditions than under ground conditions and supports our contention that Nrf2 plays important roles in the protection of homoeostasis during spaceflight.

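By chance, 31.4 genes would be shared by the downregulated DEGs of GC-KO vs. GC-WT and FL-KO vs. FL-WT, which have no mice in common. That number takes genes as independent. In 100 simulations of unchanged groups, as many genes with the lowest t statistic were taken from each comparison. They shared a median of 45.5 genes (5th to 95th percentile 9 to 122.2). The fold changes of both comparisons had a Spearman's rho of 0.89 across 10421 genes, which are not independent replicates. Of the 376 downregulated DEGs on the ground, 373 were lower in FL-KO than in FL-WT mice, with a median log2 fold change of -1.25 relative to all genes. Of the 1034 in flight, 1027 were lower in GC-KO than in GC-WT mice, with a median of -0.70 relative to all genes. The shared genes numbered 59 with median-of-ratios scaling and 75 with quantile normalization. They numbered 224 without GC-KO mouse 04 and 544 without GC-KO mouse 11.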

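The difference between the effects of Nrf2-KO in flight and on the ground is the same interaction as that between the effects of flight in both genotypes. Across the 376 genes downregulated in GC-KO vs. GC-WT, its median was -0.28 relative to all genes, with 318 of the genes below the median of all genes. Across the 1034 genes downregulated in FL-KO vs. FL-WT, it was -0.29, with 1007 below. The latter genes were selected on the FL-KO and FL-WT mice, which enter the interaction, and the former on the GC mice, which enter it with the opposite sign. Among single genes, the interaction was past the thresholds for Hist1h2ap and Gm26917. The interaction followed the GC content of the gene, with a rho of -0.40 across 10419 genes.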

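GO terms could not be tested, so marker lists of immune cell types were tested in their place. In GC-KO vs. GC-WT, the median log2 fold changes relative to all genes were -0.49 for secondary granule genes (adjusted p = 0.347 from camera), -0.13 for promyelocyte genes (adjusted p = 0.634), 0.11 for mature neutrophil genes (adjusted p = 0.187), 0.09 for monocyte and macrophage genes (adjusted p = 0.945), 0.06 for T and NK cell genes (adjusted p = 0.233) and -0.32 for plasma cell genes (adjusted p = 0.517). None of these passed 0.05 in camera, which compares a list with all other genes. In limma's self-contained fry test, in which the downward shift of all genes counts as well, secondary granule genes (adjusted p = 0.0154) and plasma cell genes (adjusted p = 0.0214) passed on the ground, and the other 4 lists did not, with a lowest adjusted p of 0.062. In FL-KO vs. FL-WT, secondary granule genes had a median of -0.80 relative to all genes (adjusted p = 0.0452), with 4 of 7 genes DEGs and 4 when adjusted over the list alone. There, promyelocyte genes were at -0.13 (adjusted p = 0.278), mature neutrophil genes at -0.04 (adjusted p = 0.741), monocyte and macrophage genes at -0.30 (adjusted p = 0.187), T and NK cell genes at 0.03 (adjusted p = 0.385) and plasma cell genes at -0.20 (adjusted p = 0.517), again from camera. In fry, the adjusted p in flight was 0.00024 for secondary granule, 0.00547 for promyelocyte, 0.00696 for mature neutrophil, 0.00342 for monocyte and macrophage, 0.223 for T and NK cell and 0.00631 for plasma cell genes.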

We found that the GO term “immune system process” was significantly enriched among the downregulated DEGs in both the GC-KO vs. GC-WT and FL-KO vs. FL-WT comparisons (Fig. 9b). It should be noted that this GO term was the best hit in the comparison of spaceflight conditions. 

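The genes of the term “immune system process” could not be picked out, so all 376 downregulated DEGs of GC-KO vs. GC-WT were followed in the other groups. In FL-WT vs. GC-WT, 369 of them (98.1%) were lower, with a median log2 fold change of -0.15 relative to all genes. Both comparisons share the GC-WT mice, and 100 simulations with unchanged groups and the same controls were drawn. There, the 376 genes with the lowest t statistic in one comparison had a median of -0.12 in the other (5th to 95th percentile -0.21 to -0.04). Of them, 86.6% were lower (45.5% to 99.7%). The observed values lie within these ranges. The observed genes were selected on fold change and adjusted p, so the selections are not fully alike. Taken per mouse as the median ratio to the GC-WT mean, the genes were at 0.48 to 1.30 in FL-WT mice, 0.25 to 0.62 in GC-KO mice and 0.17 to 0.27 in FL-KO mice, against 0.64 to 1.18 in the GC-WT mice. In FL-KO vs. GC-KO, 362 of the genes were lower, with a median of -0.43 relative to all genes. They were selected for low values in GC-KO mice, which enter this comparison with the opposite sign. The selection therefore does not favour this fall.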

Closer inspection of the heatmap showing that immune system process-related genes decreased in GC-KO mice (i.e., 105 DEGs) revealed that these genes also showed decreased expression in FL-WT mice, and these decreases were reproduced in FL-KO mice (Fig. 9c). These results suggest that spaceflight conditions have a similar effect to Nrf2-KO conditions.

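Across 10421 genes, the log2 fold changes of FL-WT vs. GC-WT and GC-KO vs. GC-WT had a Spearman's rho of 0.35. Genes are not independent replicates, and the comparisons share the GC-WT mice. In simulations of unchanged groups with shared controls, the rho had a median of 0.47 (5th to 95th percentile 0.08 to 0.77). FL-WT vs. GC-WT and FL-KO vs. FL-WT share the FL-WT mice with opposite signs. Their rho was 0.16, against a simulated median of -0.46 (-0.75 to 0.01), with 3 of 100 simulations as high.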

The finding that both Nrf2-KO and spaceflight conditions elicited a decrease in immune system process-related genes prompted us to examine the details of these changes, including whether these changes lead to immune suppression or activation. To address this point, we superimposed 116 downregulated DEGs identified in the FL-WT vs. GC-WT comparison with those downregulated in both the GC-KO vs. GC-WT and FL-KO vs. FL-WT comparisons. 

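The downregulated DEGs of FL-WT vs. GC-WT shared 14 genes with those of GC-KO vs. GC-WT, where chance gives 3.53 (one-sided Fisher's exact p = 1.09e-05), and 6 with those of FL-KO vs. FL-WT, where chance gives 9.69 (p = 0.93). These p-values take genes as independent and leave out that the comparisons share the GC-WT or the FL-WT mice. In 100 simulations of unchanged groups with the same shared mice, as many genes with the lowest t statistic were taken from each comparison. They shared a median of 43 genes (5th to 95th percentile 19 to 68.1) in the first case and 1 (0 to 11.05) in the second. For the genes shared with either comparison the simulated median was 43.5 (19.95 to 68.2), with 4 of 100 simulations at or below the number observed. The number of genes past the DEG thresholds themselves in this overlap had a simulated median of 0. The overlap depends on single mice and on the scaling. It held 11 genes without GC-WT mouse 07 and 32 without GC-WT mouse 10, 2 genes with median-of-ratios scaling and 0 with quantile normalization. With no minimum fold change it held 2712 genes.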

As shown in Fig. 9a, a total of 17 out of the 116 genes overlapped with those downregulated in the comparisons of GC-KO vs. GC-WT and/or FL-KO vs. FL-WT. Among these 17 genes, 6 were immunoglobulin genes, and 6 were genes belonging to the immune system process signature (Fig. 9d). For instance, spaceflight and Nrf2-KO independently and additively induced a decrease in the expression of the *Bach2* and *Rag1* genes, whose products are known to play important roles in lymphoid development^43,44^ (Fig. 9e). Thus, spaceflight decreases and concomitant Nrf2-KO exacerbates the expression of immune genes in the bone marrow, leading to immunosuppression.

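The genes shared only with GC-KO vs. GC-WT numbered 11, those shared only with FL-KO vs. FL-WT numbered 3 (Slc4a1, Slc7a5 and Zfpm1), and those shared by all comparisons numbered 3 (Pou2af1, Smarca4 and Spib). The immunoglobulin segments Ighv1-84, Ighv1-9, Ighv6-3, Ighv7-3, Ighv8-12 and Igkv9-120 were among the former 11. Ighv1-84 (ENSMUSG00000094940.1, chromosome 12 of GRCm38, 115980702 to 115981134) was at 2.25 ± 1.28 TPM in GC-WT, 0.280 ± 0.222 in FL-WT, 0.255 ± 0.290 in GC-KO and 0.515 ± 0.636 in FL-KO mice (SD, n = 6 each), with log2 fold changes of -1.27 in FL-WT vs. GC-WT (adjusted p = 0.00051), -1.31 in GC-KO vs. GC-WT (adjusted p = 0.000416) and 0.16 in FL-KO vs. FL-WT (adjusted p = 0.631 from limma). The spread between mice was wide in some segments. Ighv1-9 was at 32.7 ± 55.7 TPM (SD, n = 6) in GC-WT mice, and its difference from FL-WT mice had an exact permutation p of 0.132. Reads of these similar segments are shared between them, so how much each changed is uncertain. Snhg9 was at 2.71 ± 4.22 TPM (SD, n = 6) in GC-WT mice and is listed at 0 in the other groups, with an exact permutation p of 0.455 for each comparison with GC-WT. As a list, the genes had medians of -0.92 in FL-WT vs. GC-WT, -0.96 in GC-KO vs. GC-WT, -0.57 in FL-KO vs. FL-WT (adjusted p = 0.107 from camera, 0.000403 from fry) and -0.39 in FL-KO vs. GC-KO (adjusted p = 0.046), all relative to all genes. In FL-KO vs. GC-KO, the only comparison that did not select them, although its mice entered the selection, 6 of the genes were DEGs, and 6 when adjusted over the list alone.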

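Bach2 (ENSMUSG00000040270.16, chromosome 4 of GRCm38, 32238804 to 32586108) was at 5.63 ± 1.4 TPM in GC-WT, 2.41 ± 1.32 in FL-WT, 2.2 ± 0.948 in GC-KO and 0.958 ± 0.401 in FL-KO mice (SD, n = 6 each). Its log2 fold change was -1.02 in FL-WT vs. GC-WT (SE 0.21, adjusted p = 0.00118 from limma) and -1.07 in GC-KO vs. GC-WT (SE 0.21, adjusted p = 0.000537). It was -0.68 in FL-KO vs. GC-KO and -0.74 in FL-KO vs. FL-WT, short of a fold change of 2. At this gene's few TPM, the pseudocount matters, and with a pseudocount of 0.1 these were -1.10 and -1.16 and past the thresholds. Rag1 (ENSMUSG00000061311.6, chromosome 2, 101638282 to 101649501) was at 6.59 ± 1.74 TPM in GC-WT, 2.54 ± 1.33 in FL-WT, 2.63 ± 0.526 in GC-KO and 1.29 ± 0.391 in FL-KO mice (SD, n = 6 each). Its log2 fold change was -1.16 in FL-WT vs. GC-WT (adjusted p = 0.000146 from limma) and -1.05 in GC-KO vs. GC-WT (adjusted p = 0.000416). In FL-KO vs. GC-KO it was -0.67, and in FL-KO vs. FL-WT -0.56, again short of a fold change of 2. GC-WT mouse 07 stood apart in Rag1, at 9.84 TPM against 5.27 to 6.94 in the other GC-WT mice. Decreases that add up on the log2 scale give an interaction of 0. The interaction was 0.34 for Bach2 (unadjusted p = 0.264) and 0.49 for Rag1 (unadjusted p = 0.0806 from limma), so a departure from additivity was not detectable in either. With median-of-ratios scaling or quantile normalization, neither gene was a DEG in FL-WT vs. GC-WT or GC-KO vs. GC-WT, with log2 fold changes from -0.86 to -0.71.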

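A list of 14 B progenitor marker genes, which holds Rag1, had a median log2 fold change of -0.59 relative to all genes in FL-WT vs. GC-WT (adjusted p = 1.9e-06 from camera). All 14 genes were lower, and 2 were DEGs, as when adjusted over the list alone. The median was -0.41 in FL-KO vs. GC-KO (adjusted p = 0.000945), -0.31 in GC-KO vs. GC-WT (adjusted p = 0.0855) and -0.10 in FL-KO vs. FL-WT (adjusted p = 0.745). In fry, in which the downward shift of all genes counts as well, the adjusted p was 0.00701 in GC-KO vs. GC-WT and 0.023 in FL-KO vs. FL-WT. Without Rag1, which the study also names, the median of the other 13 genes was -0.59 in FL-WT vs. GC-WT (adjusted p = 4.87e-06 over 10 tests) and -0.15 in GC-KO vs. GC-WT (adjusted p = 0.124). The ground value depends on the processing. With the GC content and length trends removed, a setting chosen after seeing the data, it was -0.34 (adjusted p = 0.0142), while it was -0.17 with median-of-ratios scaling (adjusted p = 0.147), -0.16 with quantile normalization (adjusted p = 0.113) and -0.19 without the 5 small RNAs (adjusted p = 0.305). The median interaction of the list was 0.12 relative to all genes, with a permutation p of 0.33 over the values per mouse. From the genes lowered both by spaceflight and by Nrf2-KO, among them immunoglobulin genes, Bach2 and Rag1, the paper concludes that spaceflight lowers immune gene expression in the bone marrow and that Nrf2-KO worsens this, which leads to immunosuppression.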

### Differential contributions of spaceflight to Nrf2 target gene expression in the spleen and bone marrow

It has been shown that spaceflight activates the expression of Nrf2 target genes in various tissues and organs^18,20^. To address the question of whether this effect of spaceflight also occurs in the bone marrow and spleen, we compared the expression profiles of typical Nrf2 target genes in the four groups of mice, *i.e*., GC-WT, FL-WT, GC-KO and FL-KO. Interestingly, we found that the expression of Nrf2 target genes, which was found to be mostly increased in other tissues^18^, was not activated but rather decreased in the bone marrow of FL-WT mice compared with GC-WT mice (Fig. 10a). 

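Of the 21 Nrf2 target genes of Fig. 10a, 15 were lower in FL-WT than in GC-WT mice, with log2 fold changes from -0.81 for Gclc to 0.15 for Gsr. Of these genes, 0 were DEGs, also when adjusted over the list alone, 5 were at an unadjusted p under 0.05, and 5 were past an adjusted p of 0.1 without regard to the fold change. The median of the genes was -0.11, which lies 0.13 above the median of all genes (adjusted p = 0.218 from camera). Relative to all genes, it was 0.22 with median-of-ratios scaling, 0.077 with quantile normalization and -0.068 with no filter on low values. In FL-KO vs. GC-KO, all 21 were lower and 0 were DEGs, with 12 past an adjusted p of 0.1 and a median of -0.10 relative to all genes (adjusted p = 0.634 from camera, 0.021 from fry).

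**Figure D5:**
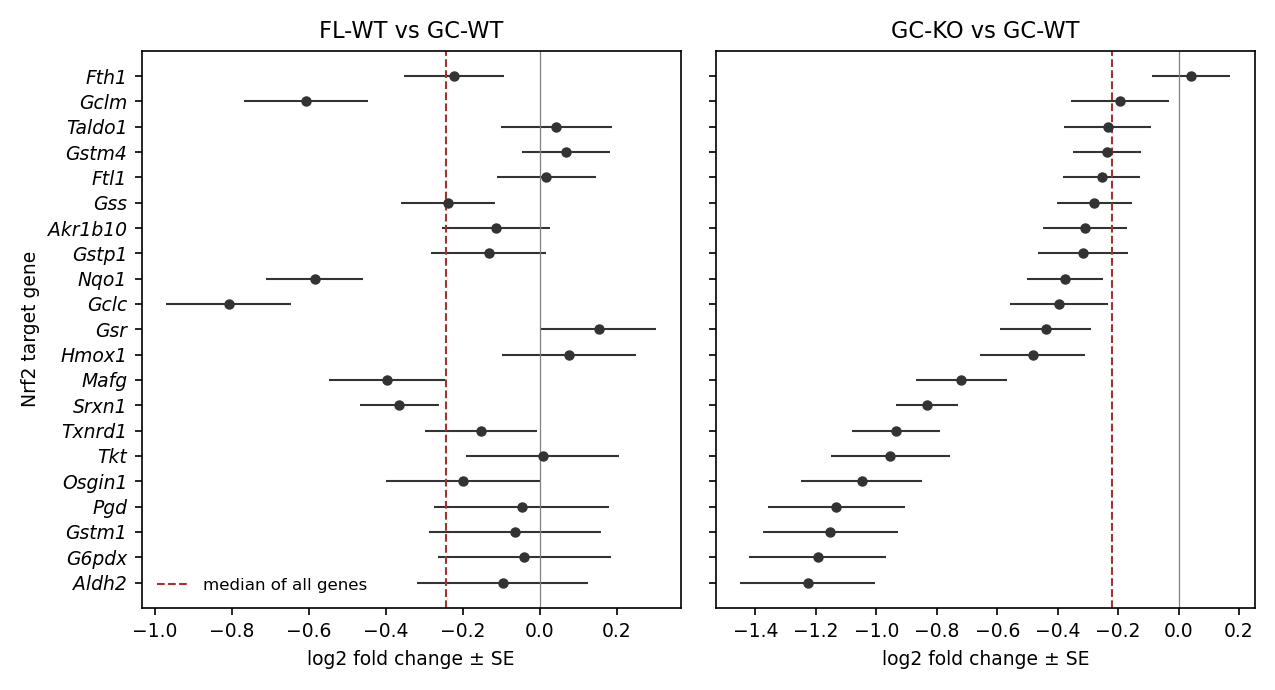
Log2 fold change with standard error (n = 6 mice per group) of 21 Nrf2 target genes in FL-WT vs. GC-WT and in GC-KO vs. GC-WT at TPM as deposited, with the median of all tested genes as a dashed line. In FL-WT vs. GC-WT, 15 of the genes are below 0, and the median of the 21 lies above that of all genes, but below it with no filter on low values; in GC-KO vs. GC-WT, 20 are below 0.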

The expression of these Nrf2 target genes was strongly decreased in GC-KO and FL-KO mice compared with GC-WT and FL-WT mice (Fig. 10a). 

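Of the 21 genes, 20 were lower in GC-KO vs. GC-WT, 5 were DEGs and 17 were past an adjusted p of 0.1, with log2 fold changes from -1.23 for Aldh2 to 0.04 for Fth1. The median was -0.22 relative to all genes (adjusted p = 0.00153 from camera). In FL-KO vs. FL-WT, all 21 were lower, 7 were DEGs and 20 were past an adjusted p of 0.1, with log2 fold changes from -1.83 for Aldh2 to -0.12 for Fth1 and a median of -0.38 relative to all genes (adjusted p = 0.000118). The numbers of DEGs were the same when adjusted over the list alone. The study chose the list as typical targets of Nrf2. With median-of-ratios scaling, 0 and 6 of the genes were DEGs, and the medians relative to all genes were -0.15 (adjusted p = 0.0107) and -0.26 (adjusted p = 0.00181). The adjusted p on the ground ranged from 1.85e-07 to 0.0107 over the planned settings of the processing, and was 0.706 with the inter-gene correlation estimated from the data.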

In stark contrast, the expression of Nrf2 target genes in the spleen was comparable in the four groups (Fig. 10b), indicating that neither Nrf2-KO nor spaceflight substantially influenced the expression of Nrf2 target genes in the spleen. These findings imply that while in most tissues, spaceflight induces Nrf2 activity and Nrf2 protects against spaceflight-elicited perturbations in homoeostasis, in the bone marrow, Nrf2 activation by spaceflight is rather weak and cannot fully maintain homoeostasis. In the spleen, the contribution of Nrf2 is limited even under basal conditions.

**Fig. 10:**
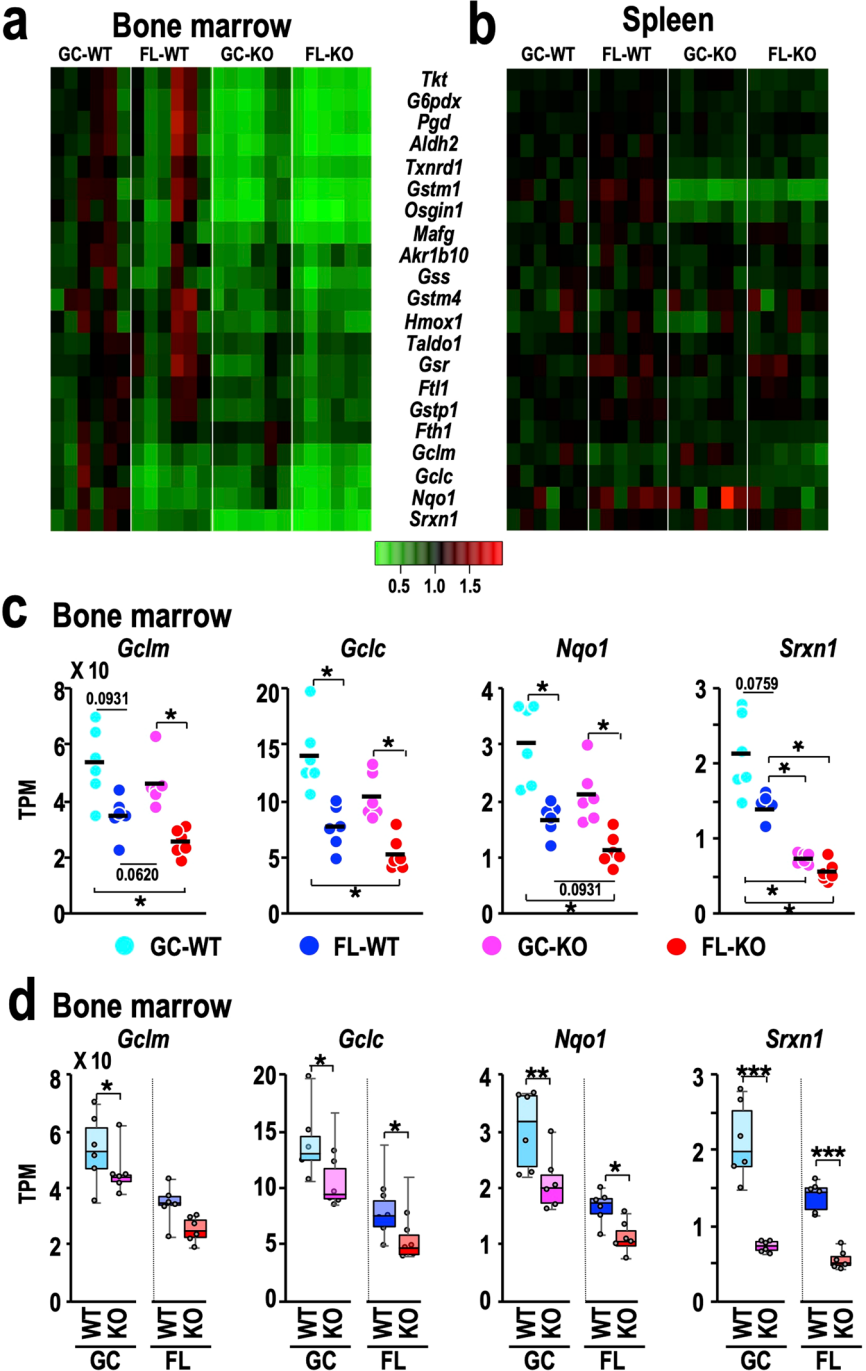
Changes in the expression of Nrf2 target genes. **a, b** Heatmap of the relative expression of Nrf2 target genes in the bone marrow (**a**) and spleen (**b**) from GC-WT, FL-WT, GC-KO and FL-KO mice. The mean value of each gene in GC-WT mice was set to one in each panel. **c** Dot plot of the expression of the *Gclm*, *Gclc, Nqo1* and *Srxn1* genes in the bone marrow. Dots represent individual animals. Means are shown in the plots. *p < 0.05. **d** Box-and-dot plots of the expression of *Sclm*, *Gclc*, *Nqo1* and *Smarca4* genes in the bone marrows. One-sided Wilcoxon rank sum tests were performed to evaluate the differences between Nrf2-KO and control WT mice in the ground (left part in each panel) and spaceflight (right part) conditions. *P < 0.05.

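Gclm (ENSMUSG00000028124.15, chromosome 3 of GRCm38, 122245557 to 122270732) was at 53.1 ± 12.5 TPM in GC-WT and 34.3 ± 6.77 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -0.61 (SE 0.16, adjusted p = 0.00806 from limma, exact permutation p = 0.0152). Gclc (ENSMUSG00000032350.9, chromosome 9, 77754535 to 77794485) was at 13.9 ± 3.14 TPM in GC-WT and 7.55 ± 1.86 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -0.81 (SE 0.16, adjusted p = 0.00106 from limma, exact permutation p = 0.00216). Nqo1 (ENSMUSG00000003849.8, chromosome 8, 107388225 to 107403206) was at 3.02 ± 0.698 TPM in GC-WT and 1.66 ± 0.288 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -0.58 (SE 0.13, adjusted p = 0.0019 from limma, exact permutation p = 0.00216). Srxn1 (ENSMUSG00000032802.8, chromosome 2, 152105516 to 152111376) was at 2.1 ± 0.523 TPM in GC-WT and 1.39 ± 0.193 TPM in FL-WT mice (SD, n = 6 each), a log2 fold change of -0.36 (SE 0.10, adjusted p = 0.0119 from limma, exact permutation p = 0.0108). In each gene, all 6 FL-WT mice were below the GC-WT mean, and in Gclc and Nqo1 they were below every GC-WT mouse. The falls exceed the standard error, but none reaches a fold change of 2, so the genes are not DEGs. Srxn1 and Nqo1 are at few TPM, where log2(TPM + 1) understates the ratio.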

We found four genes whose expression was significantly reduced in FL-WT mice compared with GC-WT mice (Fig. 10c). The products of the *Gclm*, *Gclc*, *Nqo1* and *Srxn* genes are all known to play important roles in the redox regulation pathway^45,46^. These findings demonstrate that the bone marrow is quite sensitive to spaceflight-related stresses. Strikingly, while spaceflight substantially decreased the expression of the *Gclm*, *Gclc*, *Nqo1* and *Srxn* genes, the concomitant absence of endogenous Nrf2 further decreased expressions of those genes (Fig. 10c, d). 

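In Nrf2-KO mice, Gclm was at 45.8 ± 8.52 TPM on the ground and 25.2 ± 4.6 TPM in flight (SD, n = 6 each), Gclc at 10.3 ± 1.99 and 5.25 ± 1.46 TPM, Nqo1 at 2.09 ± 0.496 and 1.12 ± 0.283 TPM, and Srxn1 at 0.723 ± 0.0726 and 0.547 ± 0.130 TPM. The log2 fold changes in FL-KO vs. FL-WT were -0.43, -0.45, -0.33 and -0.63 for Gclm, Gclc, Nqo1 and Srxn1 (one-sided exact permutation p = 0.013, 0.0325, 0.00758 and 0.00108). They were, in GC-KO vs. GC-WT, -0.19, -0.40, -0.37 and -0.83 (one-sided exact permutation p = 0.0898, 0.013, 0.0206 and 0.00108). None of the genes was a DEG in these comparisons, whose fold changes stayed under 2 on the scale of log2(TPM + 1). This scale understates the ratio of TPM for Srxn1, which was at 2.1 TPM in GC-WT and 1.39 TPM in FL-WT mice. In GC-KO mouse 11, Gclm stood apart, at 62.4 TPM against 37.7 to 44.7 in the other GC-KO mice. With median-of-ratios scaling, the log2 fold change of Gclm in GC-KO vs. GC-WT was 0.14, and with quantile normalization it was 0.035. The interaction of flight and genotype had unadjusted p-values of 0.314, 0.802, 0.817 and 0.169 from limma in the 4 genes, so a difference between the effects of flight in both genotypes was not detectable.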

While bone marrow cells can be partially protected by the increase in endogenous Nrf2 activity, the magnitude of Nrf2 induction by spaceflight per se appears not to be sufficient, so hematopoietic and immune suppression phenotypes become evident, and Nrf2 inducers may help to protect humans during space travel.

## Discussion

In this study, we conducted haematological and immunological assessments of the mice from the MHU-3 mission, which sent six Nrf2-KO mice and six WT mice to space. To overcome difficulties inherent to the space study, we have incorporated several experimental challenges into this study. As a result, we found that Nrf2 does not influence much the protection of erythropoiesis during spaceflight. In contrast, Nrf2 plays important protective roles in the immune system during spaceflight. In fact, spaceflight-induced suppression of immune-related gene expression is markedly enhanced by genetic depletion of Nrf2, while spaceflight-induced reductions in erythroid-gene expression are significant in the spleen and bone marrow, regardless of the Nrf2 expression level. These findings thus indicate that Nrf2 contributes to the maintenance of the immune system during spaceflight and suggest that improving the level of baseline Nrf2 activity alleviates the degree of immune suppression during spaceflight. We surmise that this finding is particularly important for further exploration of space beyond the ISS. If we consider upcoming plans to develop space travel, cosmic radiation in the ISS is mild, and a one-month stay in the ISS is short. Therefore, we believe that the importance of Nrf2 activation during space travel should be studied further and in more detail.

In this study, we showed that spaceflight has the potential to increase the risk of thrombotic microangiopathy, accompanied by disturbance of the coagulation and fibrinolysis system. Since internal jugular venous thrombosis was identified as a space travel-associated disease^47^, coagulation regulation during spaceflight has been a concern^48–50^. In this study, we found increases in MPV and PDW in FL mice. Although the platelet number remained unchanged, it is conceivable that the increases in MPV and PDW represent an accelerated platelet turnover rate. We also observed an increasing trend for *vWF* expression in various tissues of FL mice. vWF is a well-known factor that plays central roles in thrombosis caused by inflammation^34,51^. Spaceflight-induced activation of *vWF* gene expression appeared to be accelerated in combination with the Nrf2-KO background, implying that Nrf2 is involved in protection against endothelial inflammation and injuries^52^.

Elevated expression of genes involved in the congealing-fibrinogenolytic pathway is also observed in the liver in FL mice, accompanied by elevated expression of *Stfa* genes, a hallmark of platelet activation, in the bone marrow^42^. To the best of our knowledge, these are the first analyses of the coagulation and fibrinolysis system in mice after spaceflight, and we envisage that intravascular coagulation is activated by spaceflight, and consequently, the expression of genes encoding the coagulation and fibrinogenolytic proteins is elevated to compensate for their consumption^53^. An important point here is that the spaceflight-induced changes in the congealing-fibrinogenolytic pathway are enhanced by Nrf2-KO, suggesting that Nrf2 contributes, at least in part, to protecting intravascular thrombosis during spaceflight.

The elevation of Hct values in astronauts during the initial phase of space travel has been considered to be due to reduced plasma volume caused by adjustment of the body fluid balance to microgravity^54^. While elevated Hct values are found during the early period of a stay in the space shuttle^9^, polycythemia is gradually reversed through haematopoietic adaptation to microgravity^11^, accompanied by increased haemolysis^10,12^. Upon returning to normal gravity, a redistribution of body fluids occurs, along with an increase in circulating blood flow, which causes postflight anaemia^9^. Therefore, astronauts with a longer stay in microgravity develop more severe anaemia^12^. In stark contrast, mice do not show polycythemia at L + 18 in the ISS, but instead, a marked increase in RBC mass is found after landing. We surmise that the following differences between mice and humans may be pertinent to this discrepancy. One is that the life span of mouse erythrocytes is approximately 40 days, which is 1/3 shorter than that of human erythrocytes^55^; thus, mice may complete erythropoietic adaptation faster than humans during their stay in microgravity. The other is that the impact of microgravity on Hct values may be different between bipedal and quadruped animals.

Through a series of the MHU-3 studies, we discovered that Nrf2 plays pivotal roles in maintaining lipid metabolism homoeostasis in response to spaceflight stress^8,20,21^. Considering that lipid serves as a fuel source for myelopoiesis in bone marrow^56^, it is plausible to hypothesise that the immunosuppression induced by spaceflight and Nrf2 deficiency may be mediated by disturbed lipid metabolism.

This study has clarified that spaceflight affects both the erythroid and immune systems in the spleen and bone marrow, but the influences appear to be distinct between these two organs. In mice, the spleen is a haematopoietic organ that plays critical roles in stress-erythropoiesis, while the bone marrow exhibits balanced haematopoiesis under both steady-state and stress conditions. In contrast, the bone marrow is the only bona fide haematopoietic organ in humans. Consistent with preceding studies^37,57^, we found in this study that the size of the spleen decreases in FL mice. Closer examination of the spleen in FL mice further revealed that the white pulp was significantly reduced. Since the white pulp is the site where myeloid and lymphoid cells reside, this observation further supports the notion that spaceflight induces immunosuppression. Analyses of Nrf2-KO mice revealed that Nrf2 knockout does not influence the expression of Nrf2 target genes in the spleen of FL or GC mice.

In contrast, we found that the size of the red pulp did not change much after spaceflight. In this context, the expression of GATA1 and related erythroid genes is downregulated after spaceflight^37^. One plausible explanation for these observations is that while humans develop postflight anaemia, mice develop polycythemia. Therefore, in response to the increase in RBC numbers, the expression of GATA1 and erythroid genes may be decreased. Alternatively, changes in erythroid-gene expression might occur during the transition from microgravity to normogravity, explaining why the size of the red pulp did not change much at the time of analysis.

## Methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committees of JAXA (protocol numbers 017-001 and 017-014), NASA (protocol number FLT- 17-112), Explora BioLabs (EB15-010C), and Tohoku University (2017MdA-328) and conducted according to the related guidelines and applicable laws of Japan and the United States of America. Nrf2-KO and WT male mice provided for the MHU-3 project and GC experiments were selected after 3-weeks acclimation in individual housing cages, based on the health condition^18,21^. Blood collection from the distal end of the tail was performed with tail clippers (KAI, PQ3357)^18,21^. Haematopoietic indices of blood collected from IVC were measured with VetScan HM5 autohemocytometers (Abaxis) on the US West Coast and Celltac-α MEK6450 autohemocytometers (Nihon Koden) in Japan. Bone marrow cells collected from the right pelvis and tibia were suspended in phosphate-buffered saline (PBS). Spleen mononuclear cell suspensions were isolated by filtration through a 100-μm cell strainer (Corning) to remove tissue fragments. After washing with PBS once, the cell pellets were resuspended in CELLBANKER2 (ZENOAQ RESORCE). After the samples were divided into three tubes, each cell suspension aliquot was frozen on dry ice and cryopreserved in liquid nitrogen.

### Quantification of cells in the spleen

Each spleen was divided transversely into three pieces, and a centre piece was fixed in Mildform 10 N (Wako), followed by embedding in paraffin. Two 3-µm-thick sections were prepared from each sample and stained with haematoxylin-eosin. Images were scanned using SLIDEVIEW VS200 (Olympus) and processed using QuPath software (v.0.3.2)^38^. To quantify WP and RP cells, an algorithm for cell detection was used in QuPath’s built-in cell detection programme, with representative pictures in which WP and RP areas were selected manually, and then the cell classification programme of QuPath was performed following the algorithm.

### Flow cytometry

The cryopreserved cells were rapidly thawed at 37 °C and immediately transferred into high-glucose DMEM (Nacalai) with 20% foetal bovine serum (FBS). After washing once with medium, the cells were washed once more with PBS. Lineage depletion was performed using a cocktail of biotinylated antibodies against Ter119, B220, Gr1, CD8, CD4, CD11b and CD127, each at a concentration of 1.0 μg/mL, followed by removal using Dynabeads M-280 streptavidin-conjugated magnetic beads (Thermo Fisher Scientific). Cells were labelled with fluorescence labelled antibodies at a concentration of 1.0 μg/mL and incubated on ice in the dark for 20 minutes. Subsequently the cells underwent two washes with PBS and were then resuspended in PBS containing 2% FBS. The debris exclusion was accomplished by creating a plot depicting the relationship between forward scatter (FSC)-area (A) vs. the side scatter (SSC)-A. To exclude doublet cells, a graph depicting FSC-height (H) against FSC-width (W) was employed, followed by another graph showing SSC-H vs. the SSC-W. The exclusion of dead cells was achieved through the utilisation of 7-Amino-Actinomycin D (BD Biosciences). The details of the fluorescently labelled antibodies used for flow cytometry analyses are shown in Supplementary Table 1 and gating strategies are provided in Supplementary Methods. The stained cells were filtered through a 35-μm strainer cap (FALCON) and analysed with BD FACSAria II and BD FACSDiva software (Becton Dickinson).

### RNA-sequence analysis

Total RNA was isolated from the cryopreserved bone marrow cells in CELLBANKER2 liquid by directly adding 3 mL ISOGEN-LS (NIPPON GENE) at room temperature. RNA integrity was assessed using an Agilent 2200 TapeStation. Two hundred nanograms of total RNA was subjected to cDNA library preparation using the MGIEasy RNA Directional Library Prep Set (MGI). The libraries were sequenced using DNBSEQ-G400 (MGI). The raw reads were mapped to the mouse mm10 genome using STAR (version 2.6.1)^58^. Transcripts per million (TPM) values were obtained to measure gene expression using RSEM (version 1.3.1)^59^. TPM values of spleen samples were obtained from a previously published dataset^18^. The TPM was normalised in iDEP.95^39^. Genes with a TPM above one in at least one sample were included in further analyses. k-means clustering was performed by iDEP.95. DEGs were analysed with a false discovery rate cut-off <0.1 and a fold change cut-off ≥2 using iDEP.95. Global analysis heatmaps were produced using R-based heatmap.3 and gplots packages.

### Statistics and reproducibility

Data points represent biological replicates. To assess dissimilarities among GC-WT, FL-WT, GC-KO and FL-KO groups, The Kruskal‒Wallis tests were performed. In cases where the *p*-value was less than 0.05, further Steel-Dwass multiple comparisons were conducted to evaluate differences among all four groups. For comparing the time-course changes in haematocrit values, a two-tailed Wilcoxon signed-rank test was employed in a pairwise manner. To assess the disparities between Nrf2-KO and control WT mice under both ground and spaceflight conditions, one-sided Wilcoxon rank sum tests were independently performed. Statistical analysis was carried out using JMP Pro 16 software (SAS Institute).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data depicted in this publication have been deposited in NCBI’s Gene Expression Omnibus^60^ and accessible through GEO Series accession number (GSE240654). Supplementary Data 1 includes the source data corresponding to the graphs presented in the main figures and supplemental figures. All relevant data are available from the corresponding authors upon reasonable request.

# Supplementary material for: Nrf2 alleviates spaceflight-induced immunosuppression and thrombotic microangiopathy in mice
**Source:** Commun Biol. 2023 Aug 25;6:875. doi: 10.1038/s42003-023-05251-w
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

### **Supplementary Table 1**

**Antibodies used for flow cytometry analyses.**

### **Supplementary Methods**

**Gating strategies used for flow cytometry analyses.**

### **Supplementary Fig. 1**

**Pictures of the centrifuge tubes used to measure t-Hct.**

### **Supplementary Fig. 2**

**Trimethylamine N-oxide levels are elevated in the plasma during spaceflight.**

### **Supplementary Fig.3**

**Comparison of platelet parameters between Nrf2-KO and wild-type control mice in the ground and spaceflight conditions.**

### **Supplementary Fig. 4**

**Comparison of *vWF* gene expression between Nrf2-KO and wild-type control mice in the ground and spaceflight conditions.**

### **Supplementary Fig. 5**

**Gene expression changes for tissue inflammation markers.**

### **Supplementary Fig. 6**

**Comparison of coagulation and fibrinolysis gene expression between Nrf2-KO and wild-type control mice in the ground and spaceflight conditions.**

### **Supplementary Fig. 7**

**Original and colorized images of HE staining showing WP and RP cell detection, and classification.**

### **Supplementary Fig. 8**

**Flow cytometry analyses evaluating cell viability in cryopreserved samples.**

**Supplementary Fig. 9**

**Populations of haematopoietic stem and progenitor cells in the spleen and bone marrow of mice after spaceflight.**

**Supplementary Fig. 10**

**Comparison of erythroid-related gene expression between Nrf2-KO and wild-type control mice in the ground and spaceflight conditions.**

**Supplementary Fig. 11**

**Expression of *Stfa* gene variants in the bone marrow.**

## Supplementary Table 1

### Antibodies used for flow cytometry analyses.

|                                   | Antigen | Label          | Manufacturer   |       |        |        |        |        |      |    |     |         |         |
|-----------------------------------|---------|----------------|----------------|-------|--------|--------|--------|--------|------|----|-----|---------|---------|
| HSPC                              |         |                |                | LSK   | LT-HSC | ST-HSC | MPP2   | MPP3   | LMPP | LK | CMP | GMP     | MEP     |
|                                   | ckit    | APC-eF780      | eBioscience    | +     | +      | +      | +      | +      | +    | +  | +   | +       | +       |
|                                   | Sca1    | BV421          | BioLegend      | +     | +      | +      | +      | +      | +    | -  | -   | -       | -       |
|                                   | CD150   | BV510          | BioLegend      |       | +      | -      | +      | -      | -    |    |     |         |         |
|                                   | CD48    | FITC           | BioLegend      |       | -      | -      | +      | +      | +    |    |     |         |         |
|                                   | FLT3    | PE             | BioLegend      |       | -      | -      | -      | -      | +    |    |     |         |         |
|                                   | CD34    | Alexa Fluor 64 | BioLegend      |       |        |        |        |        |      |    | mid | low~mid | low~mid |
|                                   | CD16/32 | PE-Cy7         | BioLegend      |       |        |        |        |        |      |    | mid | high    | low     |
| Lineage<br>Committed cells<br>(1) |         |                |                | M1-MΦ | M2-MΦ  | Baso   | Neutro | Eosino | Mast | NK | mDC | pDC     |         |
|                                   | CD11b   | FITC           | BioLegend      | +     | +      |        | +      | -      |      | -  | +   | -       |         |
|                                   | F4/80   | APC            | BioLegend      | +     | +      |        |        |        |      | -  | -   | -       |         |
|                                   | Gr-1    | APC-eF780      | BioLegend      | -     | -      | +      | +      | +      | -    | -  |     | +       |         |
|                                   | FcεR1   | PE             | BioLegend      |       |        | +      | -      | -      | +    | -  | -   | -       |         |
|                                   | CD11c   | PE-Cy7         | BioLegend      | +     | -      | -      | -      | -      | -    | -  | +   | +       |         |
|                                   | NK1.1   | BV421          | BD Biosciences | -     | -      | -      | -      | -      | -    | +  | -   | -       |         |
| Lineage<br>Committed cells<br>(2) |         |                |                | T-pro | B-pro  | B      | Ery    | Meg    |      |    |     |         |         |
|                                   | ckit    | APC-eF780      | eBioscience    |       |        |        | +      |        |      |    |     |         |         |
|                                   | IL7Ra   | PE-Cy7         | eBioscience    | +     | +      | -      | -      | -      |      |    |     |         |         |
|                                   | CD19    | BV510          | BD Biosciences | -     | +      | +      | -      | -      |      |    |     |         |         |
|                                   | Ter119  | APC            | BD Biosciences | -     | -      | -      | -      | -      |      |    |     |         |         |
|                                   | CD71    | BV421          | BioLegend      | -     | -      | -      | +      | -      |      |    |     |         |         |
|                                   | CD41    | FITC           | eBioscience    | -     | -      | -      | -      | +      |      |    |     |         |         |
|                                   | CD61    | PE             | BD Biosciences | -     | -      | -      | -      | +      |      |    |     |         |         |
| Lineage depletion                 | Ter119  | biotinylated   | BioLegend      |       |        |        |        |        |      |    |     |         |         |
|                                   | B220    | biotinylated   | BioLegend      |       |        |        |        |        |      |    |     |         |         |
|                                   | Gr1     | biotinylated   | BioLegend      |       |        |        |        |        |      |    |     |         |         |
|                                   | CD8     | biotinylated   | BioLegend      |       |        |        |        |        |      |    |     |         |         |
|                                   | CD4     | biotinylated   | eBioscience    |       |        |        |        |        |      |    |     |         |         |
|                                   | CD11b   | biotinylated   | eBioscience    |       |        |        |        |        |      |    |     |         |         |
|                                   | CD127   | biotinylated   | eBioscience    |       |        |        |        |        |      |    |     |         |         |

APC: Allophycocyanin  
 APC-eF780: APC-eFluor 780  
 BV421: Brilliant Violet 421  
 BV510: Brilliant Violet 510  
 FITC: Fluorescein isothiocyanate  
 PE: Phycoerythrin  
 PE-Cy7: PE-Cyanin 7

## **Supplementary Methods**

### **Gating strategy for HSPCs.**

For the LSK and LK populations, two-dimensional dot plots were generated to analyse the expression of ckit and Sca1 in the lineage-negative cell population. Subsequently, in the LSK population, after excluding FLT3-positive cells, two-dimensional dot plots of CD150 and CD48 expression were constructed to investigate the LT-HSC, ST-HSC, MPP2, and MPP3 populations. For the LMPP population, FLT3-positive cells were gated from the LSK population, and two-dimensional dot plots of CD150 and CD48 expression were constructed. To examine the CMP, GMP, and MEP populations, two-dimensional dot plots of CD34 and CD16/32 expression were generated within the gating fraction of LK cells.

### **Gating strategy for M1- and M2 macrophages, basophils, neutrophils, eosinophils, mast cells, NK cells, mDCs and pDCs.**

To characterize the M1- and M2-macrophage populations, double-negative cells for Gr-1 and NK1.1 expression were initially gated, and the double-positive population of CD11b and F4/80 expression was gated. Subsequently, we generated one-dimensional histograms to analyse CD11c expression. For basophil and mast cell populations, after gating double-negative cells for CD11c and NK1.1 expression, two-dimensional dot plots of Gr-1 and FcεR1 expression was created. For neutrophil and eosinophil populations, FcεR1-negative cells were gated from double-negative populations of CD11c and NK1.1 expression, and then two-dimensional dot plots of CD11b and Gr-1 expression were generated. In the analysis of NK cell population, CD11c-negative and NK1.1-positive cells were gated from the double-negative population of F4/80 and FcεR1 expression. Subsequently, two-dimensional dot plots of CD11b and Gr-1 expression were constructed. For mDC and pDC populations, we gated CD11c-positive and NK1.1-negative cells from the double-negative population of F4/80 and FcεR1 expression. Then, two-dimensional dot plots were created to analyse CD11b and Gr-1 expression.

### **Gating strategy for T-progenitors, B-progenitors, B cell, erythroblasts, megakaryocytes.**

For T-progenitor, B-progenitor and B cell populations, double-negative cells for CD41 and CD61 expression were gated from the double-negative populations based on CD71 and Ter119 expression. Subsequently, we constructed two-dimensional dot plots to examine the expression of IL7Ra and CD19. In the case of erythroblast population, double-negative cells for CD41 and CD61 expression were gated from double-negative population of IL7Ra and CD19 expression. Furthermore, we also excluded cells with positive for Ter119 expression. Subsequently, we generated two-dimensional dot plots to analyse the expression of ckit and CD71. For the Megakaryocyte population, double-negative cells for CD71 and Ter119 expression were gated from double-negative populations of IL7Ra and CD19 expression, followed by the creation of two-dimensional dot plots to assess CD41 and CD61 expression.

Supplementary Fig. 1.

**GC-WT**

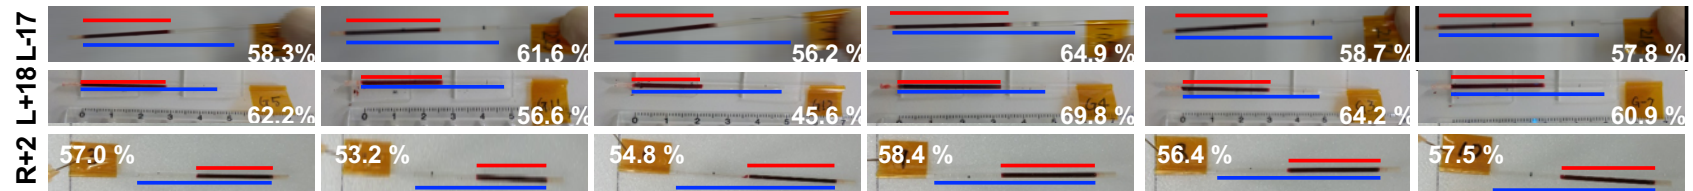

**FL-WT**

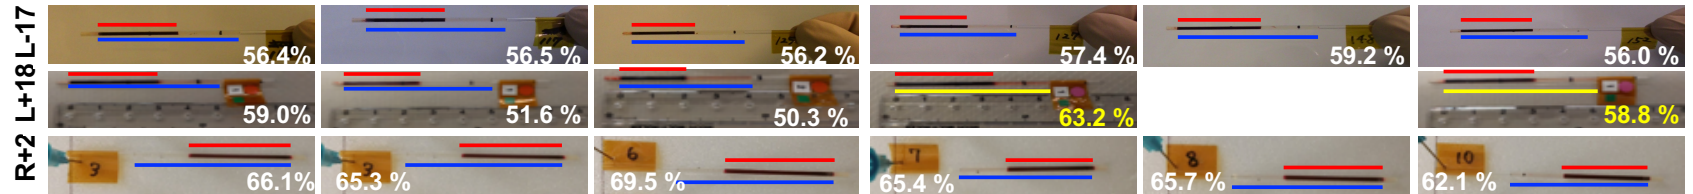

**GC-KO**

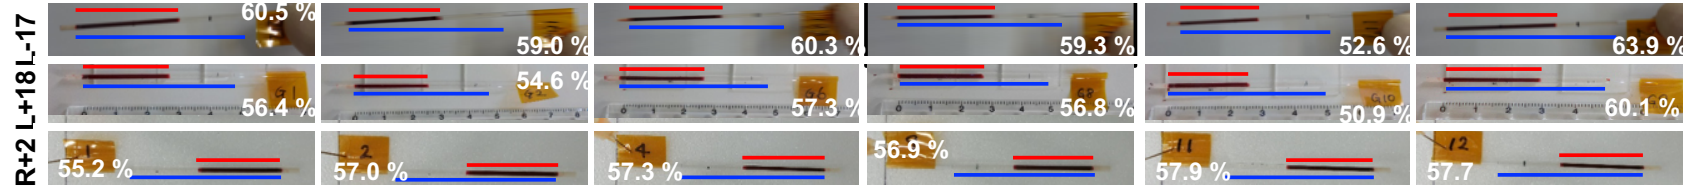

**FL-KO**

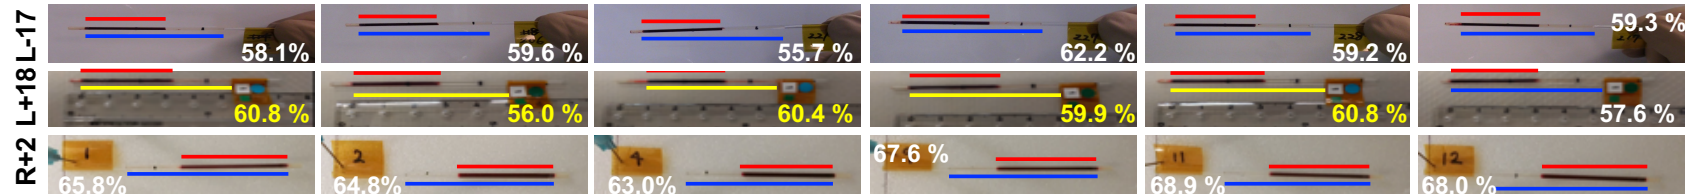

**Supplementary Fig. 1. Pictures of the centrifuge tubes used to measure t-Hct.**

Pictures of the centrifuge tubes for GC-WT, FL-WT, GC-KO and FL-KO mice at L-17, L+18 and R+2. Red and blue lines indicate the lengths of packed RBCs and whole blood, respectively. The calculated t-Hct values are shown. To our regret, in some samples, the edges of the whole blood were hidden by labels. In such cases, the lengths from the bottom of the blood to the label margin of the tube are indicated by yellow lines. Even in such cases, we calculated the %length of the red line to the yellow line and showed the values individually in yellow. Since the lengths of whole blood are expected to be longer than the yellow line in every tube, the t-Hct values of those tubes are obviously lower than the %length values. Note that we could not obtain tail blood from one FL-WT mouse at L+18.

**Supplementary Fig. 2.**

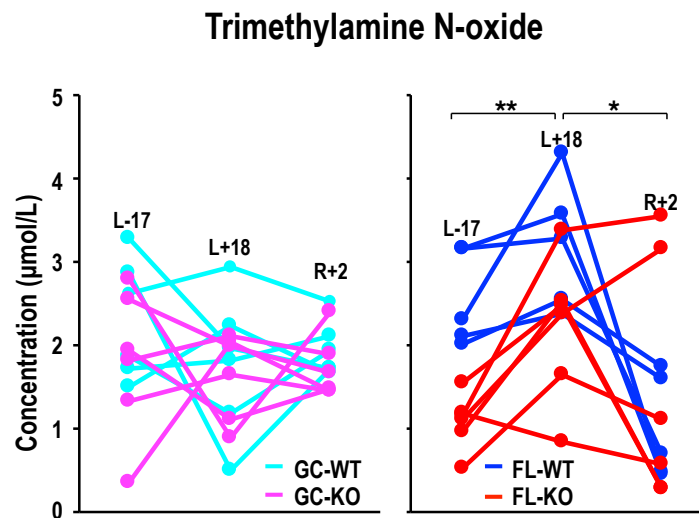

**Supplementary Fig. 2. Trimethylamine N-oxide levels are elevated in the plasma during spaceflight.**

Time course of changes in the plasma levels of trimethylamine N-oxide at L-17, L+18 and R+2. Data from 6 GC-WT and 6 GC-KO mice are shown in the left panel, and those from 5 FL-WT and 6 FL-KO mice are shown in the right panel. P values obtained with the two-tailed Wilcoxon signed-rank test for the comparison between the levels observed at L-17 and L+18 and those observed at L+18 and R+2 in FL mice are shown. Dots represent individual animals. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ .

**Supplementary Fig. 3.**

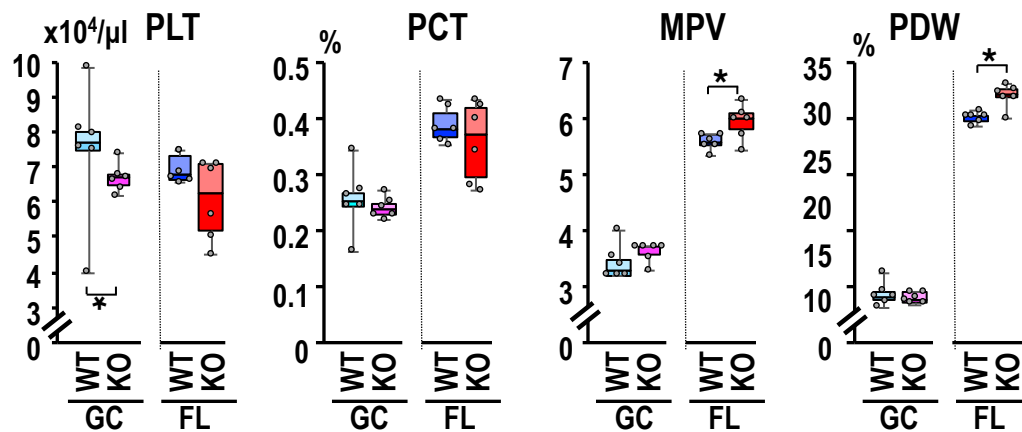

**Supplementary Fig. 3. Comparison of platelet parameters between Nrf2-KO and control WT mice in the ground and spaceflight conditions.**

Box-and-dot plots of platelet parameters. One-sided Wilcoxon rank sum tests were performed to evaluate the differences between Nrf2-KO and control WT mice in the ground (left part in each panel) and spaceflight (right part) conditions. \*;  $P < 0.05$ .

Supplementary Fig. 4.

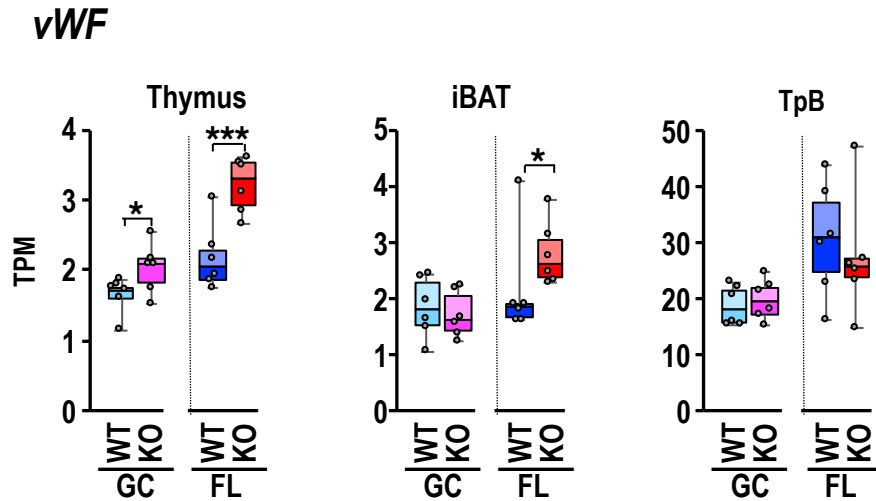

Supplementary Fig. 4. Comparison of *vWF* gene expression between Nrf2-KO and control WT mice in the ground and spaceflight conditions.

Box-and-dot plots of *vWF* gene expression in thymus, interscapular brown adipose tissue (iBAT), and temporal bone (TpB). One-sided Wilcoxon rank sum tests were performed to evaluate the differences between Nrf2-KO and control WT mice in the ground (left part in each panel) and spaceflight (right part) conditions. \*,  $P < 0.05$ , \*\*\*;  $P < 0.005$ .

Supplementary Fig 5.

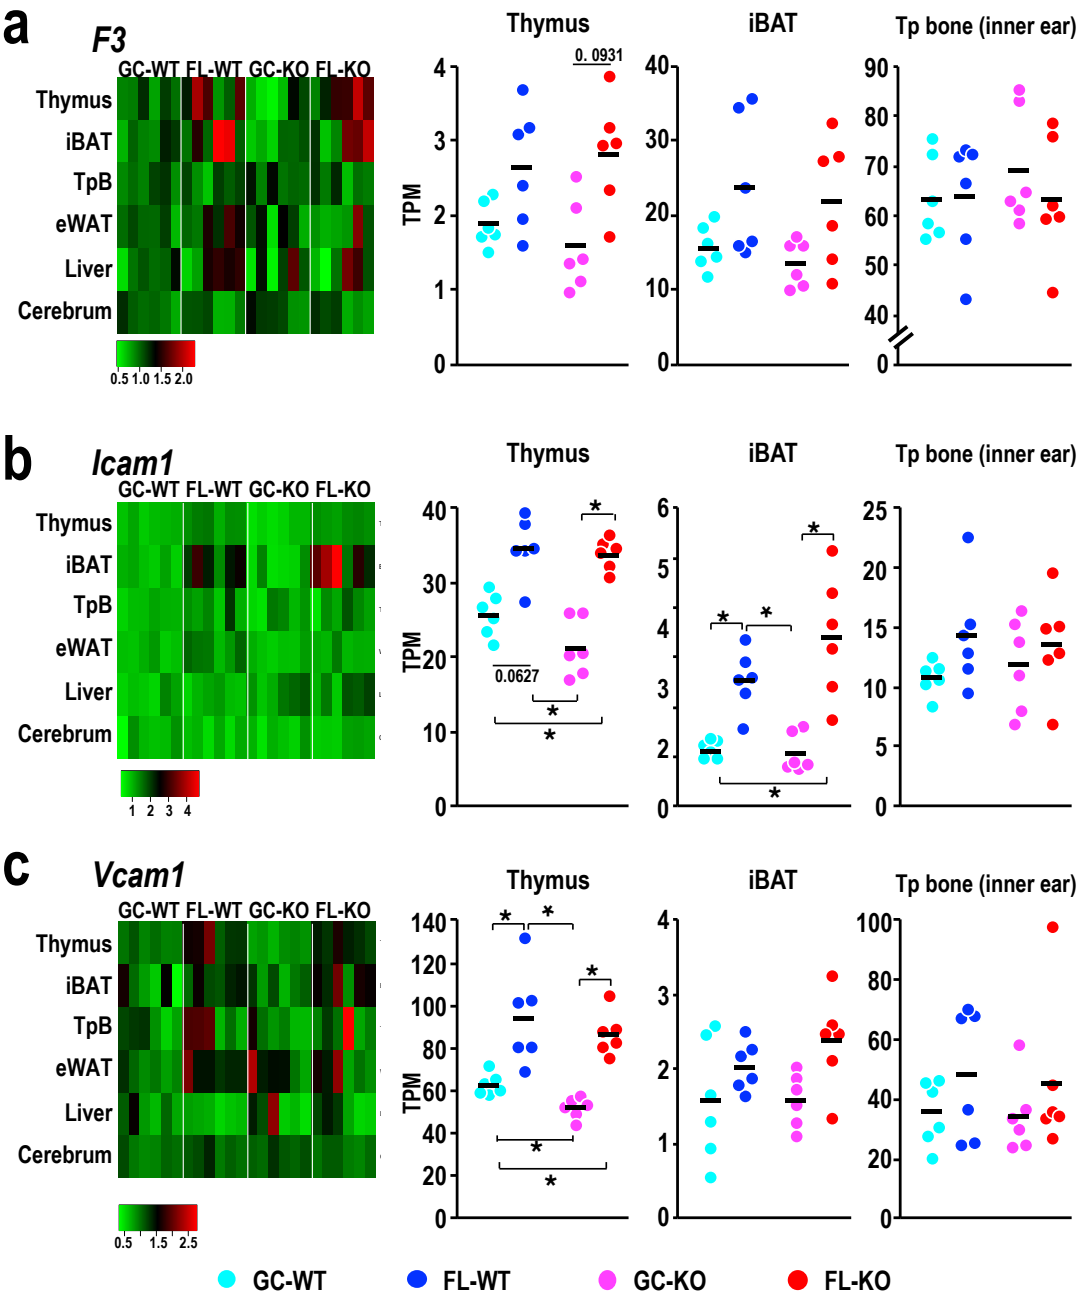

**Supplementary Fig. 5. Gene expression changes for tissue inflammation markers.**

Expression of the genes encoding F3 (coagulation factor III) (**a**), ICAM1 (**b**), and VCAM1 (**c**) in mice. Heatmaps of the relative expression of these genes in the thymus, iBAT, TpB, epididymal white adipose tissue (eWAT), liver and cerebrum are shown on the left. The mean value of each gene in individual tissues from GC-WT mice was set to one. Dot plots of expression in the thymus, iBat and TpB are shown in the right three panels.

Supplementary Fig. 6.

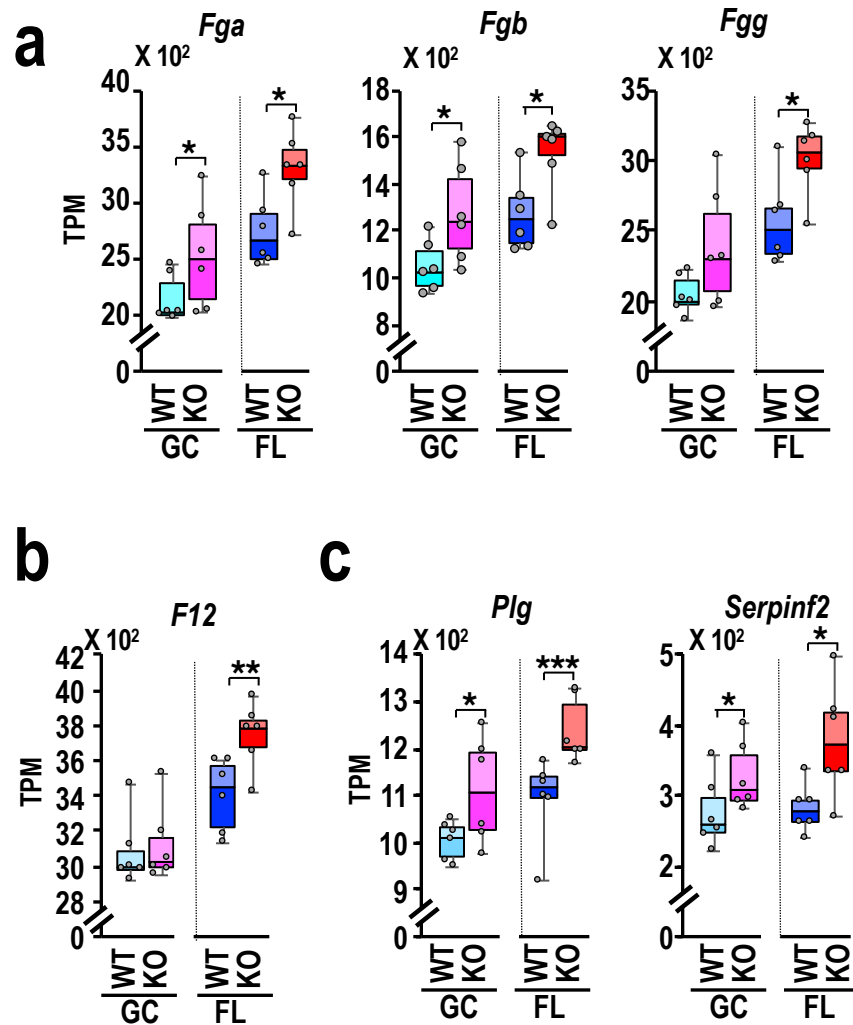

Supplementary Fig. 6. Comparison of coagulation and fibrinolysis gene expression between Nrf2-KO and control WT mice in the ground and spaceflight conditions.

Box-and-dot plots of the expression of fibrinogen genes (a), *F12* gene (b) and *Plg* and *Serpinf2* genes (c) in the livers. One-sided Wilcoxon rank sum tests were performed to evaluate the differences between Nrf2-KO and control WT mice in the ground (left part in each panel) and spaceflight (right part) conditions. \*,  $P < 0.05$ , \*\*,  $P < 0.01$ , \*\*\*,  $P < 0.005$ .

Supplementary Fig. 7.

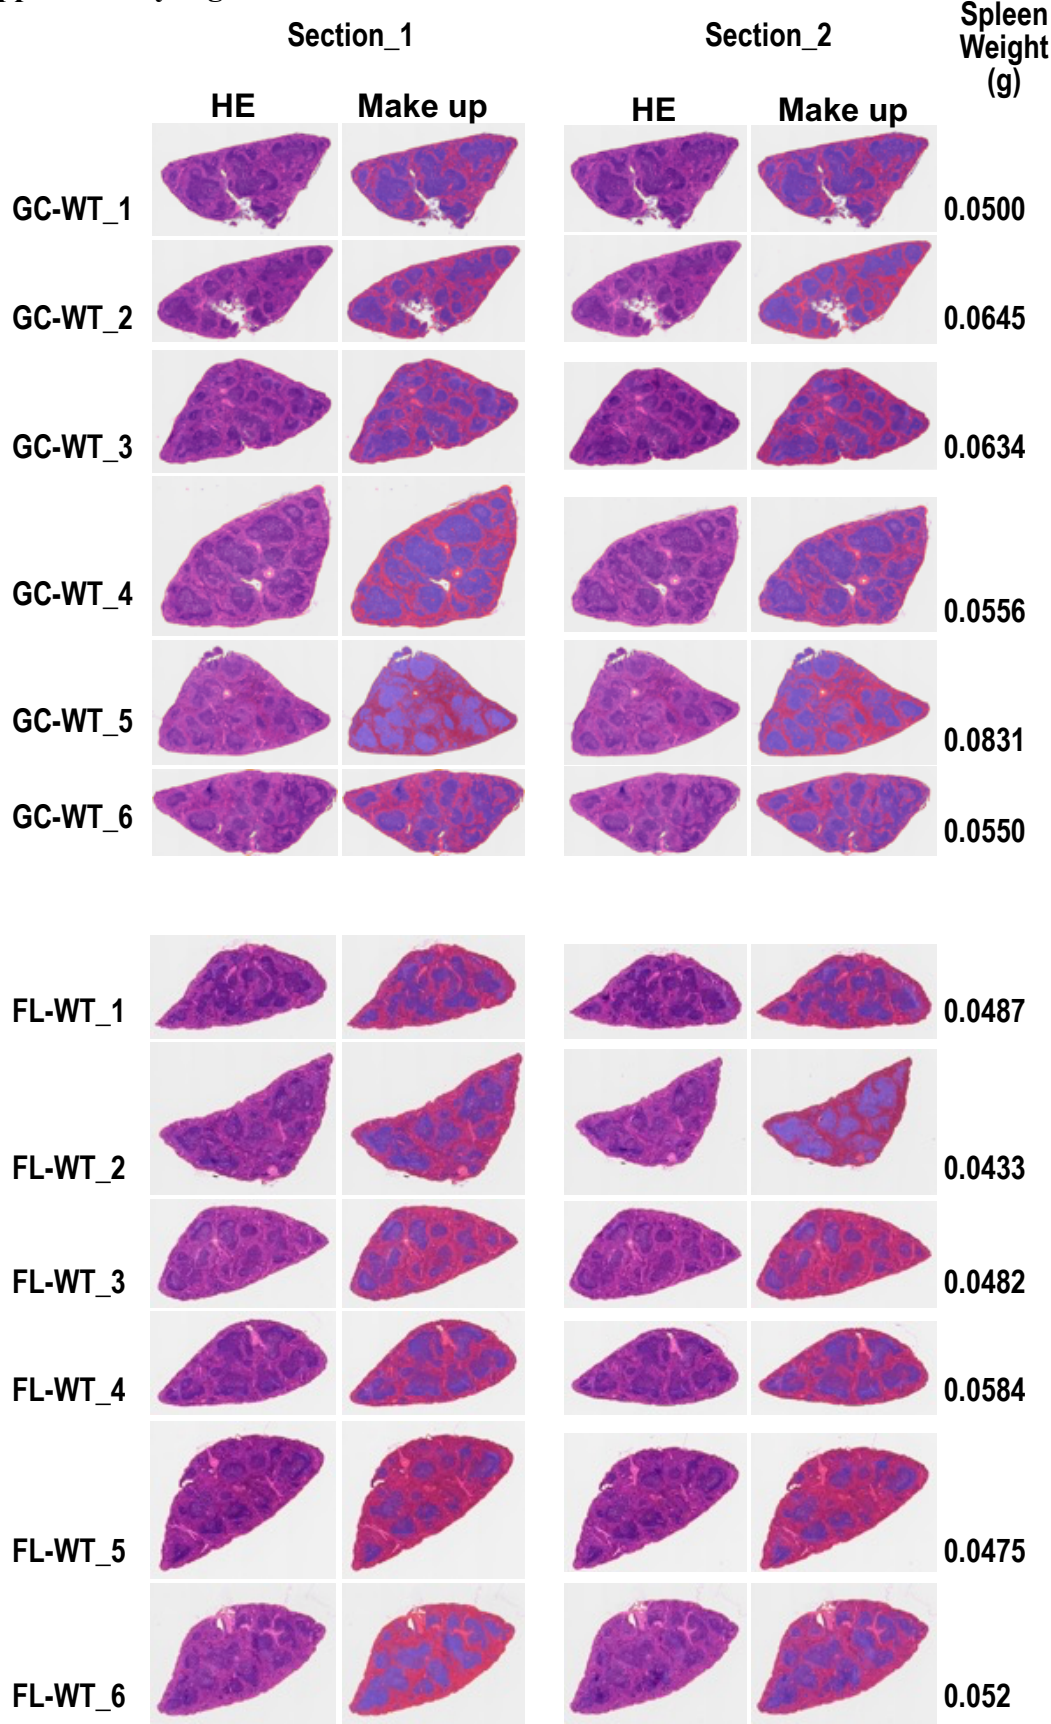

Supplementary Fig. 7. (Continued)

|         | Section_1                                                                           |                                                                                     | Section_2                                                                            |                                                                                       | Spleen Weight (g) |
|---------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|-------------------|
|         | HE                                                                                  | Make up                                                                             | HE                                                                                   | Make up                                                                               |                   |
| GC-KO_1 | 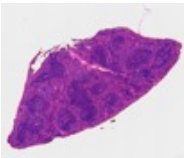   | 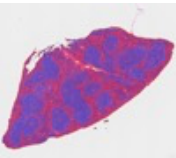   | 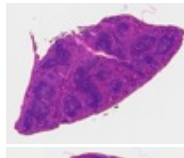   | 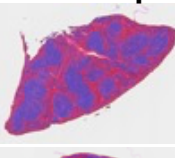   | 0.0562            |
| GC-KO_2 | 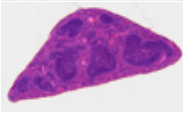   | 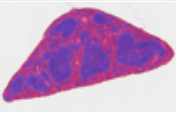   | 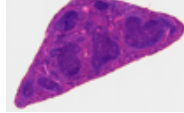   | 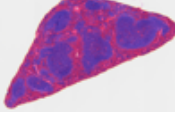   | 0.0569            |
| GC-KO_3 | 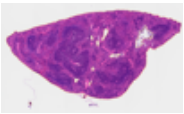   | 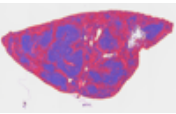   | 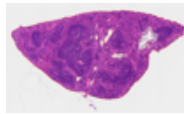   | 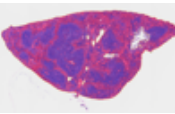   | 0.0681            |
| GC-KO_4 | 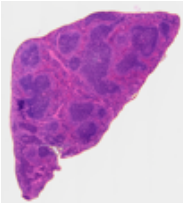  | 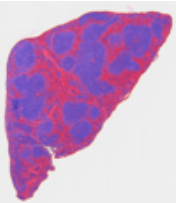  | 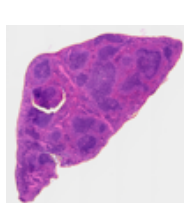  | 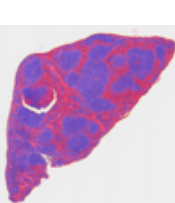  | 0.0644            |
| GC-KO_5 | 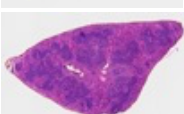 | 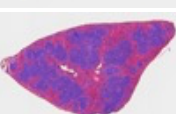 | 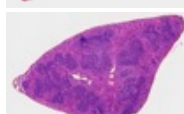 | 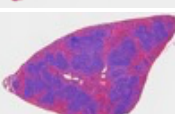 | 0.0538            |
| GC-KO_6 | 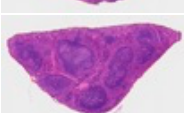 | 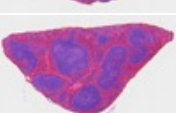 | 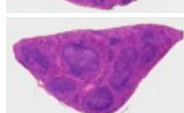 | 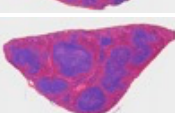 | 0.0687            |
| FL-KO_1 | 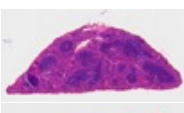 | 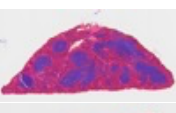 | 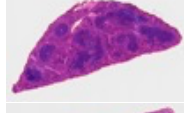 | 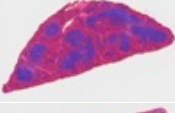 | 0.0479            |
| FL-KO_2 | 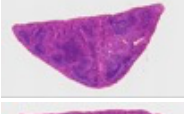 | 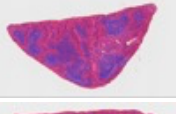 | 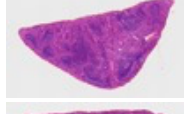 | 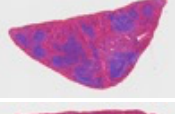 | 0.0480            |
| FL-KO_3 | 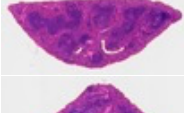 | 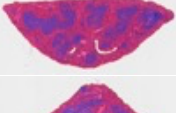 | 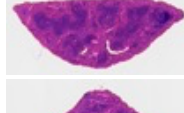 | 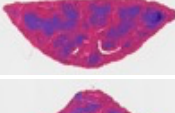 | 0.0529            |
| FL-KO_4 | 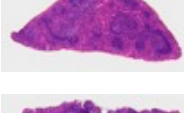 | 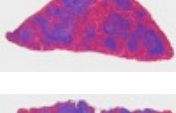 | 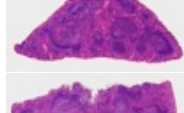 | 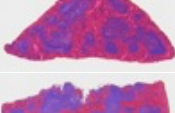 | 0.0476            |
| FL-KO_5 | 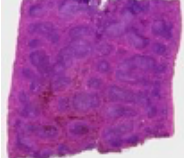 | 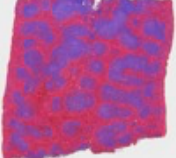 | 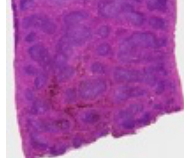 | 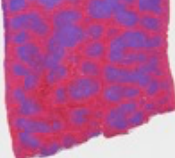 | 0.0556            |
| FL-KO_6 | 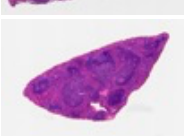 | 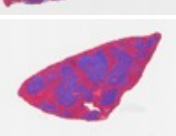 | 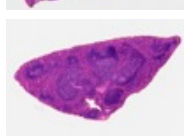 | 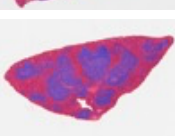 | 0.0518            |

**Supplementary Fig. 7. Original and colorized images of HE staining showing WP and RP cell detection and classification.**

Original HE staining images (left panels) and colorized images generated using QuPath (right panels) are shown for each of two sections from paraffin-embedded mouse spleens. White pulp (WP) and red pulp (RP) cells are shown in blue and red, respectively, in the colorized images.

Supplementary Fig. 8.

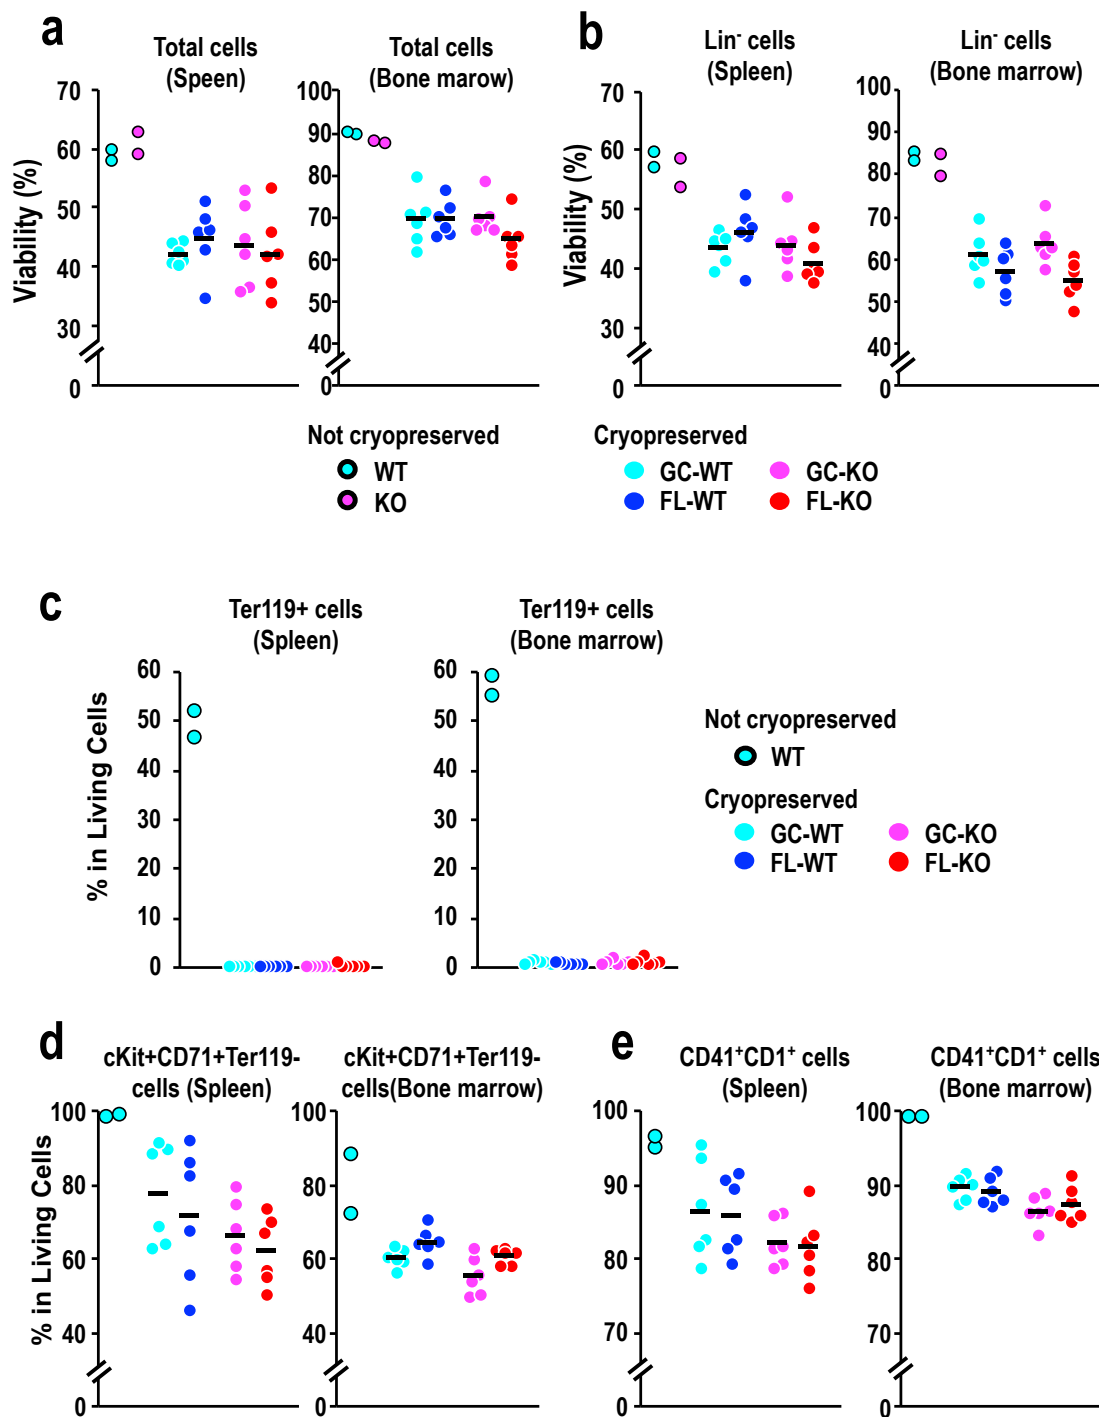

**Supplementary Fig. 8. Flow cytometry analyses evaluating cell viability in cryopreserved samples.**

Comparison of cell viability for total cells (**a**) and lineage-negative cells (**b**) between fresh and cryopreserved samples from the spleen (left) and bone marrow (right). The percentages of lineage-committed cells among live cells are also shown for Ter119-positive cell populations (**c**), ckit<sup>+</sup>CD71<sup>+</sup>Ter119<sup>-</sup> erythroblast populations (**d**), and CD61<sup>+</sup>CD41<sup>+</sup> megakaryocyte populations (**e**). Note that there is a very small population of Ter119<sup>+</sup> cells among live cells. Dots represent individual animals. Means are shown in the plots.

Supplementary Fig. 9.

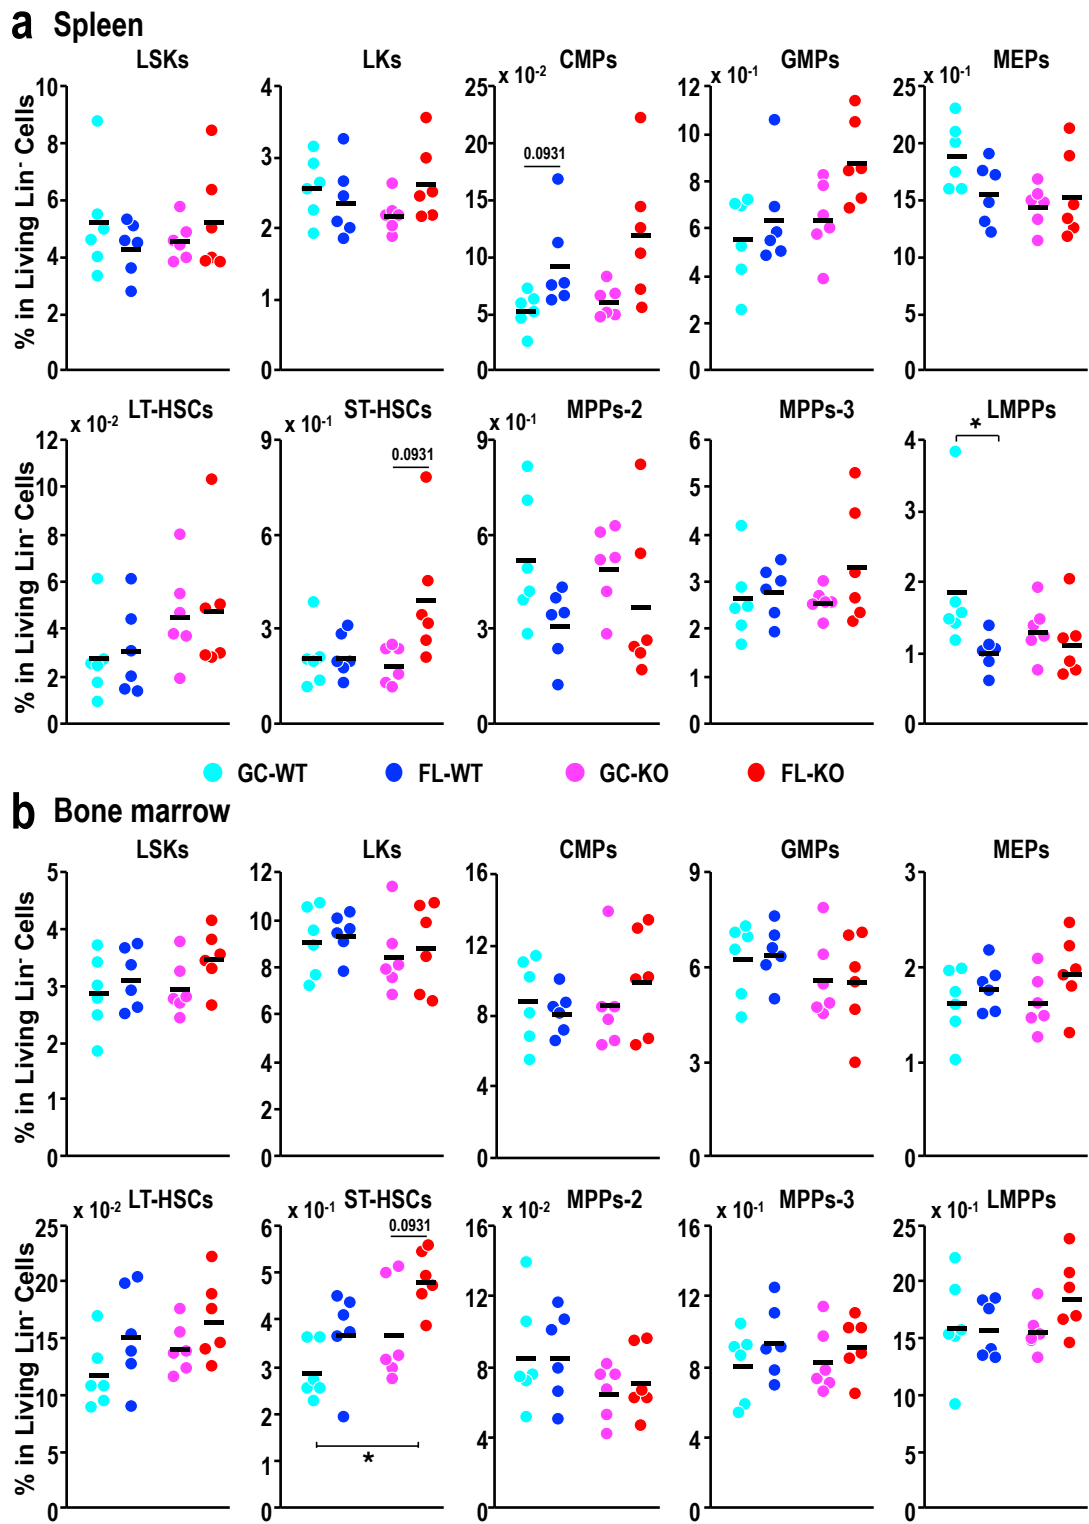

**Supplementary Fig. 9. Populations of haematopoietic stem and progenitor cells in the spleen and bone marrow of mice after spaceflight.**

Frequencies of various cell populations among live lineage-negative cells from the spleen (a) and bone marrow (b) are shown. Dots represent individual animals. Means are shown in the plots. \*,  $p < 0.05$ . LSKs, lineage-negative/Sca1-positive/cKit-positive cells; LKs, lineage-negative/Sca1-negative/cKit-positive cells; CMPs, common myeloid progenitors; GMPs, granulocyte-macrophage progenitors; MEPs, megakaryocyte/erythrocyte progenitors; LT-HSCs, long-term haematopoietic stem cells; ST-HSC, short-term HSCs; MPPs-2, multipotent progenitors subset 2; MPPs-3, multipotent progenitors subset 3; and LMPPs, lymphoid-primed multipotent progenitors.

Supplementary Fig. 10.

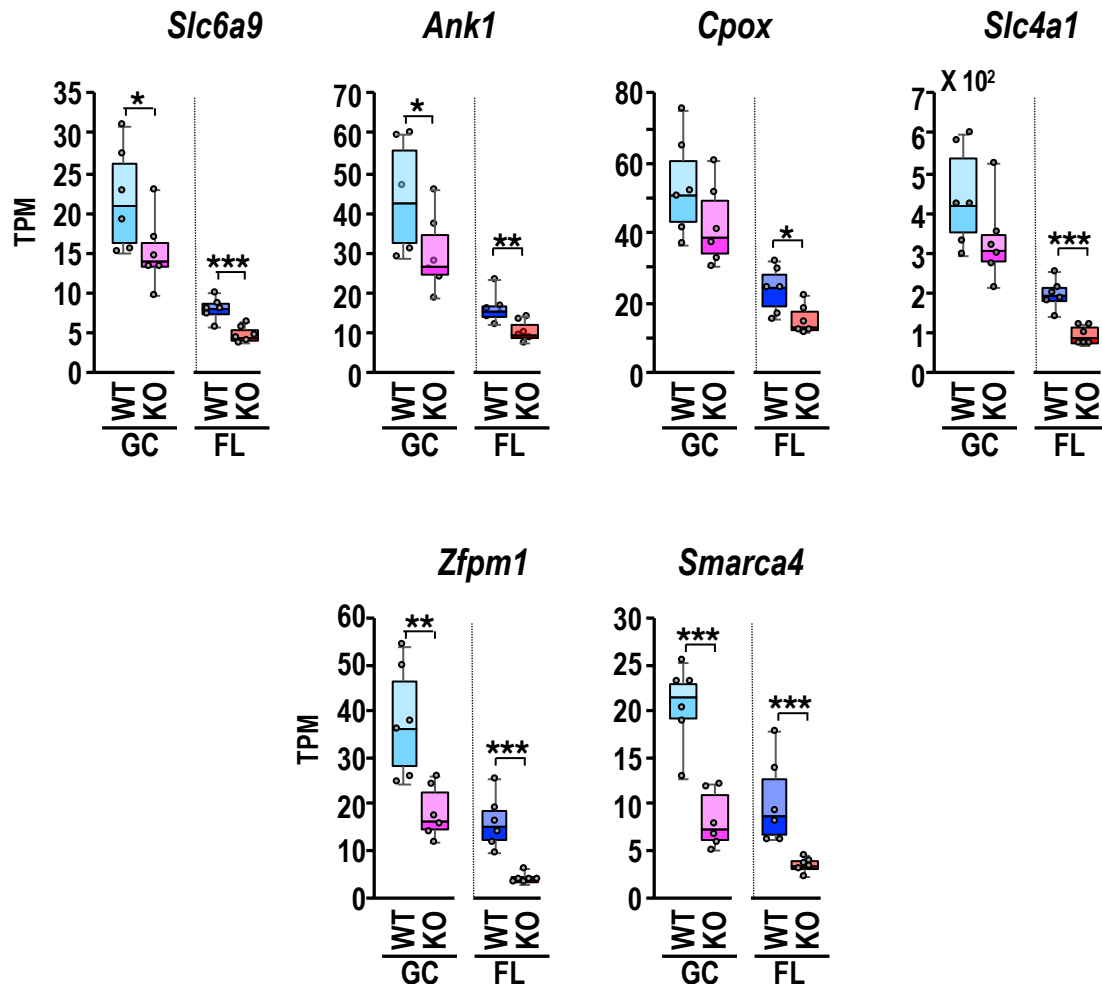

Supplementary Fig. 10. Comparison of erythroid-related gene expression between Nrf2-KO and control WT mice in the ground and spaceflight conditions.

Box-and-dot plots of the expression of *Slc6a9*, *Ank1*, *Cpox*, *Slc4a1*, *Zfp1* and *Smarca4* genes in the bone marrows. One-sided Wilcoxon rank sum tests were performed to evaluate the differences between Nrf2-KO and control WT mice in the ground (left part in each panel) and spaceflight (right part) conditions. \*, P < 0.05, \*\*, P < 0.01, \*\*\*, P < 0.005.

Supplementary Fig. 11.

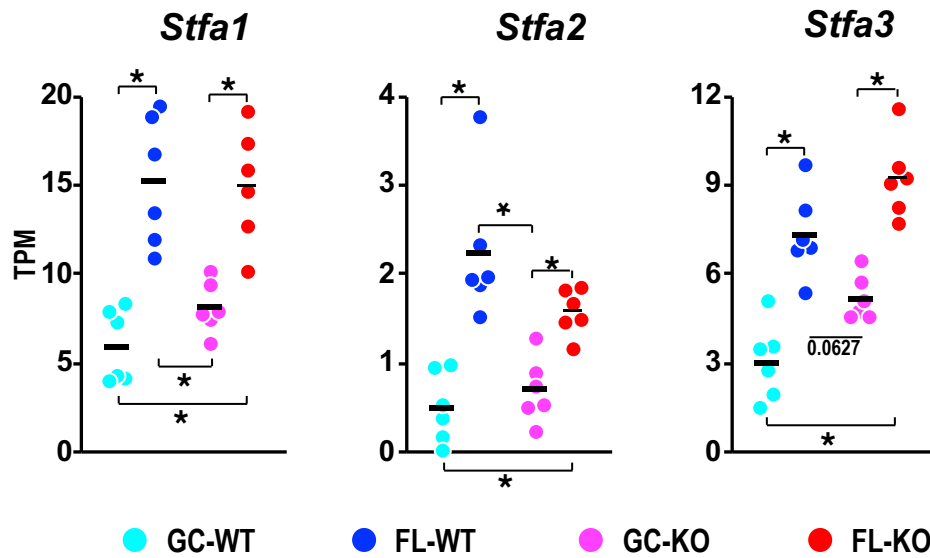

Supplementary Fig. 11. Expression of *Stfa* gene variants in the bone marrow.

Dot plot of the expression of the *Stfa1*, *Stfa2* and *stfa3* genes in the bone marrow. Note that the expression of the three *Stfa* genes was increased by spaceflight. Dots represent individual animals. Means are shown in the plots. \*,  $p < 0.05$ .

# Supplementary material for: Nrf2 alleviates spaceflight-induced immunosuppression and thrombotic microangiopathy in mice
**Source:** Commun Biol. 2023 Aug 25;6:875. doi: 10.1038/s42003-023-05251-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data corresponding to the graphs presented in the main figures and supplemental figures.

# Supplementary material for: Nrf2 alleviates spaceflight-induced immunosuppression and thrombotic microangiopathy in mice
**Source:** Commun Biol. 2023 Aug 25;6:875. doi: 10.1038/s42003-023-05251-w
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** The protocols have been described in the "Methods" section, including BD FACSAria II, BD FACSDiva software (Becton Dickinson). Standard, open-source tools used in data collection are described in the "Methods" section.

**Data analysis** All computational tools used in data analysis are described in the "Methods" section and are open-source tools that have been previously published, including the iDEP.95. Statistical analyses were performed using using JMP Pro 16 (SAS Institute Inc.).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data reported in this manuscript will be freely available.  
The datasets are available from the corresponding author on reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | n/a |
| Population characteristics  | n/a |
| Recruitment                 | n/a |
| Ethics oversight            | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample-size was determined based on the similar study in the field, and it is indicated either in the figure legends or the methods section. |
| Data exclusions | No data was excluded for analysis.                                                                                                           |
| Replication     | The replication numbers were represented in the figure.                                                                                      |
| Randomization   | Animals were randomly assigned for the different treatment in this study.                                                                    |
| Blinding        | The investigators were not blinded to group allocation during data collection and analysis.                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The detailed information of the antibodies has been introduced in supplementary information.                                              |
| Validation      | All antibodies employed in this study are sourced from the specified commercial providers, as indicated in the supplementary information. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Twelve wild-type and Twelve Nrf2-KO mice in C57BL/6 background were used in this study. The mice were bred at Charles River Laboratories Japan. Six wild-type and six Nrf2-KO mice, aged 8 weeks, were transported to the Kennedy Space Center 3weeks prior to launch. After acclimation in individual housing cages. they were utilized for the space experiment. Additionally, six wild-type and six Nrf2-KO mice were subjected to a ground control experiment at JAXA Tsukuba in Japan, accurately mimicking the conditions of the space experiment. |
| Wild animals            | This study did not involve wild-animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | All mice were male.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | This study did not utilize samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | All animal experiments were approved by the Institutional Animal Care and Use Committees of JAXA (protocol numbers 017-001 and 017-014), NASA (protocol number FLT- 17-112), Explora BioLabs (EB15-010C), and Tohoku University (2017MdA-328) and conducted according to the related guidelines and applicable laws of Japan and the United States of America.                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                        |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | The detailed information of flow cytometry analyses have been introduced in this study |
| Instrument                                                                                                                                                | BD FACSAria II                                                                         |
| Software                                                                                                                                                  | FACSDiva software                                                                      |
| Cell population abundance                                                                                                                                 | Details are in the methods section.                                                    |
| Gating strategy                                                                                                                                           | See methods for details.                                                               |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

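RNA of bone marrow cells was measured in 24 male C57BL/6 mice, 6 in each of the GC-WT, FL-WT, GC-KO and FL-KO groups, with a library per mouse. The mouse numbers are shared between ground and flight mice.

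The authors isolated RNA from cryopreserved cells in CELLBANKER2 with ISOGEN-LS, prepared libraries from 200 ng of RNA with the MGIEasy RNA Directional Library Prep Set, sequenced them on the DNBSEQ-G400, mapped the reads to mm10 with STAR 2.6.1 and estimated TPM with RSEM 1.3.1. The deposited table gives TPM, as its column sums of 999999.5 to 1000001.1 show. The paper analysed it with iDEP.95. Read counts and library sizes are not in the table, so the depth per library is unknown and the counting error of a value cannot be given.

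Of 54752 genes, 26504 were at 0 in every library, and 12373 had a TPM above 1 in at least 1 library and were tested. Groups were taken from the sample labels. Values were analysed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with a mean per group, in the comparisons FL-WT vs. GC-WT, FL-KO vs. GC-KO, GC-KO vs. GC-WT and FL-KO vs. FL-WT and in the interaction of flight and genotype. DEGs had a Benjamini-Hochberg adjusted p under 0.1 and a fold change of at least 2. Single genes were also tested with an exact two-sided permutation test of the rank sum of TPM, and one-sided for lower values in Nrf2-KO mice. Gene lists were tested with limma's camera with an inter-gene correlation of 0.01, and compared with all genes by their median log2 fold change. Values of lists per mouse were tested with 100000 permutations of residuals. K-means was run with 3 clusters on the 2000 genes with the highest SD. Lists were compared with the clusters with Fisher's exact tests. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Coordinates, transcript lengths and GC content were taken from GENCODE M21 on GRCm38.

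The gene lists were 11 lists of marker genes (heme biosynthesis, erythroid, B progenitor, plasma cell, promyelocyte, secondary granule, mature neutrophil, monocyte and macrophage, T and NK, megakaryocyte, and hematopoietic stem and progenitor cells) and 5 lists from the paper (the 19 and the 10 genes of Fig. 8e, the 17 of Fig. 9d, the 21 of Fig. 10a and the 3 of Supplementary Fig. 11). The text names Nfe2l2, each gene the paper names for the RNA-seq of bone marrow, and in each comparison the 5 genes with the largest change in each direction among DEGs with a mean of at least 5 TPM and no overlap between the groups. Of 12373 tested genes, 12370 had a length and GC content.

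The alternatives tried were a pseudocount of 0.1; no filter, or a TPM above 1 in at least 6 libraries; median-of-ratios scaling or quantile normalization between libraries; a mean-expression trend in limma; a fit of the compared groups alone; an adjusted p under 0.05; no minimum fold change; the mouse number as a block; and each library left out in turn. Lists were also tested with fry and with an estimated inter-gene correlation, and clusters with genes chosen by the F statistic and with centred values. Leaving out 5 small RNAs, and removing the trend of each library with GC content and length, were added after the data were seen. The steps were tested on simulated data, in which 99% of 200 changed genes and 2 of 12173 unchanged genes were called. There, the noise was independent between genes, the changes exceeded the threshold and no library was shifted as a whole. These values are therefore not error rates for the real libraries. Other splits of the mice were drawn 100 times of 462 possible. GO terms were left out because no annotation was at hand.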

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

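The tests of an interaction in the 19 and the 10 genes of Fig. 8e, of the GC content trend in the 10 genes and of the genes on chromosome 14 were chosen only after the result was seen.

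A single mouse stood far from the other 5 in 10 of 116 groups examined, where chance gives 5.8. In genes, these were Zfpm1 in FL-KO mouse 11 (5.88 TPM, others 3.15 to 3.75), Stfa2 in FL-WT mouse 10 (3.74 TPM, others 1.51 to 2.31), Rag1 in GC-WT mouse 07 (9.84 TPM, others 5.27 to 6.94) and Gclm in GC-KO mouse 11 (62.4 TPM, others 37.7 to 44.7). The share of TPM in mitochondrially encoded genes was 1.36% in GC-WT mouse 06 (others 0.653% to 0.860%) and 1.83% in FL-WT mouse 10 (others 0.860% to 1.1%). The 5 small RNAs held 35.4% of TPM in GC-KO mouse 11 (others 45.3% to 48.4%). The rho of a library's deviations with GC content was -0.30 in FL-WT mouse 10 (others 0.24 to 0.52) and 0.26 in GC-KO mouse 12 (others -0.42 to -0.17), and that with transcript length was -0.14 in GC-WT mouse 10 (others 0.27 to 0.42). FL-WT mouse 10 and GC-KO mouse 11 appear more than once. The low share of small RNAs in GC-KO mouse 11 leaves more TPM for other genes, and without this mouse the downregulated DEGs of GC-KO vs. GC-WT numbered 605 in place of 376. Why single libraries differ was not tested. The mice of a group share their condition, so no biological explanation was tested.

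The effect of flight differed between the genotypes in Hist1h2ap (interaction -1.08, SE 0.20, adjusted p = 0.0746 from limma) and Gm26917 (-1.46, SE 0.25, adjusted p = 0.0475). Both were lower in FL-KO mice than in the other groups. Of 100 regroupings of the mice, the real one included, 5 gave as many genes, with a median of 0 in the others and a highest number of 632, so other groupings can give such a number as well. It was 0 with a pseudocount of 0.1 and 0 with the 5 small RNAs left out. Reads shared with other histone genes were not tested, and an effect of Nrf2 in flight stays open. These genes were named after their values were seen.

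In 8 gene lists, the median interaction relative to all genes passed an adjusted p of 0.05 in camera. The 10 genes of Fig. 8e had a value of -0.37 and the 17 genes of Fig. 9d a value of 0.395. It was -0.14 for the 21 Nrf2 target genes, -0.38 for the 3 Stfa genes, 0.12 for B progenitor, -0.25 for secondary granule, -0.32 for mature neutrophil and -0.22 for monocyte and macrophage genes. In fry, none of the 8 passed, with a lowest adjusted p of 0.0676 for the Stfa genes. With residuals of mice permuted, 0 lists passed 0.05 after adjustment over 17 lists, with a lowest adjusted p of 0.203, while 3 lists (the 10 genes, the Stfa genes, and monocyte and macrophage genes) passed it unadjusted. For the 10 genes, removing the GC content and length trends left -0.25. This does not decide whether the trends are the whole cause, since the values per mouse had an SE of 0.17 before their removal. Whether flight and genotype interact in the 10 genes (-0.37) cannot be told apart from no interaction, since the study picked the genes on these libraries and the values per mouse miss the threshold after adjustment. The same holds for the 29 genes of Fig. 8e together (-0.11). For the 19 genes, no interaction was detectable, with -0.046 in the median and -0.10 (SE 0.17) in the values per mouse. This spread does not exclude an interaction as large as that of the 29 genes. The 17 genes were selected on mice of all 4 groups, which enter the interaction, and the Stfa genes share reads with paralogs. A dependence of the effect of flight on Nrf2 stays open for these lists.

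Some genes that the paper does not report on were higher in Nrf2-KO than in WT mice on the ground and in flight. In GC-KO mice, Gm16867 was at 33.0 TPM, Gm27177 at 25.5, Gm3608 at 38.3 and Klk1 at 9.58. Gm16867 is listed at 0 in all WT mice. A window of chromosome 14 from 69277601 to 69683286, with 9 tested genes, held 6 of the 24 genes that were upregulated DEGs of Nrf2-KO in either comparison, where chance gives 0.017 (one-sided Fisher's exact p = 2.26e-15, with genes taken as independent). The window was defined after the values were seen. Near Nfe2l2, 0 of 82 tested genes within 10 Mb were upregulated DEGs. For Gm16867, 12 of 12 Nrf2-KO mice were above every WT mouse. A strain variant at this locus predicts this, with 12 of 12, and loss of Nrf2 acting on these genes predicts the same 12 of 12. These cannot be told apart, since each mouse without Nrf2 would carry both. In the window, Gm20236 and Gm37094 have identical values, as do Gm38378 and Gm37513, and reads shared between copies leave the value of each uncertain. Gm3608 on chromosome 1 and Klk1 on chromosome 7 lie elsewhere, and no explanation was tested for them.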

How the results depend on the processing

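The settings that leave out the 5 small RNAs and remove the GC content and length trends were chosen only after the result was seen. The order of comparisons below is FL-WT vs. GC-WT, FL-KO vs. GC-KO, GC-KO vs. GC-WT and FL-KO vs. FL-WT, and the cause was not tested except where given.

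With no filter, a TPM above 1 in at least 6 libraries, a mean-expression trend, a fit of the compared groups alone and an adjusted p under 0.05, the downregulated DEGs stayed close to those reported, at 112 to 117, 260 to 267, 366 to 377 and 1027 to 1034. A pseudocount of 0.1 gave 494, 925, 946 and 1984 downregulated and 16, 15, 37 and 45 upregulated DEGs. Median-of-ratios scaling gave 15, 22, 70 and 424 downregulated and 22, 8, 30 and 26 upregulated DEGs. Quantile normalization gave 32, 25, 86 and 309 downregulated and 10, 7, 33 and 28 upregulated DEGs. With no minimum fold change, which adds genes by construction, there were 4821, 6565, 5306 and 5844 downregulated and 123, 37, 387 and 236 upregulated DEGs. A fit of the compared groups alone gave 1 upregulated DEG in FL-KO vs. GC-KO. Without the 5 small RNAs, there were 230, 189, 902 and 1186 downregulated and 8, 5, 21 and 24 upregulated DEGs. With the GC content and length trends removed, there were 25, 17, 40 and 129 downregulated and 8, 4, 21 and 26 upregulated DEGs. The percent of DEGs that were higher was 6.5, 0.0, 4.1 and 1.1 as deposited. It was 59.5, 26.7, 30.0 and 5.8 with median-of-ratios scaling, and 23.8, 21.9, 27.7 and 8.3 with quantile normalization. With the trends removed, it was 24.2, 19.0, 34.4 and 16.8.

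The genes with an interaction of flight and genotype numbered 0 with a pseudocount of 0.1, 0 with no filter, 1 with quantile normalization, 1 at an adjusted p under 0.05, 0 without the small RNAs and 4 with the trends removed. With the mouse number as a block they numbered 10. The profiles of ground and flight mice with the same number had correlations between -0.036 and 0.30. There is no value for mice with different numbers to set against these, so whether the number marks a real pairing stays open. The downregulated DEGs shared by both flight comparisons numbered 269 with a pseudocount of 0.1, 2 with median-of-ratios scaling, 7 with quantile normalization, 4018 with no minimum fold change and 3 with the trends removed. Those shared by both genotype comparisons numbered 861, 59, 75 and 4808 in the planned settings, 777 without the small RNAs and 20 with the trends removed. Those of FL-WT vs. GC-WT also downregulated by Nrf2-KO numbered 64, 2, 0 and 2712, then 35 and 4. The largest k-means cluster held 837 genes chosen by the F statistic, 954 with quantile normalization and 865 with the trends removed. With the inter-gene correlation estimated, 2 gene list tests passed in place of 37. The calls of named genes numbered 71 with median-of-ratios scaling, 77 with quantile normalization and 58 with the trends removed, in place of 154.

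Some directions reversed. With no filter, the median of all genes lies nearer 0 by construction, and the medians relative to it were -0.068 for Nrf2 target genes and -0.018 for T and NK genes in FL-WT vs. GC-WT, -0.11 for secondary granule and -0.12 for T and NK genes in FL-KO vs. GC-KO, -0.21 for the 19 genes in GC-KO vs. GC-WT and -0.0062 for the Stfa genes in FL-KO vs. FL-WT. With the trends removed, they were 0.23 for the 19 genes and -0.40 for the Stfa genes in FL-KO vs. FL-WT, and the interaction of the 19 genes was 0.0046, or 0.036 with quantile normalization. With median-of-ratios scaling, quantile normalization and the trends removed, the log2 fold change was 0.13, 0.030 and 0.0099 for Nfe2l2 in FL-WT vs. GC-WT, 0.14, 0.035 and 0.010 for Gclm in GC-KO vs. GC-WT, and 0.0075, 0.072 and 0.29 for Srxn1 in FL-KO vs. GC-KO. The interaction of Smarca4 was 0.10 with quantile normalization, 0.12 without the small RNAs and 0.16 with the trends removed.

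Across the 24 fits that each left out a mouse, the downregulated DEGs ranged from 77 to 193, 172 to 380, 248 to 605 and 729 to 1251, and the upregulated DEGs from 8 to 10, 0 to 2, 15 to 20 and 7 to 14. The extremes came without FL-WT mouse 05 and 07, GC-KO mouse 11 and 04, GC-KO mouse 04 and 11, and FL-WT mouse 07 and 05. Genes with an interaction ranged from 0 without GC-WT mouse 03 to 4 without FL-WT mouse 05. The overlaps ranged from 55 to 113, 224 to 544 and 11 to 32, gene list calls from 34 to 40 and calls of named genes from 145 to 160. The 19 genes ranged from -0.057 without GC-WT mouse 05 to 0.045 without GC-KO mouse 12 in GC-KO vs. GC-WT, and from -0.13 to 0.013 in the interaction, without GC-WT mouse 06 and 05. The interaction of Smarca4 ranged from -0.14 to 0.15, without FL-WT mouse 05 and 07.

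In the planned settings, 218 of 251 values of gene lists kept their direction and side of the threshold, 22 became weaker, 4 stronger and 7 reversed. Of 554 values of single genes, 490 kept them, 22 became weaker, 35 stronger and 7 reversed. In the settings added later, 70 of 88 values of lists and 91 of 116 of genes kept them. The depth of the libraries is unknown, which limits how far values of genes at a few TPM can be read.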

Differences from the paper's values

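The median interactions of the 19 and the 10 genes of Fig. 8e were tested only after the result was seen, and the other tests of this part were not. Of the paper's 11 values stated in the text, 0 differ here by the measure used, and of 97 read from figures, 2 differ.

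The adjusted p of Ighv1-84 in FL-WT vs. GC-WT was 0.00051, against the paper's about 0.0037 in Fig. 9d, read by eye. Of the alternatives set before the data were examined, the difference was closed with no filter (0.00371), median-of-ratios scaling (0.00538) and a fit of the compared groups alone (0.00427). It was not with a pseudocount of 0.1 (0.00695), a TPM above 1 in at least 6 libraries (0.000366), quantile normalization (0.0129), a mean-expression trend (0.00038) or the mouse number as a block (0.00013).

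The adjusted p of Ighv6-3 in GC-KO vs. GC-WT was 0.00212, against the paper's about 0.0057 in Fig. 9d, read by eye. Of the alternatives set before the data were examined, the difference was closed with a pseudocount of 0.1 (0.00406), median-of-ratios scaling (0.00655), quantile normalization (0.00853) and a fit of the compared groups alone (0.00655). It was not with no filter (0.0125), a TPM above 1 in at least 6 libraries (0.00161) or a mean-expression trend (0.00185).

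The paper states that Nrf2-KO amplifies the effect of spaceflight on erythroid-related genes. Here, the interaction was past the thresholds in 0 of the 19 genes and 0 of the 10 genes of Fig. 8e, with 1 and 2 of them at an unadjusted p under 0.05, and was -0.046 in the median relative to all genes for the 19 genes and -0.37 for the 10 genes. The paper describes Zfpm1 as strongly lowered by Nrf2-KO. In GC-KO vs. GC-WT it fell by 0.99 on the log2 scale and was not a DEG, but it was with a pseudocount of 0.1 (-1.03), with no minimum fold change and, chosen after seeing the values, without the 5 small RNAs (-1.13). For Gclm, the paper's Fig. 10d marks a decrease in Nrf2-KO mice on the ground and none in flight. Here, the one-sided exact permutation p was 0.0898 on the ground, with a log2 fold change of -0.19, and 0.013 in flight, with -0.43. The flight value agrees in direction with the further decrease that the paper states for this gene. The paper states a smaller number of upregulated genes in FL-WT vs. GC-WT than the 8 found here, and other sizes of the k-means clusters than 1460, 284 and 256, within the margin used here.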

Other observations

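The tests of the small RNAs, of scaling as a cause of lower genes, of handling, of fewer erythroid cells and of more mature neutrophils were chosen only after the result was seen.

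Most genes were lower in flight and in Nrf2-KO mice. With the 5 small RNAs left out, the median of all genes nearest 0 among the 4 comparisons was still -0.21, which argues against these RNAs as the cause. The share of TPM left by the 100 most abundant genes gives 59.9% to 126.6% of the median over the 4 comparisons. TPM sums to a constant, so a larger share of these genes goes with a lower median whatever the cause. This value therefore cannot tell whether the abundant genes are the cause. Scaling between libraries may explain part of the counts, since those as deposited were at least 2.44 times those with median-of-ratios scaling. TPM is a share, so whether RNA per cell fell stays open. Of 100 splits of the 12 mice of each comparison, drawn from 462, only the real one gave as many DEGs, that is 1, 1, 1 and 1 of 100, with 68, 114, 138 and 733 the highest of the others. For the downregulated DEGs shared by both flight and by both genotype comparisons, 1 and 1 of 100 regroupings gave as many.

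Trends with GC content and length that differ between libraries may explain part of the downregulated DEGs. With them removed, 25 were left in FL-WT vs. GC-WT, 17 in FL-KO vs. GC-KO, 40 in GC-KO vs. GC-WT and 129 in FL-KO vs. FL-WT, and the highest of the other splits gave 8, 3, 25 and 38, which argues against the trends as the whole cause. Handling of the flight samples, as the whole cause of the length trend of FL-WT vs. GC-WT (rho -0.39), cannot be told apart from flight, since every flight mouse had both. The same limit holds for every other difference between flight and ground mice. RNA quality was not in the data.

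The fall of heme biosynthesis genes in flight exceeds the shift of all genes, with -0.73 relative to all genes in the comparison where it was smaller. The 14 erythroid marker genes were at -0.27 in FL-WT vs. GC-WT (adjusted p = 0.173 from camera), with 6 of them above the median of all genes. They were at -0.40 in FL-KO vs. GC-KO (adjusted p = 0.0334 from camera). Fewer erythroid cells would lower the haemoglobin share alike, but its log2 ratio was -0.081 in FL-KO vs. GC-KO (-0.14 to -0.020 with a mouse left out), and 0.079 in FL-WT vs. GC-WT (-0.052 to 0.15). This argues against a loss of erythroid cells in general. The paper's flow cytometry found early erythroid progenitors more frequent in the marrow of flight mice of both genotypes, which goes against a loss of that stage. Stages between these and the cells rich in haemoglobin were not measured, and a loss of them, or altered transcription, stays open. Megakaryocyte genes had medians of -0.48 (adjusted p = 0.0531 from camera, 0.0263 from fry) in FL-WT vs. GC-WT and -0.56 (adjusted p = 0.0585 and 0.0145) in FL-KO vs. GC-KO. In GC-KO vs. GC-WT and FL-KO vs. FL-WT, erythroid marker genes were at 0.38 (adjusted p = 1.31e-05 from camera, 0.386 from fry) and 0.29 (adjusted p = 0.00104 and 0.86) relative to all genes.

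Fewer B progenitors in the marrow may underlie the lower Rag1 and Bach2 in flight, since the other 13 B progenitor genes were at -0.59 relative to all genes in FL-WT vs. GC-WT, and the paper's flow cytometry also found fewer. A lower expression per cell was not tested. More mature neutrophils may underlie the higher Stfa genes, since mature neutrophil genes were at 0.67 in FL-WT vs. GC-WT (adjusted p = 3.31e-12 from camera, 0.0245 from fry) and 0.38 in FL-KO vs. GC-KO (adjusted p = 9.62e-06 and 0.936). The paper's flow cytometry found little change of granulocytes in the marrow, which goes against this, so a higher expression per cell stays open. Scaling does not remove the Stfa result, since all 3 genes were still DEGs in FL-WT vs. GC-WT under median-of-ratios scaling and quantile normalization. Secondary granule genes were at 0.42 (adjusted p = 8.66e-06 from camera, 0.302 from fry) and promyelocyte genes at 0.23 (adjusted p = 0.00782 and 0.957) in FL-WT vs. GC-WT.

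As a list, the lower Nrf2 target genes in FL-WT vs. GC-WT may reflect the downward shift of all genes, since their median was 0.13 relative to it, on the upper side. With no filter on low values, it was -0.068. Of the 21 genes, 16 lay above the median of all genes (-0.24) and 5 below it. Gclc, Gclm and Nqo1 were among the latter, at -0.81, -0.61 and -0.58, so the shift does not cover every gene. In GC-KO vs. GC-WT the shift is not enough for the list, with a median of -0.22 relative to all genes.

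In FL-WT vs. GC-WT, the medians relative to all genes were 0.12 for monocyte and macrophage genes (adjusted p = 0.0697 from camera, 0.576 from fry), 0.18 for T and NK genes (adjusted p = 0.0186 and 0.761), -0.14 for plasma cell genes (adjusted p = 0.983 and 0.0726) and 0.0043 for genes of hematopoietic stem and progenitor cells (adjusted p = 0.9 and 0.109). In GC-KO vs. GC-WT, the latter were at -0.47 (adjusted p = 0.0571 and 0.00314).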
